# Differences in Cell-Intrinsic Inflammatory Programs of Yolk Sac and Bone Marrow Macrophages

**DOI:** 10.3390/cells10123564

**Published:** 2021-12-17

**Authors:** Sara Elhag, Christopher Stremmel, Annette Zehrer, Josefine Plocke, Roman Hennel, Michaela Keuper, Clarissa Knabe, Julia Winterhalter, Vanessa Gölling, Lukas Tomas, Tobias Weinberger, Maximilian Fischer, Lulu Liu, Franziska Wagner, Michael Lorenz, Konstantin Stark, Hans Häcker, Marc Schmidt-Supprian, Uwe Völker, Martin Jastroch, Kirsten Lauber, Tobias Straub, Barbara Walzog, Elke Hammer, Christian Schulz

**Keywords:** macrophages, yolk sac, inflammasome

## Abstract

Background: Tissue-resident macrophages have mixed developmental origins. They derive in variable extent from yolk sac (YS) hematopoiesis during embryonic development. Bone marrow (BM) hematopoietic progenitors give rise to tissue macrophages in postnatal life, and their contribution increases upon organ injury. Since the phenotype and functions of macrophages are modulated by the tissue of residence, the impact of their origin and developmental paths has remained incompletely understood. Methods: In order to decipher cell-intrinsic macrophage programs, we immortalized hematopoietic progenitors from YS and BM using conditional HoxB8, and carried out an in-depth functional and molecular analysis of differentiated macrophages. Results: While YS and BM macrophages demonstrate close similarities in terms of cellular growth, differentiation, cell death susceptibility and phagocytic properties, they display differences in cell metabolism, expression of inflammatory markers and inflammasome activation. Reduced abundance of PYCARD (ASC) and CASPASE-1 proteins in YS macrophages abrogated interleukin-1β production in response to canonical and non-canonical inflammasome activation. Conclusions: Macrophage ontogeny is associated with distinct cellular programs and immune response. Our findings contribute to the understanding of the regulation and programming of macrophage functions.

## 1. Introduction

Macrophages are key effectors of innate immunity. They contribute to organ functions, the maintenance of tissue homeostasis and defense against pathogenic invasion [1]. In order to fulfill organ-specific functions, resident macrophages adopt distinct properties, e.g., clearance of surfactant by alveolar macrophages or breakdown of bone tissue by osteoclasts [2]. These functions are largely imprinted by the tissue environment. Consequently, adoptive transfer of mature macrophages between organ compartments results in their rapid molecular and phenotypic adaptation to the new microenvironment [3,4]. Despite the strong impact of the local milieu on macrophage identity, significant heterogeneity can be observed between individual macrophages inside the same tissue [5]. This heterogeneity might be explained in part by different developmental origins of macrophage populations. Except for microglia in the central nervous system, which are solely derived from yolk sac (YS) hematopoiesis in early life, macrophages in mouse tissues are derived in part from embryonic hematopoiesis as well as from definitive hematopoiesis of the bone marrow (BM) [4,6,7,8,9]. The impact of ontogeny on the cellular identity of macrophages remains unclear.

In this study, we isolated hematopoietic progenitors of YS- and BM-derived macrophages and conditionally immortalized them through expression of the transcription factor Hoxb8. We then differentiated Hoxb8 progenitors into mature macrophages under identical cellular conditions in vitro and characterized their cellular identity by deep immunophenotyping and functional assays. While the phenotypic appearance and basic cellular functions of YS- and BM-derived macrophages were similar, we identified differences in their cell-intrinsic programs, such as their metabolic response to inflammatory cues. Further, BM-derived macrophages exhibited strong activation of the NLR family pyrin domain containing 3 (NLRP3) inflammasome pathway when exposed to crystal particles, leading to robust interleukin-1 (IL-1) β production, whereas both canonical and non-canonical inflammasome responses were blunted in YS-derived macrophages. Our study contributes to defining the cellular identity of YS- and BM-derived macrophages in the absence of tissue-specific environments.

## 2. Materials and Methods

### 2.1. Mice

C57BL/6J CD45.1 (Ptprca) and CD45.2 (Ptprcb) congenic mice were purchased from Jackson Laboratories. Casp1/Casp11 double knockout mice have been described previously [10].

### 2.2. Generation of Yolk Sac and Bone Marrow Derived ER-Hoxb8 Progenitors

HEK-293T (CRL-3216™ ATCC, Manassas, VA, USA) cells were transfected with both ecotropic packaging vector pCL-Eco and retroviral backbone pMSCVneo-ER-Hoxb8 using Lipofectamin (Invitrogen 11668-019, Waltham, MA, USA). Virus-containing supernatant was harvested 48 h post transfection, filtered using 0.8 µm cellulose acetate filters (Sartorius 16592, Gottingen, Germany), and either used immediately or aliquoted and stored at −80 °C. The virus was titrated using NIH-3T3 cells, and CFU per milliliter was determined.

BM derived hematopoietic progenitors were isolated from 8–12-week-old mice, and Hoxb8 transfection was performed as described previously [11]. For the generation of the YS progenitor cell lines, timed matings were scheduled and YS membranes from mouse embryos were isolated at E9.5, as described below. Embryos were removed from the uterus and washed in 4 °C phosphate buffered saline. The YS membrane was harvested and digested in PBS containing 1 mg/mL collagenase D (Roche 11088866001, Basel, Switzerland), 100 U/mL desoxyribonuclease I (Sigma-Aldrich D7291, St. Louis, MO, USA) and 1% FCS (BIO&SELL S0615, Feucht-Nürnberg, Germany), at 37 °C for 15 min. Tissues were mechanically dissociated and passed through a 100 μm cell strainer. Immediately after tissue digestion, progenitor cells were transduced with the ER-Hoxb8 encoding retrovirus by spinoculation with Polybrene (TR-1003, Sigma-Aldrich, Taufkirchen, Germany) in progenitor outgrowth medium (proliferation medium) consisting of RPMI 1640 (Sigma R 8758) supplemented with non-heat inactivated 10% FCS (BIO&SELL S0615), 1% penicillin–streptomycin (Sigma P 4333), 1μM β-estradiol (Sigma E2257), 30 μM 2-Mercapto-Ethanol (Sigma M3148) and 6% SCF-containing supernatant (80 min at 1500 g, room temperature). After 4 weeks of culture in proliferation medium the immortalized Hoxb8-SCF cell line was established.

### 2.3. Generation of SCF Supernatant

In a T175 cell culture flask, 10^6^ SCF-producing cells (CHO-MGF) were cultured in 30 mL RPMI 1640 (Sigma R8758) supplemented with 10% FCS (BIO-SELL S0615) and 1% penicillin–streptomycin (Sigma P 4333). The medium was collected 1–2 days after confluency and passed through a 0.4 µm sterile filter prior to freezing at −20 °C for future use.

### 2.4. Generation of FLT3 Supernatant

In a T175 cell culture flask, 10^6^ FLT3-producing B16-FLT3L (RRID:CVCL_IJ12) cells were cultured in 50 mL RPMI 1640 (Sigma R8758) supplemented with 10% FBS (F0804, Sigma). The medium was collected 1 day after confluency was reached and passed through a 0.4 µm sterile filter prior to freezing at −20 °C for future use. FLT3 concentration was determined using a Mouse/Rat Flt-3 Ligand Quantikine ELISA Kit (R & D Systems MFK00, Minneapolis, MN, USA).

### 2.5. Differentiation of ER-Hoxb8 Progenitors

BM ER-Hoxb8 progenitor cells and 5 × 10^5^ YS were seeded per 10 cm tissue culture dish in 5 ml of differentiation medium (RPMI 1640 with 10% FCS (BIO-SELL S0615), 1% penicillin–streptomycin (Sigma P 4333), 30 μM 2-Mercapto-Ethanol (Sigma M3148) and supernatant containing 6% SCF or FLT3, respectively, and 10 ng/mL M-CSF (Immuno Tools 12343115, Friesoythe, Germany)) at 37 °C/5% CO_2_. Cell culture medium was changed every second day till the intended experiments were performed. Bright field images during the process of differentiation were collected with a Zeiss (Jena, Germany) Axiovert 200, Axiocam HRC microscope. Cells were counted every day at the same time for 6 days, and doubling time was calculated.

### 2.6. Detachment of Differentiated Adherent Cells

Differentiated macrophages were washed twice with cold (4 °C) Dulbecco’s Phosphate Buffered Saline (Sigma-Aldrich P5493) and incubated at 37 °C in 2 mL Accutase (Sigma A6964) for 5–10 min with slight agitation until full cell detachment was achieved. If detachment was incomplete, cells were gently detached using a cell scrapper. Subsequently, detached cells were washed with cell culture medium and kept on ice for further processing.

### 2.7. Flow Cytometry

Cells were centrifuged at 400 *g* for 5 min, resuspended in 4 °C PBS (Sigma-Aldrich P5493), plated in multi-well round-bottom plates and immunolabeled for FACS analysis. Desired antibody mixtures were added to 1% BSA/PBS and incubated for 20 min at 4 °C. Flow cytometry evaluation was performed using a BD Biosciences LSR Fortessa flow cytometer, and data were analyzed using FlowJo 10.

### 2.8. May–Grünwald–Giemsa Staining

Cells were seeded and differentiated in a 1-well glass slide (Nunc^®^ Lab-Tek^®^ II Chamber Slide™ system, Thermo Fisher Scientific, Waltham, MA, USA). On day 5, slides were placed in May–Grünwald–Giemsa (Sigma-Aldrich 63590) staining solution for 5 min, then washed in Phosphate Buffer pH 7.2, for 90 s, followed by Giemsa staining solution (Sigma-Aldrich GS500) (diluted 1:20 with deionized water) for 15–20 min. Slides were rinsed in deionized water, air-dried and analyzed with a Zeiss Imager M2 microscope.

### 2.9. Immunofluorescence Staining

For immunofluorescence, cells were plated and differentiated on 8-well chamber slides (Nunc^®^ Lab-Tek^®^ Chamber Slide™ system). On day 5, the differentiation medium was decanted and slides were washed, fixed with 4% PFA (Carl Roth 0335.3, Karlsruhe, Germany) for 10 min and washed again. Blocking was performed with 10% donkey serum for 30 min. Slides were stained with primary antibodies, namely, anti-KI67 (ab15580), anti-CX3CR1 (702321) and anti-F4/80 (ab6640) followed by secondary antibodies generated in their respective hosts for 1 h each. Nuclei were counterstained with Hoechst (Invitrogen H3569). Slides were mounted using Ibidi (Gräfelfing, Germany) mounting medium for fluorescence microscopy (Ibidi 50001) and visualized using a ZEISS Axio Imager M2 microscope. Fluorescence intensities were analyzed using ImageJ Version 1.53k.

### 2.10. Phagocytosis Assay

YS and BM ER-Hoxb8 progenitor cells were plated and differentiated on 8-well chamber slides. On day 5, the differentiation medium was decanted, and slides were washed with sterile PBS. Subsequently, 100 µL of pHrodo™ Green Zymosan Bioparticles™ Conjugate for Phagocytosis (Thermo Fisher Scientific) was added per well and incubated for 60 min at 37 °C. Slides were washed with PBS, fixed using 4% PFA for 10 min and washed again before staining for F-actin with Invitrogen™ Texas Red™-X Phalloidin (Invitrogen T7471). Nuclei were counterstained with Hoechst (Invitrogen H3569). Slides were visualized using a ZEISS LSM 880 microscope and a ZEISS Axio Imager M2. To compare phagocytosis efficiency, an average of 6 representative images from 3 independent experiments was evaluated using ImageJ. The total number of macrophages was determined by DAPI expression and phagocytic macrophages were identified by GFP expression, and the ratio of GFP+ to DAPI+ macrophages was calculated.

### 2.11. Intraperitoneal Injection and Differentiation of Hoxb8 Progenitor Cells In Vivo

For analysis of in vivo survival and differentiation, intraperitoneal injection of 107 YS Hoxb8 cells was performed. Cells were pre-differentiated with M-CSF (Immuno Tools 12343115) for three days with M-CSF (as described above) prior to injection. Cell suspension was applied in 400 µL sterile PBS with a 27 G needle after prewarming by hand. After one week, the mice were euthanized by cervical dislocation and cells were recovered by peritoneal lavage using 10 mL ice cold PBS with 3% FCS and prepared for subsequent FACS analysis.

### 2.12. Apoptosis and Necrosis Assays

Hoxb8 progenitors were differentiated for 5 days, cells were detached by cell scraping and seeded at a density of 20,000 cells in 3 mL of differentiation medium in each well of 12-well plates. Macrophages were treated with different doses of SuperFasLigand (ALX-522-020-C005, Enzo Life Sciences, Farmingdale, NY, USA) or UV irradiation on a UV Stratalinker 1800 (Stratagene, San Diego, CA, USA), respectively. At the indicated time points, cell culture supernatants were collected and macrophages were detached by Accutase (Sigma A6964) treatment. The corresponding cell culture supernatants and detached macrophages were combined and washed with annexin V binding buffer (BD Biosciences 556454). Afterwards, macrophages were stained with annexin V-FITC (BD Biosciences 556547) and 2 µg/mL propidium iodide (Sigma-Aldrich CAS 25535-16-4) in 100 µL annexin V binding buffer for 15 min on ice. Subsequently, stained macrophages were washed with annexin V binding buffer and subjected to flow cytometry on an LSR II cytometer (BD Biosciences). Annexin V-FITC-positive, propidium iodide-negative macrophages were considered as apoptotic, while annexin V-FITC and propidium iodide-double-positive macrophages were considered as necrotic.

### 2.13. Extracellular flux XF96 Seahorse Measurements

Differentiated Hoxb8 macrophages were detached by cell scraping and seeded at a density of approximately 105 cells per well (in 200 µL differentiation medium) in a Seahorse 96-well plate. On day 5, medium was removed and cells were incubated with and without the following stimuli: 100 ng/mL LPS (Sigma L8274) or 100 ng/mL IL4 (Immuno Tools 12340043). After 4 h incubation time, medium was replaced with 180 µL/well XF assay medium (Agilent 102365-100) supplemented with 11 mM glucose (Sigma G6152) (pH adjusted to 7.5) and incubated for 60 min in an air incubator. The XF96 plate (Seahorse Bioscience, Agilent Technologies, Santa Clara, CA, USA) was then transferred to a temperature-controlled (37 °C) Seahorse extracellular flux analyzer (Agilent Technologies) and subjected to an equilibration period. One assay cycle comprised a 1 min mix, 2 min wait and 3 min measure period. Oxygen consumption rates (OCR) and extracellular acidification rates (ECAR) were analyzed and dissected into different functional modules, as described in detail previously [12]. In short: after 4 basal assay cycles, oligomycin (1 µg/mL) (Sigma O4876) was injected to inhibit the ATP synthase to determine OCR related to ATP synthesis for 3 cycles. Then, 2,4-Dinitrophenol (DNP; 100 µM) (Sigma 34334) was injected to stimulate maximal respiration by protonophoric action, indicating maximal substrate oxidation rates (3 cycles). Next, pyruvate (5 mM) (Sigma P8574) was injected to remove rate-limitation by glycolysis (3 cycles). Rotenone (R, 4 µM) (Sigma R8875) plus antimycin A (AA, 2 µM) (Sigma A8674) was added followed by 4 assay cycles to determine the non-mitochondrial OCR. The mean of 4 OCR measurements after addition of R/AA was subtracted from all other rates. To determine extracellular acidification rates (ECARs) deriving from glycolysis, the last injection also contained 2-deoxy-glucose (2 DG, 100 mM). The mean of 4 ECAR measurements after 2 DG injection was subtracted from all ECAR values to obtain ECAR due to glycolysis. Mitochondrial efficiency was determined by calculating coupling efficiency (CE) (the fraction of basal mitochondrial respiration that is linked to ATP synthesis) and by calculating the cellular respiratory control ratio cRCR (maximal respiration divided by proton leak). After the measurement, cells were lysed and total dsDNA quantities per well were determined using a Quant-iT PicoGreen dsDNA Assay Kit (Thermo Fisher Scientific). All rates were normalized to 130 ng dsDNA (=mean DNA content/well of all measurements).

### 2.14. Multiplex Cytokine Immunoassay

Hoxb8 macrophages were differentiated in 6-well plates for 5 days with 5 × 10^4^ cell per well. Medium was changed on days 3 and 4. On day 5, medium was replaced with either 2 mL of differentiation medium only, or differentiation medium with stimuli, as follows, with 100 ng/mL LPS (Sigma L8274) or 100 ng/mL IL4 (Immuno Tools 12340043). Three wells per condition were used and supernatants were pooled. To determine cytokine concentrations in cell supernatants, the Bio-Plex Pro Mouse Cytokine Assay (BIO-RAD LABORATORIES 171G6005M, 171G6006M and 171G6009M) was used on a Luminex 200 system according to the manufacturer’s protocol (Bio-Rad Laboratories, Munich, Germany).

### 2.15. Inflammasome Activation

Differentiated Hoxb8 cells were washed and incubated in 5 mL of differentiation medium supplemented with 200 ng/mL LPS (Sigma L8274) for 3 h. Then, 250 µg/mL MSU, 375 ug/mL cholesterol crystals or 2 µg/mL *E. coli* OMVs were added and incubated for indicated time periods. Supernatant was collected and IL1β was measured using Mouse IL-1 beta/IL-1F2 DuoSet ELISA (R & D Systems DY401-05) according to the manufacturer’s instruction. Tecan GENios was used for OD evaluation; concentrations were calculated with standard curve (detection limit, 15.6 pg/mL).

### 2.16. Western Blotting

Cell were harvested in 500 µL of radioimmunoprecipitation assay buffer (RIPA buffer) (Sigma-Aldrich R0278) supplemented with Halt™ Protease Inhibitor Cocktail (100×) (Thermo Fisher Scientific PIER87786) and collected in 1.5 mL Eppendorf tubes. After incubation for 30 min on ice, lysates were centrifuged for 20 min at 14,000 *g*. Supernatant was collected and protein amount was estimated using the Pierce™ BCA Protein Assay Kit (Thermo Fisher Scientific 23225) according to the manufacturer’s instructions. Then, 10 µg amount of total protein was loaded per lane on a 10%/4–12% NuPAGE Bis-Tris gel (Thermo Fisher Scientific NP0301BOX and NP0322PK2). After electrophoresis, proteins were transferred to a nitrocellulose membrane. After blocking with 5% non-fat milk for 1 h at room temperature, the membrane was washed and incubated with desired primary antibodies at 4 °C overnight. After washing, secondary antibodies were incubated for 1 h at room temperature. For final evaluation, the membrane was washed again and incubated with ECL western blot substrate (Thermo Fisher Scientific 32209), before transfer to an Amersham ImageQuant 800 Western blot imaging system. Membranes were incubated in Restore™ Plus Western Blot Stripping Buffer (Thermo Fisher Scientific 10016433) for 5 min, followed by a washing step, and then blocked with 5% non-fat milk for 1 h at room temperature, before incubation with indicated primary antibodies.

### 2.17. Lysate Collection for Transcriptome and Proteome Analyses

Hoxb8 progenitor cells were differentiated for 5 days. Tissue culture plates were then washed twice with PBS. For stimulation experiments, cells were incubated for 5 h in 5 mL of differentiation medium supplemented with 100 ng/mL LPS (Sigma L8274) or 100 ng/mL IL4 (Immuno Tools 12340043) as indicated. After stimulation, cells were washed, pelleted and resuspended in 500 µL TRIzol (Sigma T9424) (for transcriptome analyses) or 500 µL of urea/thiourea buffer (for protein analyses) in low protein binding 1.5 mL Eppendorf tubes.

### 2.18. Protein Profiling by Mass Spectrometry

Sample preparation and mass spectrometric analyses by liquid chromatography coupled tandem mass spectrometry (LC–MS/MS) using a LTQ-Orbitrap Velos instrument were carried out as described previously [13]. For all conditions, four bioreplicates from independent experiments were analyzed. In short: protein was extracted by multiple freeze-thaw cycles and collected by 1 h centrifugation (room temperature, 19.000 *g*) after nucleic acid fragmentation with a sonication probe. For each sample, 3 µg protein was reduced (DTT) and alkylated (iodoacetamid) before digestion with trypsin at a protein to enzyme ratio 25:1 (37 °C, 16 h). Peptide mixtures were desalted on C18 material (µZipTip, Merck Millipore, Burlington, MA, USA). Peptides were separated by LC (nano-Acquity UPLC system, Waters, Milford, MA, USA) before data-dependent acquisition of MS data. MS spectra were acquired in the Orbitrap whereas fragment spectra (MS2) of the 20 most abundant ions were recorded in a linear ion trap (LTQ).

Mass spectrometric raw data was searched against a mouse SwissProt database (16 September 2016). Identification and comparative quantification of proteins in YS and BM macrophages was carried out in Progenesis QI (Nonlinear Dynamics, Micromass UK Limited, Newcastle upon Tyne, UK) via a Mascot search algorithm (v2.3, Matrix Science, London, UK). For protein quantitation, Hi3 non-conflicting peptides (score > 20) were considered. For data analysis of cells stimulated with LPS in comparison with untreated cells, peptide/protein identification at an FDR of 1% was carried out with the Andromeda algorithm implemented in MaxQuant v1.5.3.8. Normalization for differences in peptide loading was carried out using the MaxQuant LFQ algorithm for label-free quantification [14]. Resulting protein intensities (Label Free Quantification values (LFQ)) were exported and statistically analyzed.

### 2.19. Gene Expression Analyses

RNeasy Micro Kit (Qiagen 74004, Hilden, Germany) was used for RNA isolation. RNA was then transcribed to cDNA using a High-Capacity cDNA Reverse Transcription Kit (Applied Biosystems 10400745, Waltham, MA, USA) with RNase Inhibitor (Thermo Fisher Scientific EO0381). Quantification of cDNA was performed with desired primers (see Key Resource Table) by real-time polymerase chain reaction with SsoAdvanced Universal SYBR Green Supermix (BIO-RAD 64296124) using a StepOnePlus Real-Time PCR System.

### 2.20. RNA Sequencing and Data Analysis

RNA quantification and purity: An aliquot of each total RNA sample was used to determine RNA concentration and purity on the NanoDrop ND-1000 spectral photometer (Thermo Fisher Scientific). Furthermore, all samples were analyzed on the 2100 Bioanalyzer (Agilent Technologies) using RNA Nano/HS LabChip Kits (Agilent Technologies) to determine RNA integrity.

Library preparation: Library preparation was performed with the Illumina (San Diego, CA, USA) TruSeq^®^ Stranded mRNA technology, according to the manufacturer’s protocol. The protocol started with an RNA fragmentation step using divalent cations. Then, reverse transcription was carried out to generate first strand cDNA. In the second strand cDNA synthesis dUTP is incorporated instead of dTTP to avoid amplification by DNA polymerase in the subsequent PCR and thus guarantee strandedness. The 3′-ends were then adenylated and sequencing adapters were ligated. These comprised sequencing primer- and flow cell-binding sites, as well as indices for multiplexed sequencing of pooled libraries. Adapter-ligated fragments were amplified during a limited-cycle PCR reaction. After the limited cycle PCR, at the end of the library preparation, all samples were quality controlled. DNA 1000/HS LabChip kits were used with the 2100 Bioanalyzer (Agilent Technologies). Furthermore, all libraries were quantified using the highly sensitive fluorescent dye-based Qubit ds DNA HS Assay Kit (Thermo Fisher Scientific). In brief, 1 μL of each sample was used to determine ds DNA concentration (ng/μL) in comparison to a given standard provided with the kit. The DNA concentration was determined by creating a linear trend line and applying the mathematical equation of the linear regression. All single libraries were pooled into a sequencing library with an equal DNA amount per sample. After quantification, the final sequencing library was diluted to 2.25 nM, followed by denaturation with NaOH to ensure the presence of single-stranded DNA fragments for cluster generation.

Cluster generation and sequencing: Cartridge loading was conducted following the manufacture’s recommendations for NovaSeq 6000, according to the standard workflow using a SP flowcell. Template amplification and clustering was performed onboard the NovaSeq 6000, applying exclusion amplification (ExAmp) chemistry. For cluster generation and subsequent sequencing of all samples, one single-read 75 cycle run was performed, on an SP flowcell. Cluster generation and sequencing were operated under the control of the NovaSeq Control Software (NVCS) v1.6.0. After cluster generation, sequencing primers hybridize to the adapter sequences at the end of the fragments and sequencing is carried out. Sequencing was performed with reads of a length of 75 bp (single-read).

Data analysis: If not indicated otherwise, default parameters were used for data processing. RNA sequencing reads were aligned to the mouse genome (ENSEMBL release GRCm38.94) and counted per gene using STAR (version 2.6.1d). Transcripts per million (TPM) estimates were obtained using RSEM (version 1.3.0). Differential expression analysis was performed in R/bioconductor with DESeq (1.26.0).

### 2.21. Statistical Analysis

All experiments were performed with at least two independent clones per cell line. Extracellular flux assays were evaluated by two-way ANOVA, followed by a Sidak post hoc test. Inflammasome experiments were evaluated by one-way ANOVA with a Bonferroni post hoc test. Comparisons between other groups were calculated using unpaired, two-tailed *t*-tests, (***) *p* < 0.001, (**) *p* < 0.01, (*) *p* < 0.05. Errors bar indicate mean +/− standard deviation or median with interquartile range (IQR), as indicated. All graphs and calculations were generated with GraphPad Prism 7 software.

## 3. Results

### 3.1. Immortalization of YS and BM Hematopoietic Progenitors Using Conditional Hoxb8

In order to compare YS and BM derived macrophages independently of their local environment, we isolated hematopoietic progenitors from embryonic day (E) 9.5 YS and BM of 8–12-week-old mice. Cells were transduced with an estrogen-regulated Hoxb8 (ER-Hoxb8), allowing their maintenance and expansion at the progenitor level [11,15]. Upon estrogen removal, both cell lines differentiated to mature macrophages in the presence of macrophage colony-stimulating factor (M-CSF) (Figure 1a).

### 3.2. Hoxb8 YS Progenitors Derive from KIT+ Hematopoietic Cells

Previous studies reported successful conservation of the hematopoietic progenitor stage with the Hoxb8 system, but Hoxb8 cell lines of YS macrophage progenitors have not been reported to date. Thus, we first examined primary YS cells in more detail. We analyzed single-cell suspensions, which were directly isolated from E9.5 YS, by flow cytometry for surface expression of progenitors as well as macrophage differentiation markers. In line with previous studies, we identified KIT+ erythromyeloid progenitors in the YS and confirmed Kit expression by RT-PCR (Figure 1b,c) [16,17,18]. We then confirmed Kit expression also in immortalized Hoxb8 cells from YS and BM (Figure 1d). In summary, the Hoxb8 system successfully conserves the progenitor stage of cells isolated from the YS as well as BM.

### 3.3. Cell Growth, Expansion and Phagocytic Capacity of YS and BM Macrophages Are Similar under Defined Conditions

Next, we compared cell growth and differentiation between YS and BM Hoxb8 cells. Proliferation was similar in both populations with doubling times of approximately 16 h (Figure 1e). Upon estrogen withdrawal, YS- and BM-derived Hoxb8 progenitors differentiated in a similar fashion, reaching mature macrophage morphology around day 5 (Figure 1f). This typical cell morphology was also apparent with May–Grünwald–Giemsa stainings and characteristic for the mature phenotype in both cell types (Figure 1g). Markers of early progenitor states, namely, Kit and Runx1, were downregulated in BM and YS Hoxb8 macrophages during maturation. In contrast, markers of macrophage differentiation, such as Lyz2, Csf1r and Cx3cr1, were upregulated in both populations (Figure 1d). Analogue expression patterns for KI67, as well as leukocyte (CD45), myeloid (CD11b) and macrophage (F4/80, CSF1R) markers, were confirmed at the protein level by immunofluorescence and flow cytometry (Figure 1h,i and Figure 2b).

Differentiated YS and BM Hoxb8 macrophages exhibited efficient phagocytotic capacity when exposed to Zymosan bioparticles. After lysosomal fusion, engulfed Zymosan bioparticles turned green (pHrodo) indicating successful phagocytosis and phagolysosomal acidification. In immunofluorescence analyses, both cell types showed comparable amounts of engulfed particles after 60 min incubation (Figure 1j,k).

### 3.4. Macrophage Differentiation

After 5–6 days of progenitor differentiation in the presence of M-CSF, macrophages represented the most prominent cell populations in YS- as well as BM-derived Hoxb8 cells (Figure 2a,b). Surface expression of immune cell markers increased with differentiation, as indicated by median fluorescence intensities (Supplementary Figure S1). A small population of floating and loosely adhering cells represented undifferentiated progenitor cells, as well as a minor proportion of neutrophils characterized by LY6G expression. However, medium exchange and simple washing allowed the removal of these cells before macrophage harvest (Figure 2a). Next, we aimed to determine whether Hoxb8 macrophage progenitors differentiate in vivo. We generated CD45.2 YS Hoxb8 cells and transferred them into the peritoneal cavity of CD45.1 mice (male recipients) (Figure 2c–e). Progenitors differentiated into mature macrophages under physiological conditions in vivo within one week, as indicated by surface expression of F4/80. While YS Hoxb8 progenitors almost exclusively generated macrophages, BM Hoxb8 progenitors produced a larger fraction (approximately 25%) of neutrophils (Figure 2d,e), indicating differences in macrophage lineage commitment.

To address cell death properties of Hoxb8 macrophages, we determined cellular responses to ultraviolet (UV) rays and recombinant Fas ligand (SuperFasL). YS and BM Hoxb8 macrophages were similarly susceptible to apoptosis and necrosis induced by UV radiation as well as death receptor ligation by SuperFasL (Figure 2f). These findings support the notion that classical cellular properties, i.e., proliferation, differentiation and death, are comparable between YS and BM macrophages.

### 3.5. Transcriptome Indicates Inflammatory Properties of BM Hoxb8 Macrophages

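The RNA data behind the comparison came from 24 libraries in 8 groups of 3. YS and BM progenitors, which an estrogen-regulated *Hoxb8* transgene keeps dividing, were sequenced before differentiation. Macrophages of both origins were sequenced at day 5 of differentiation with M-CSF, unstimulated or after 5 h with 100 ng/mL IL4, a cytokine of alternative activation, or 100 ng/mL LPS, a bacterial cell wall component. The authors aligned the reads to the mouse genome GRCm38 and counted them per gene with STAR 2.6.1d, and these whole-number counts were used as deposited. Whether the counting used the strand is not given in the sources used here. Total counts per library ranged from 14865170 to 20753411 (median 18987518) in unstimulated YS and from 18055697 to 23760277 (median 22249531) in unstimulated BM macrophages. With IL4 they ranged from 20025223 to 22336157 (median 21329772) in YS and 18273906 to 25415878 (median 21282108) in BM, and with LPS from 16032290 to 20618656 (median 18973995) and 20608431 to 26396692 (median 23998857). In progenitors they ranged from 18689337 to 21240551 (median 21149403) in YS and 21383272 to 29524898 (median 21936663) in BM.
The counts were scaled with TMM factors and tested with edgeR's quasi-likelihood test, in a fit of the 18 macrophage libraries over 13440 genes and in a fit of the 12 untreated libraries over 13722 genes. A gene is called at a Benjamini-Hochberg adjusted p under 0.05. Log2 fold changes are YS over BM unless another order is named, so a negative value means lower in YS, and levels are in CPM, counts scaled to the normalised library size, as mean ± SD, n = 3 libraries per group. Where all libraries of a group had 0 counts, the fold is a lower bound against a floor of 3 counts over the group. With 1 to 3 counts in a group, the ratio of the pooled counts stands with its 95% interval, which covers counting error only. Libraries are named by treatment, origin and replicate number. By the dates in the labels, days 8 and 9 of month 10 hold macrophages of both origins, day 11 of month 10 only YS macrophages, and day 14 of month 1 only BM macrophages. If that label is a shortened day 14 of month 10, these libraries share a date with BM progenitor 2 and YS progenitor 3, and the date block changes in fits that hold progenitors. With the date as a block, the average YS against BM difference of macrophages rests on the libraries of days 8 and 9 of month 10. The block also assumes 1 date effect for both origins. Deviations of macrophage libraries of different origins on 1 date had a mean correlation of 0.000548. The paper states at least 2 independent clones per cell line, but the clone of each library is not given in the sources used here, so the p-values measure only the spread between these cultures. As the legend of Fig. 3 names no treatment for panels b and c, unstimulated cells come first, with IL4 and LPS beside them. The gene lists, the rule for named genes, the tests and most alternatives were fixed before the data were examined.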

As phenotypic and morphological characterizations did not show differences between mature YS- and BM-derived Hoxb8 macrophages, we next conducted a transcriptome analysis to compare both cell populations under identical environmental conditions. A large proportion of genes overlapped as expected, and differentiated macrophages of YS and BM origin clustered together in the principal component analysis (Supplementary Figure S2). Nonetheless, we identified several genes that were differentially expressed between YS and BM macrophages (Figure 3a–e). Specifically, RNA abundance of *Ripk3* and *Pycard* was increased in BM Hoxb8 macrophages pointing towards a predominant role in inflammatory processes with involvement of the inflammasome pathway (Figure 3a,b). Similarly, C–X–C motif chemokine ligand (*Cxcl*) 10 and *Cxcl11*, as well as inducible nitric oxide synthase (*Nos2*), were upregulated in BM Hoxb8 macrophages. Additionally, in BM Hoxb8 macrophages we identified an increased abundance of apoptosis-associated genes, such as *Tgm2*, which promotes leukocyte apoptosis [19]. 

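Differentiation and LPS parted the libraries most, and origin parted them at every stage. The first principal component separated progenitors from macrophages and held 70.7% of the variance, the second separated LPS-treated from other macrophages and held 14.6%, and the third separated the origins and held 8.81%. On the third component the YS group means lay from 19.2 to 34.5 and the BM group means from −30.0 to −16.7 (n = 3 libraries per group). Unstimulated YS and BM macrophages were a mean distance of 62.8 apart, against 25.3 between libraries of 1 group. The distance from progenitors to macrophages was 150.3 in YS and 154 in BM. LPS moved YS macrophages by 95.6 and BM macrophages by 98.6, IL4 by 40.1 and 45.3. The distance between origins over that within groups was 2.48 ± 0.675 (SD over the 6 libraries), from 1.77 to 3.61, and 1.40 when all genes were used in place of the 500 most variable.
Between unstimulated YS and BM macrophages, 2 of the 32 tested core macrophage genes were higher, 3 were lower and 27 did not pass the test (3 higher and 4 lower when adjusted over the list alone, camera, adjusted p = 0.395). *Lyz2*, which encodes lysozyme, was 2.39-fold higher in YS macrophages, with a log2 fold change of 1.26 (standard error 0.32, adjusted p = 0.0282). With IL4, 2 were higher and 3 lower in YS (2 higher and 5 lower when adjusted over the list alone), and with LPS, 1 was higher and 7 lower (3 higher and 7 lower when adjusted over the list alone). *Csf1r*, *Itgam* and *Adgre1* had log2 fold changes of −0.26 (adjusted p = 0.712), −0.82 (adjusted p = 0.0568) and −0.34 (adjusted p = 0.552) in unstimulated cells and were not called. *Adgre1* (F4/80) had a log2 fold change of −1.0 (adjusted p = 0.0201) with LPS and *Itgam* (CD11b) one of −0.92 (adjusted p = 0.0146). Over all genes, 94.2% were not called between unstimulated YS and BM macrophages. On simulated data with the same library sizes, edgeR recovered 63.6% of genes changed 4-fold, so a gene that was not called is not shown to be equal. With the date as a block, the list gave 4 higher and 8 lower unstimulated and 3 higher and 11 lower with IL4. With LPS it gave 3 higher and 12 lower. The call was lost on leaving out 1 library for *Lyz2* (adjusted p = 0.0790, 0.0909 and 0.0879 without unstimulated BM 1, 2 and 3 and 0.0712 and 0.206 without unstimulated YS 2 and 3, 0.00377 to 0.242 over its alternatives) and *Adgre1* (with LPS, adjusted p = 0.0636 and 0.0706 without LPS BM 1 and 2 and 0.0714 without LPS YS 3, 8.54e-05 to 0.0880 over its alternatives). This was also so for *Itgam* (with LPS, adjusted p = 0.0516 and 0.0736 without LPS BM 1 and 2 and 0.0607 without LPS YS 1, 0.000235 to 0.126 over its alternatives). With the date of the labels as a block, *Csf1r* had a log2 fold change of −0.66 in unstimulated cells (adjusted p = 0.0328, 0.0328 to 0.993 over its alternatives) and *Itgam* had a log2 fold change of −0.93 in unstimulated cells (adjusted p = 0.00139, 0.00139 to 0.204 over its alternatives). The block also gave changed calls elsewhere, where *Adgre1* had a log2 fold change of −0.63 in unstimulated cells (adjusted p = 0.0320, 0.0320 to 0.943 over its alternatives). Without the BM libraries of day 14 of month 1, a setting chosen after seeing the data, the call ended for *Lyz2* in unstimulated cells (adjusted p = 0.114, 0.00377 to 0.242 over its alternatives). In this setting a call appeared for *Itgam* in unstimulated cells (adjusted p = 0.0256, 0.00139 to 0.204 over its alternatives).

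**Figure D1:**
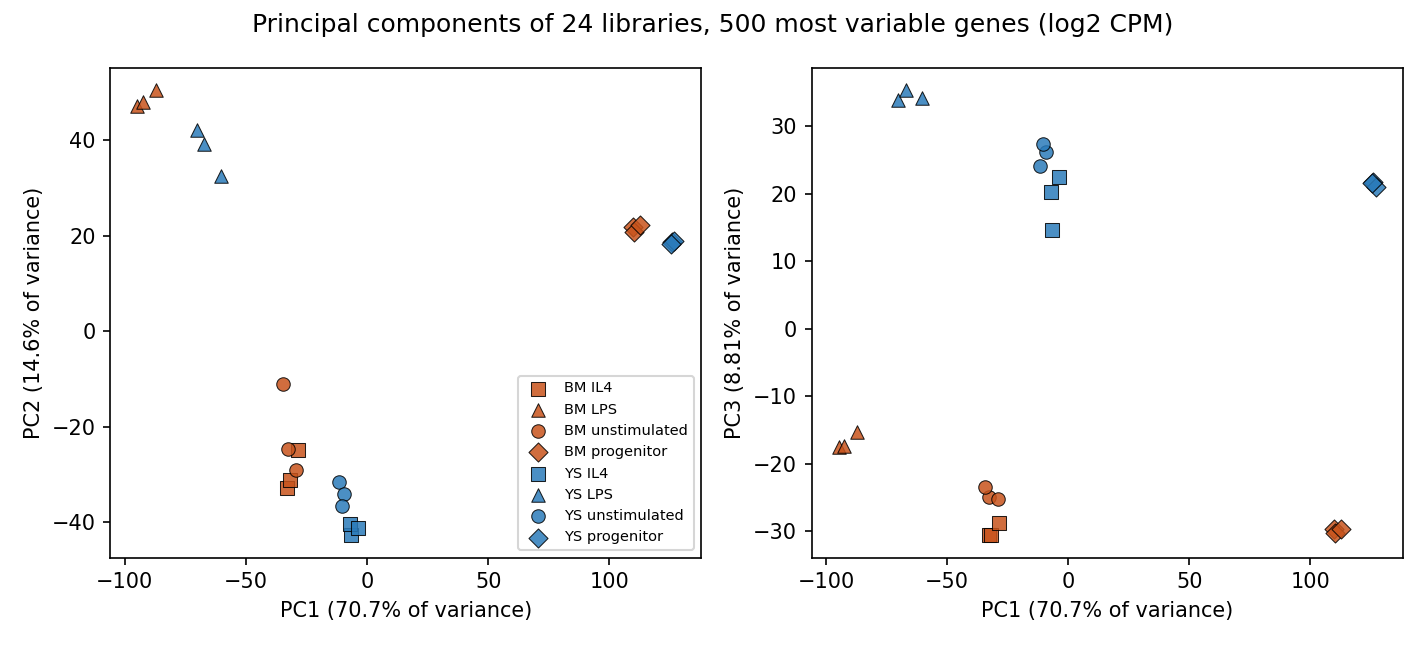
Principal components of log2 CPM of the 500 most variable genes in 24 libraries, with each component's share of the variance on its axis. Points are libraries (orange BM, blue YS; circles unstimulated, squares IL4, triangles LPS, diamonds progenitors), and the third component separates blue from orange in every group.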

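*Acer2*, the gene of an alkaline ceramidase, was higher in YS macrophages, and *Hexa* and *Cd63*, genes of late endosomes and lysosomes, were lower. *Acer2* had 1212 counts in unstimulated YS and 0 in BM macrophages, at least 487-fold higher in YS (adjusted p = 9.21e-07). *Cers4*, a ceramide synthase, was at 21.2 ± 4.06 CPM in YS and 0.581 ± 0.390 CPM in BM, a log2 fold change of 5.19 (standard error 0.73, adjusted p = 0.000240). *Hal*, histidine ammonia-lyase, had a log2 fold change of 8.16 (standard error 0.78, adjusted p = 6.06e-06), and *Tom1l1*, an endosomal adaptor, one of 4.08 (adjusted p = 9.28e-05). In the other direction, *Hexa*, a subunit of the lysosomal beta-hexosaminidase, was at 1.24 ± 0.840 CPM in YS and 731 ± 232 CPM in BM, a log2 fold change of −9.24 (standard error 1.17, adjusted p = 8.78e-05). *Cd63*, a tetraspanin of late endosomes, was at 0.325 ± 0.297 and 483 ± 28.2 CPM, a log2 fold change of −10.41 (standard error 1.17, adjusted p = 3.26e-05). *Eps8*, an actin regulator, had 0 counts in YS and 856 in BM, at least 237-fold lower in YS (adjusted p = 0.00329), and *Tmem141* had 0 and 831, at least 229.6-fold lower (adjusted p = 9.45e-05). *Arg1*, arginase 1, had 1 count in YS and 1074 in BM, a BM over YS ratio of 890.4 (159 to 35199, adjusted p = 0.0116). Each gene named here by the size of its difference was called, averaged at least 5 CPM and had no overlap between the groups' libraries, which chance gives for 10% of genes with 3 against 3. Omitting 1 library ended the call of *Arg1* (adjusted p = 0.0749 and 0.0581 without unstimulated YS 2 and 3, 4.00e-05 to 0.224 over its alternatives). Without 1 library, the log2 fold change moved for *Hexa* from −9.24 to −9.90 without unstimulated YS 3, *Cd63* from −10.41 to −11.04 without unstimulated YS 1 and *Eps8* from −10.92 to −10.18 without unstimulated BM 2. It also moved for *Arg1* from −9.44 to −8.38 without unstimulated BM 2 and −11.23 without unstimulated YS 2.
In all, 779 genes differed between unstimulated YS and BM macrophages, 283 higher and 496 lower in YS, and 756 of them at least 2-fold. With IL4 the count was 837 (314 higher and 523 lower), and with LPS 2591 (1416 higher and 1175 lower, 54.7% higher). With library sizes alone in place of TMM, 84.3% of the LPS calls were higher, and the median log2 fold change of all genes moved to 0.44. Leaving out 1 library gave unstimulated counts of 1258 and 473 without unstimulated YS 1 and 2, an IL4 count of 521 without IL4 YS 2, and LPS counts of 1674 without LPS BM 2 and 1598 and 1723 without LPS YS 1 and 3. With the date as a block the counts were 1511 unstimulated, 1730 with IL4 and 4062 with LPS. Without the BM libraries of day 14 of month 1, a setting chosen after seeing the data, they were 707, 833 and 1843.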

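RNA of *Pycard*, the ASC adaptor that joins inflammasome sensors to caspase-1, was nearly absent from YS macrophages. It lies on chromosome 7 of GRCm38 from 127989708 to 127993867 (ENSMUSG00000030793) and had 1 count in unstimulated YS and 8138 in BM macrophages (n = 3 libraries each), a BM over YS ratio of 6746 (1211 to 266503) at an adjusted p of 5.84e-05. *Ripk3* (ENSMUSG00000022221, chromosome 14 from 55784995 to 55788865), a kinase of necroptosis, was at 5.19 ± 2.42 CPM in YS and 21.4 ± 5.00 CPM in BM macrophages, a log2 fold change of −2.05 (standard error 0.38, adjusted p = 0.00303). *Gsdmd*, the pore-forming gasdermin D, was lower in YS as well, with a log2 fold change of −1.46 (standard error 0.29, adjusted p = 0.00460). *Casp1*, the protease of the inflammasome, was higher in YS, at 29.5 ± 4.48 CPM against 4.83 ± 0.733 CPM in BM, a log2 fold change of 2.61 (standard error 0.48, adjusted p = 0.00282). *Casp4*, *Nlrp3*, *Il1b* and *Il18* had log2 fold changes of 1.33 (adjusted p = 0.134), −0.73 (adjusted p = 0.113), −0.17 (adjusted p = 0.818) and −0.75 (adjusted p = 0.199) and were not called.
With IL4 *Pycard* was at 1.09 ± 1.56 CPM in YS, 72 of its 82 counts in 1 library, and at 98.0 ± 18.3 CPM in BM, a log2 fold change of −6.51 (standard error 0.94, adjusted p = 0.000494). In a fit of all 24 libraries, 42 genes were at least 20-fold lower in YS than in BM at every stage and treatment by group means. Nearly all of them had higher YS means with IL4 than unstimulated, many at very low levels, *Hexa* and *Cd63* among them (11.6 and 4.20 against 1.44 and 0.374 CPM). The exceptions, named after their values were seen, were *Alpk1*, *Cd63-ps*, *Gm11427*, *Gm42047*, *Mmp14* and *Tmem238*. Whether these counts are expression of the YS cells was not tested. With LPS *Pycard* had 0 counts in YS and 6002 in BM, at least 2115-fold lower in YS (adjusted p = 4.75e-05). The log2 fold change of *Ripk3* was −2.14 (adjusted p = 0.00181) with IL4 and −1.63 (adjusted p = 0.00834) with LPS. That of *Gsdmd* was −1.65 (adjusted p = 0.00160) and −2.13 (adjusted p = 0.000155), and that of *Casp1* 2.66 (adjusted p = 0.00222) and 2.15 (adjusted p = 0.00504). *Nlrp3* was lower with LPS at −0.78 (adjusted p = 0.0402), and its LPS response was not called different between the origins by edgeR (log2 difference −0.05, adjusted p = 1).
In the inflammasome list, 1 of the 20 tested genes was higher, 3 were lower and 16 did not pass the test (2 higher and 4 lower when adjusted over the list alone) in unstimulated cells (camera, adjusted p = 0.0700). With IL4, 1 was higher and 3 lower in YS (1 higher and 3 lower when adjusted over the list alone), and with LPS, 2 were higher and 7 lower (2 higher and 8 lower when adjusted over the list alone). With LPS the list was lower as a set by camera (adjusted p = 0.00200, and adjusted p = 0.330 with an estimated correlation, 9.29e-05 to 0.330 over its alternatives). With 1 library left out, no call was made for *Nlrp3* (with LPS, adjusted p = 0.101, 0.122 and 0.0513 without LPS BM 1, 2 and 3 and 0.0918 and 0.149 without LPS YS 1 and 3, 0.00461 to 0.367 over its alternatives). Single libraries moved the log2 fold change of *Pycard* from −12.27 to −14.06 without unstimulated YS 1 and from −6.51 to −9.02 and −5.90 without IL4 YS 1 and 3. In the fit with the date as a block, *Casp4* had a log2 fold change of 1.85 in unstimulated cells (adjusted p = 0.0187, 0.00647 to 0.398 over its alternatives). In a setting chosen after seeing the data, without the BM libraries of day 14 of month 1, the call ended for *Nlrp3* with LPS (adjusted p = 0.0501, 0.00461 to 0.367 over its alternatives). A set call was made in single settings in the unstimulated comparison, adjusted p = 0.0192 without unstimulated BM 2 and 0.0294 without unstimulated YS 3 (0.0192 to 0.525 over its alternatives).

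**Figure D2:**
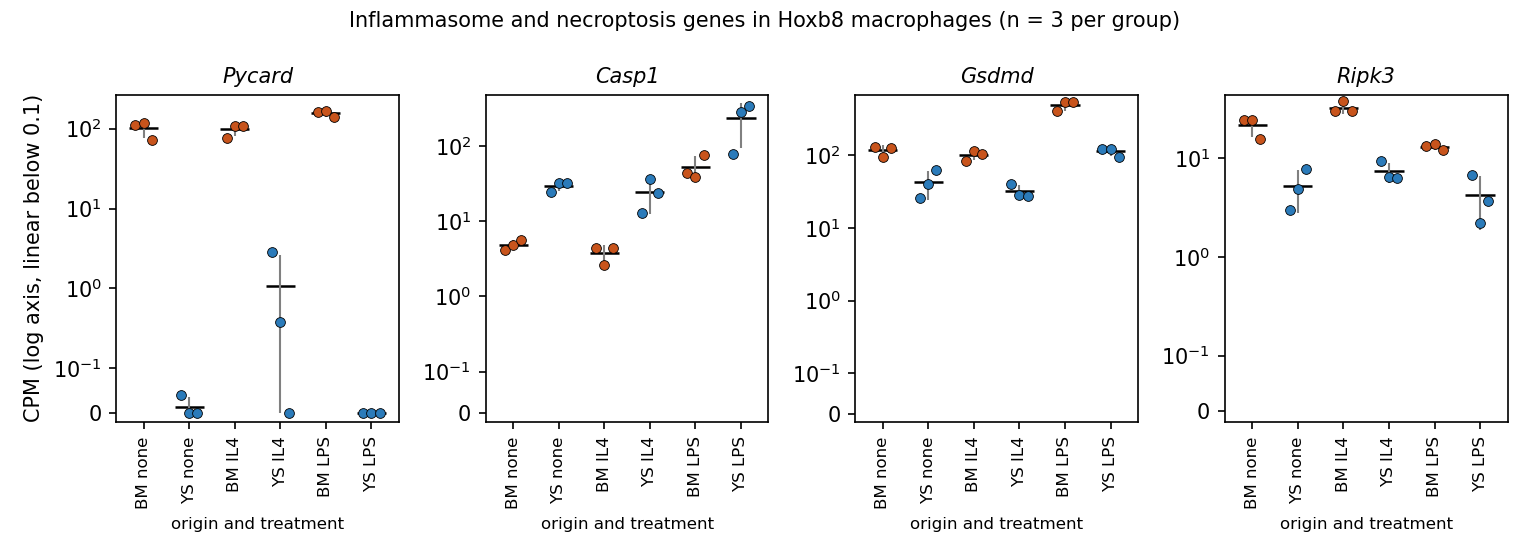
CPM of *Pycard*, *Casp1*, *Gsdmd* and *Ripk3* per library on a log axis that is linear below 0.1 (orange BM, blue YS; black line mean, grey bar ± SD, n = 3). *Pycard*, *Gsdmd* and *Ripk3* lie lower and *Casp1* higher in YS macrophages in each state.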

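*Cxcl10*, a chemokine that draws activated T cells, was lower in unstimulated YS macrophages, and *Nos2* and *Cxcl11* were little expressed before stimulation. *Cxcl10* (ENSMUSG00000034855, chromosome 5 from 92346638 to 92348889) was at 2.82 ± 0.784 CPM in YS and 21.7 ± 20.1 CPM in BM macrophages (n = 3 each), a log2 fold change of −2.94 (standard error 0.54, adjusted p = 0.00267) from edgeR. *Nos2* (ENSMUSG00000020826, chromosome 11 from 78920787 to 78960254) was at 0.503 ± 0.338 and 0.834 ± 0.487 CPM, a log2 fold change of −0.69 (standard error 0.59, adjusted p = 0.570) that did not pass the test. *Cxcl11* (ENSMUSG00000060183, chromosome 5 from 92359544 to 92365485) had 7 counts over the YS and 17 over the BM libraries, a log2 fold change of −0.98 (standard error 0.78, adjusted p = 0.545), and no difference was detectable at this depth.
All 3 genes rose with LPS in both origins (adjusted p at most 3.22e-08). After LPS *Nos2* was at 639.8 ± 229 CPM in YS and 1988 ± 632 CPM in BM, a log2 fold change of −1.64 (standard error 0.49, adjusted p = 0.0277). *Cxcl10* was at 10466 ± 2494 and 20022 ± 4286 CPM, with a log2 fold change of −0.94 (adjusted p = 0.199), and *Cxcl11* at 380.0 ± 101 and 500.2 ± 74.9 CPM, with one of −0.40 (adjusted p = 0.558). With IL4 *Cxcl10* was lower in YS, with a log2 fold change of −2.58 (standard error 0.62, adjusted p = 0.0164), *Nos2* had a log2 fold change of −0.85 (adjusted p = 0.481), and *Cxcl11* had 0 and 2 counts, too few for a fold. The LPS response of *Nos2* had a YS minus BM log2 difference of −0.95 (adjusted p = 0.856) and that of *Cxcl10* one of 2.0 (adjusted p = 0.299), neither called. Single libraries decided the call of *Cxcl10* (with IL4, adjusted p = 0.0649 without IL4 BM 3 and 0.0794 and 0.0762 without IL4 YS 1 and 3, 0.000297 to 0.118 over its alternatives) and *Nos2* (with LPS, adjusted p = 0.0820 and 0.0831 without LPS BM 2 and 3 and 0.0693 and 0.116 without LPS YS 1 and 3, 0.00457 to 0.116 over its alternatives). Dropping 1 library shifted the log2 fold change of *Cxcl10* from −2.94 to −1.86 without unstimulated BM 3. With the BM libraries of day 14 of month 1 left out, a setting chosen after seeing the data, the call ended for *Nos2* with LPS (adjusted p = 0.0783, 0.00457 to 0.116 over its alternatives).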

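*Tgm2*, tissue transglutaminase, was lower in YS macrophages in every state. It (ENSMUSG00000037820, chromosome 2 from 158116402 to 158146436) was at 31.8 ± 2.77 CPM in unstimulated YS and 192 ± 33.5 CPM in BM macrophages (n = 3 each), a log2 fold change of −2.59 (standard error 0.33, adjusted p = 9.14e-05) from edgeR. The log2 fold change was −3.96 (adjusted p = 3.01e-06) with IL4 and −2.31 (adjusted p = 0.000178) with LPS. *Pmaip1*, the proapoptotic NOXA, was at 5.42 ± 2.05 and 31.8 ± 15.7 CPM, a log2 fold change of −2.55 (standard error 0.58, adjusted p = 0.0134). In the cell death list, which also holds inhibitors of apoptosis, 4 of the 32 tested genes were lower and the other 28 did not pass the test (3 higher and 5 lower when adjusted over the list alone), and these were *Tgm2*, *Pmaip1*, *Ripk3* and *Fam129a* (lower as a set by camera, adjusted p = 0.0481, and adjusted p = 0.227 with an estimated correlation, 0.000797 to 0.270 over its alternatives). With IL4, 4 were lower in YS (4 lower when adjusted over the list alone), and with LPS, 10 were lower (2 higher and 14 lower when adjusted over the list alone). The list was lower as a set by camera with IL4 (adjusted p = 0.00724) and with LPS (adjusted p = 8.49e-05), and both calls held with an estimated correlation (adjusted p = 0.0311 and 0.00629). No call remained on dropping 1 library for *Pmaip1* (adjusted p = 0.0640 without unstimulated BM 3 and 0.0648 and 0.0747 without unstimulated YS 2 and 3, 0.000185 to 0.0747 over its alternatives). Leaving out the BM libraries of day 14 of month 1 was chosen after seeing the data, and then the call ended for *Pmaip1* in unstimulated cells (adjusted p = 0.0667, 0.000185 to 0.0747 over its alternatives). The set call was lost in single settings in unstimulated cells, adjusted p = 0.0655 and 0.0664 without unstimulated BM 1 and 2 and 0.270 without unstimulated YS 1 (0.000797 to 0.270 over its alternatives).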

*Fam129a* encodes for the apoptosis-regulating protein Niban [20,21], which has recently been identified in human atherosclerotic plaques in a macrophage subpopulation and gives strong indications of being of BM origin [22].

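*Fam129a* RNA was far lower in YS than in BM macrophages. The gene (ENSMUSG00000026483) lies on chromosome 1 from 151571186 to 151721939 and had 17 counts over the 3 unstimulated YS and 11086 over the 3 BM libraries. This was 0.221 ± 0.20 and 133 ± 35.2 CPM, a log2 fold change of −9.08 (standard error 0.68, adjusted p = 9.12e-07) from edgeR, or 539-fold lower in YS. With IL4 it was at 0.770 ± 0.565 and 168 ± 20.6 CPM, 219-fold lower in YS with a log2 fold change of −7.77 (standard error 0.63, adjusted p = 2.10e-06). *Fam129a* rose with LPS in YS (log2 fold change 5.90, adjusted p = 1.81e-06) and in BM macrophages (log2 fold change 2.95, adjusted p = 0.000112), to 14.7 ± 5.32 CPM in YS and 1029 ± 225 CPM in BM, a log2 fold change of −6.12 (standard error 0.57, adjusted p = 4.38e-06) between the origins. A single library moved the log2 fold change of *Fam129a* from −7.77 to −8.52 without IL4 YS 1 and from 5.90 to 6.53 without unstimulated YS 1.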

In contrast, YS-derived Hoxb8 macrophages expressed higher RNA levels of *clusterin* (apolipoprotein J), which has been associated with apoptotic cell clearance and matrix reorganization. These processes are linked to tissues homoeostasis, a common function of M2-like macrophages [23,24]. Similarly, the transcription factor *Mafb*, which is known to promote anti-inflammatory polarization and cholesterol efflux, was upregulated in YS-derived Hoxb8 macrophages [25]. 

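*Clu*, which encodes clusterin, was read in YS macrophages and nearly absent from BM macrophages. The gene (ENSMUSG00000022037) lies on chromosome 14 from 65968483 to 65981547 and had 223 counts over the 3 unstimulated YS libraries (3.52 ± 1.85 CPM) and 2 over the 3 BM libraries, a YS over BM ratio of 134 (36.8 to 1117, adjusted p = 0.000248 from edgeR). With IL4 it had 195 and 0 counts, at least 65.5-fold higher in YS (adjusted p = 0.000186), and with LPS 195 and 0, at least 61.5-fold higher (adjusted p = 0.000160). YS progenitors held more *Clu* RNA, 537 ± 71.8 CPM against 0.152 ± 0.0888 CPM in BM progenitors.
*Axl*, a receptor for apoptotic cells, was lower in unstimulated YS macrophages, with a log2 fold change of −1.74 (standard error 0.38, adjusted p = 0.00886). In the list of phagocytosis and apoptotic cell clearance, 1 of the 27 tested genes was higher, 3 were lower and 23 did not pass the test (1 higher and 4 lower when adjusted over the list alone, camera, adjusted p = 0.0646). With IL4, 1 was higher and 3 lower in YS (1 higher and 4 lower when adjusted over the list alone), and with LPS, 1 was higher and 6 lower (1 higher and 7 lower when adjusted over the list alone). It was lower as a set by camera with IL4 (adjusted p = 0.00925, and adjusted p = 0.478 with an estimated correlation, 2.26e-07 to 0.478 over its alternatives). With LPS the list was lower as a set (adjusted p = 0.0255, and adjusted p = 0.613 with an estimated correlation, 5.13e-06 to 0.613 over its alternatives). In the BM libraries of day 14 of month 1 the median of this list deviated by −0.40 log2 units unstimulated, −0.66 with IL4 and −0.78 with LPS. Calls that 1 library decided were those of *Axl* (adjusted p = 0.0511 without unstimulated BM 3 and 0.0504 without unstimulated YS 3, 0.000134 to 0.0673 over its alternatives). The list was lower in YS as a set, in unstimulated cells, adjusted p = 0.00585 without unstimulated BM 3 and 1.96e-05 with the date as a block (1.96e-05 to 0.597 over its alternatives).

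**Figure D3:**
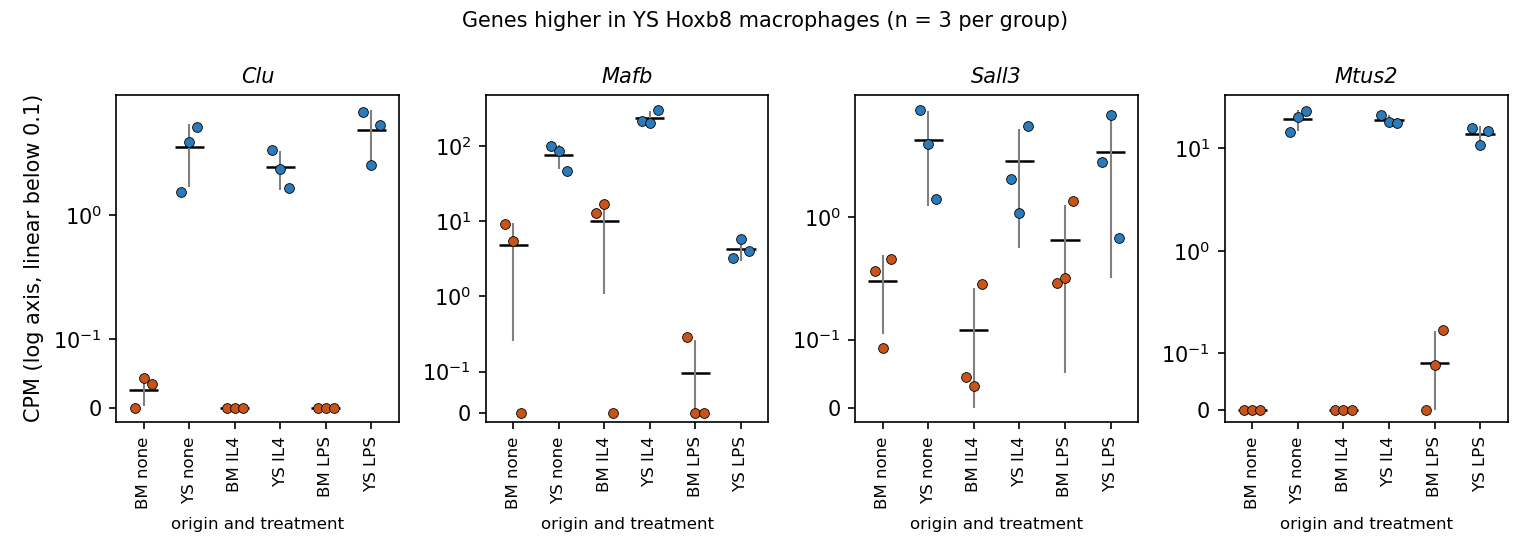
CPM of *Clu*, *Mafb*, *Sall3* and *Mtus2* per library on a log axis that is linear below 0.1 (orange BM, blue YS; black line mean, grey bar ± SD, n = 3). *Clu* lies at or near 0 in every BM macrophage library, and the BM libraries of *Mafb* spread from 0 upwards.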

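*Mafb* RNA was higher on average in YS macrophages, with wide spread between BM libraries. The gene (ENSMUSG00000074622, chromosome 2 from 160363703 to 160367065) had 770 to 2548 counts in the unstimulated YS libraries and 0 to 279 in the BM libraries (n = 3 each), 77.0 ± 27.2 and 4.91 ± 4.65 CPM, a log2 fold change of 3.97 (standard error 1.29, adjusted p = 0.0896) from edgeR that did not pass the test. With IL4 it was called, at 239.7 ± 54.1 and 10.0 ± 8.93 CPM, a log2 fold change of 4.58 (standard error 1.32, adjusted p = 0.0488). With LPS it was at 4.32 ± 1.32 and 0.0956 ± 0.166 CPM, a log2 fold change of 5.32 (standard error 1.86, adjusted p = 0.0545). In the list of cholesterol efflux and lipid handling, 1 of the 17 tested genes was higher, 1 was lower and 15 did not pass the test (1 higher and 1 lower when adjusted over the list alone, camera, adjusted p = 0.988), where the median log2 fold change was 0.12 and the mean −0.35, which differ in sign. With IL4, 1 was lower in YS (1 lower when adjusted over the list alone), and with LPS, 1 was higher and 3 lower (1 higher and 3 lower when adjusted over the list alone). Camera called the list as a set with the date as a block with IL4 (adjusted p = 0.00450, against 0.579 without the block). It did so with LPS too (0.00191, against 0.277 without the block). In the BM libraries of day 14 of month 1 its median deviated by −0.37 log2 units unstimulated, −0.24 with IL4 and −0.72 with LPS. Dropping 1 library ended the call of *Mafb* (with IL4, adjusted p = 0.134, 0.106 and 0.0564 without IL4 BM 1, 2 and 3 and 0.0783, 0.0930 and 0.0937 without IL4 YS 1, 2 and 3, 1.55e-06 to 0.184 over its alternatives). Omitting 1 library shifted the log2 fold change of *Mafb* from 4.58 to 5.23 and 3.99 without IL4 BM 2 and 3. With dates blocked, *Mafb* had log2 fold changes of 3.56 in unstimulated cells (adjusted p = 6.38e-06, 6.38e-06 to 0.275 over its alternatives) and 4.90 with LPS (adjusted p = 2.97e-05, 2.97e-05 to 0.282 over its alternatives). Once the BM libraries of day 14 of month 1 were left out, a setting chosen after seeing the data, a call appeared for *Mafb* in unstimulated cells (adjusted p = 0.000986, 6.38e-06 to 0.275 over its alternatives) and *Mafb* with LPS (adjusted p = 0.000771, 2.97e-05 to 0.282 over its alternatives).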

The triggering receptor expressed on myeloid cells 2 (*Trem2*) has recently been identified as a marker for macrophage subpopulations of potential YS origin. At the protein level, clusterin has been shown to act as a binding partner of TREM2 and is significantly expressed in brain microglia, which are exclusively of YS origin [26,27,28]. 

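*Sall3*, a zinc finger transcription factor gene, was higher in YS macrophages, and *Trem2*, a lipid receptor of macrophages, did not differ detectably. *Sall3* (ENSMUSG00000024565, chromosome 18 from 80966376 to 80986771) had 313 counts over the 3 unstimulated YS libraries and 26 over the 3 BM libraries, 4.23 ± 3.01 and 0.302 ± 0.191 CPM, a log2 fold change of 3.77 (standard error 0.98, adjusted p = 0.0294). With IL4 it was at 2.85 ± 2.29 and 0.121 ± 0.143 CPM, a log2 fold change of 4.49 (standard error 1.06, adjusted p = 0.0152). With LPS it was at 3.39 ± 3.07 and 0.648 ± 0.597 CPM, with a log2 fold change of 2.40 (adjusted p = 0.0894). *Sall1* (ENSMUSG00000031665, chromosome 8 from 89027235 to 89044162) had 2 counts in IL4-treated YS macrophages and 0 in every other macrophage group, too few to test. *Trem2* (ENSMUSG00000023992, chromosome 17 from 48346401 to 48354147) was at 1338 ± 672 CPM in YS and 1079.7 ± 259 CPM in BM, a log2 fold change of 0.31 (standard error 0.45, adjusted p = 0.745). The values were 0.07 (adjusted p = 0.961) for IL4 and 0.28 (adjusted p = 0.705) for LPS. Omission of 1 library ended the call of *Sall3* (in unstimulated cells, adjusted p = 0.0964, 0.103 and 0.0684 without unstimulated BM 1, 2 and 3 and 0.0604 and 0.0649 without unstimulated YS 1 and 2, 8.05e-05 to 0.103 over its alternatives, and with IL4, adjusted p = 0.0715 and 0.0845 without IL4 BM 1 and 2 and 0.0698 without IL4 YS 3, 7.53e-05 to 0.0845 over its alternatives). On omission of 1 library, the log2 fold change shifted for *Sall3* from 3.77 to 3.09 without unstimulated YS 1 and from 4.49 to 6.05 without IL4 BM 3 and 3.61 without IL4 YS 3. Under the date block, *Sall3* had a log2 fold change of 3.36 with LPS (adjusted p = 0.00180, 0.00180 to 0.281 over its alternatives).
*Clu* and *Sall3* were the higher genes of the microglia list, where 2 of the 26 tested genes were higher and the other 24 did not pass the test (4 higher when adjusted over the list alone) in unstimulated cells (camera, adjusted p = 0.196). With IL4, 3 were higher and 1 lower in YS (3 higher and 1 lower when adjusted over the list alone), and with LPS, 2 were higher and 2 lower (3 higher and 4 lower when adjusted over the list alone). *Cd5l*, a secreted scavenger protein of tissue macrophages, was lower in unstimulated YS macrophages, with a log2 fold change of −5.18 (standard error 1.09, adjusted p = 0.00710). In its list, markers of embryonic resident macrophages of other tissues, 4 of the 14 tested genes were lower and the other 10 did not pass the test (1 higher and 6 lower when adjusted over the list alone, lower as a set by camera, adjusted p = 0.0136, and adjusted p = 0.525 with an estimated correlation, 3.54e-12 to 0.525 over its alternatives). With IL4, 1 was higher and 2 lower in YS (1 higher and 5 lower when adjusted over the list alone), and with LPS, 6 were lower (1 higher and 7 lower when adjusted over the list alone). The resident list was lower as a set by camera with IL4 (adjusted p = 0.0499, and adjusted p = 0.606 with an estimated correlation, 2.44e-10 to 0.606 over its alternatives). With LPS it was lower as a set by camera (adjusted p = 0.0255, and adjusted p = 0.613 with an estimated correlation, 1.13e-09 to 0.613 over its alternatives). In the BM libraries of day 14 of month 1, the median of the resident list deviated from the other BM libraries by −2.15 log2 units unstimulated, −1.64 with IL4 and −2.12 with LPS. That of the microglia list deviated by −0.89, −0.81 and −0.99. With the date as a block, the microglia list gave 4 higher and 7 lower unstimulated, 3 higher and 7 lower with IL4 and 4 higher and 9 lower with LPS. The resident list gave 1 higher and 8 lower unstimulated, 1 higher and 9 lower with IL4 and 1 higher and 8 lower with LPS. Without 1 library, the log2 fold change moved for *Cd5l* from −5.18 to −4.41 without unstimulated BM 2. The set test changed in single settings in the microglia list, adjusted p = 0.0477 without unstimulated BM 2 (0.0477 to 0.920 over its alternatives) and the resident list, adjusted p = 0.0655 and 0.101 without unstimulated BM 1 and 2 and 0.0743 without unstimulated YS 1 (3.54e-12 to 0.525 over its alternatives).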

In line with this, we identified the upregulation of Sal-like proteins (SALL) 1 and 3, which have been linked to microglia development [29]. Microtubule-associated tumor suppressor candidate 2 (*Mtus2*) is among the most upregulated genes in YS Hoxb8 macrophages (Figure 3c) and has recently been identified as a binary protein interaction partner of M-CSF [30]. 

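*Mtus2* RNA was read in YS macrophages and in none of the unstimulated BM libraries. The gene (ENSMUSG00000029651) lies on chromosome 5 from 147957320 to 148316065 and had 372 to 513 counts in the 3 unstimulated YS libraries (19.2 ± 4.35 CPM) and 0 in the 3 BM libraries, at least 509-fold higher in YS (adjusted p = 9.21e-07 from edgeR). With IL4 it had 1538 counts over the YS and 0 over the BM libraries, at least 517-fold higher (adjusted p = 1.30e-06). With LPS it had 553 and 3 counts, a ratio of 174 (59.4 to 848, adjusted p = 4.38e-06). In progenitors it had 1394 counts in YS and 1 in BM, a ratio of 1598 (286 to 63157, adjusted p = 9.13e-07). Single libraries moved the log2 fold change of *Mtus2* from 7.34 to 6.75 and 8.30 without LPS BM 1 and 3 and from 10.07 to 11.67 without BM progenitor 3.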

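LPS raised cytokine and chemokine genes from nearly no counts in macrophages of both origins. *Il6*, which encodes interleukin 6, had 2 counts in unstimulated and 47239 in LPS-treated YS macrophages, a ratio of 39398 (10906 to 325328), and in BM macrophages it rose with a log2 fold change of 13.18 (standard error 0.85, adjusted p = 8.62e-09). *Il12b*, a subunit of interleukins 12 and 23, had 0 counts in both unstimulated groups and was at least 1935-fold higher with LPS in YS and at least 4888-fold higher in BM macrophages (adjusted p = 4.11e-05 and 1.60e-05). *Cxcl9* and *Ccl22*, chemokines, and *Edn1*, endothelin 1, were at least 888, 796 and 667-fold higher in YS, and *Sele*, E-selectin, and *Il5ra*, an interleukin 5 receptor subunit, at least 2814 and 1349-fold higher in BM. *Gpr183*, an oxysterol receptor, fell in YS with a log2 fold change of −6.0 (standard error 0.31, adjusted p = 2.42e-09). *Rab3il1* fell in YS (log2 fold change −5.74) and BM (−6.17), as did *Tmem86a* (−5.66 and −5.61) and *Fam78a* (−4.85 and −5.44), each with an adjusted p of at most 6.78e-06. LPS raised 37 of 38 tested inflammatory mediators in YS (37 when adjusted over the list alone) and 38 of 38 in BM (38 when adjusted over the list alone), and 56 of 56 tested interferon-stimulated genes in both. The fit of untreated libraries, which also holds progenitors, tested 30 of the mediators. Some mediators thus passed the count filter only through stimulated libraries, and their rise was nearly fixed by it.
IL4 raised enzymes and receptors of alternative activation. *Arg1* had 1 count in unstimulated and 2321 in IL4-treated YS macrophages, a ratio of 1933 (347 to 76397, adjusted p = 0.00540), and rose in BM macrophages with a log2 fold change of 5.80 (standard error 1.36, adjusted p = 0.0139). *Hbegf*, a growth factor, had 1 and 1862 counts in YS, a ratio of 1551 (278 to 61295), and 3 and 2882 in BM, a ratio of 957 (327 to 4645). *Pdcd1lg2*, a ligand of PD-1, rose in YS with a log2 fold change of 9.38 (standard error 0.91, adjusted p = 9.52e-06), and *Pgf*, placental growth factor, in BM with a log2 fold change of 8.42 (standard error 0.48, adjusted p = 4.27e-08). *Cx3cr1*, the fractalkine receptor, fell with IL4 in YS (log2 fold change −3.97, adjusted p = 5.37e-06) and BM (−4.02, adjusted p = 3.14e-06), and so did *Jag1*, a Notch ligand (−3.75, adjusted p = 0.00215, and −4.96, adjusted p = 0.000359). *Rab7b* fell in YS (log2 fold change −3.42, adjusted p = 1.73e-05) and *Arhgap19* in BM (log2 fold change −3.55, adjusted p = 8.22e-06). In the list of alternative activation, 19 of 29 tested genes rose in YS (22 when adjusted over the list alone) and 23 of 29 in BM (26 when adjusted over the list alone). The same limit holds here, as the fit of untreated libraries tested 19 genes of this list. Dropping 1 library shifted the log2 fold change of *Il6* from 13.18 to 12.57 and 17.31 without unstimulated BM 1 and 3, *Tmem86a* from −5.66 to −6.27 without LPS YS 1 and *Arg1* from 10.48 to 12.30 without unstimulated YS 2. A move was also seen for *Hbegf* from 10.15 to 11.97 without unstimulated YS 2, *Pdcd1lg2* from 9.38 to 10.24 without unstimulated YS 1 and *Jag1* from −3.75 to −4.36 without IL4 YS 3 and −2.74 without unstimulated YS 1.
LPS changed 4636 genes in YS (2384 higher and 2252 lower) and 6330 in BM macrophages (3048 higher and 3282 lower) by edgeR, and IL4 changed 1066 in YS (650 higher and 416 lower) and 1153 in BM (640 higher and 513 lower). The IL4 counts were 672 without IL4 YS 2 and 645 without unstimulated YS 2 in YS, 688 without IL4 BM 2 and 755 without unstimulated BM 1 in BM, and 2755 and 2752 with the date as a block. With library sizes alone in place of TMM, 20.2% of the LPS calls in YS were higher against 51.4%, and the median log2 fold change of all genes moved to −0.82.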

We further investigated RNA expression levels after stimulation with either IL4 or LPS under standardized in vitro conditions. 

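*Ctsz*, a lysosomal cathepsin, and *Irak3*, a kinase family member that dampens Toll-like receptor signals, were lower in YS macrophages in every state. *Ctsz* (ENSMUSG00000016256, chromosome 2 from 174427493 to 174439039) was at 10.9 ± 3.38 CPM in unstimulated YS and 664 ± 70.3 CPM in BM macrophages (n = 3 each), a log2 fold change of −5.93 (standard error 0.37, adjusted p = 8.83e-08) from edgeR. With IL4 it was at 21.9 ± 10.9 and 1029.6 ± 35.0 CPM, with a log2 fold change of −5.56 (adjusted p = 2.64e-07). With LPS it was at 33.2 ± 5.43 and 1805 ± 133 CPM, with one of −5.77 (adjusted p = 1.76e-07). *Irak3* (ENSMUSG00000020227, chromosome 10 from 120141648 to 120202130) was at 0.104 ± 0.120 CPM in YS and 50.0 ± 3.95 CPM in BM, a log2 fold change of −8.69 (standard error 0.71, adjusted p = 1.42e-06). With IL4 its log2 fold change was −6.51 (adjusted p = 8.36e-06), and with LPS −9.40 (adjusted p = 4.21e-07). LPS raised *Irak3* in YS (log2 fold change 3.18, adjusted p = 0.00223) and in BM macrophages (3.89, adjusted p = 1.18e-05), with a YS minus BM difference of −0.71 (adjusted p = 0.997). *Ctsz*, *Cd63* and *Hexa* were the lower genes of the lysosome list, where 3 of the 43 tested genes were lower and the other 40 did not pass the test (3 lower when adjusted over the list alone) in unstimulated cells (camera, adjusted p = 0.742), at a median log2 fold change of 0.21 and a mean of −0.47, which differ in sign. With IL4, 3 were lower in YS (3 lower when adjusted over the list alone), and with LPS, 2 were higher and 4 lower (2 higher and 4 lower when adjusted over the list alone). A single library moved the log2 fold change of *Irak3* from −8.69 to −9.91 without unstimulated YS 2, from −6.51 to −8.54 without IL4 YS 1 and from 3.18 to 4.44 without unstimulated YS 2. The lysosome list was lower as a set in unstimulated cells, adjusted p = 0.0114 with the date as a block (0.00826 to 0.986 over its alternatives). The block also brought a set call by camera with IL4 (adjusted p = 0.00206, against 0.584 without it) and with LPS (0.00142, against 0.327).

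**Figure D4:**
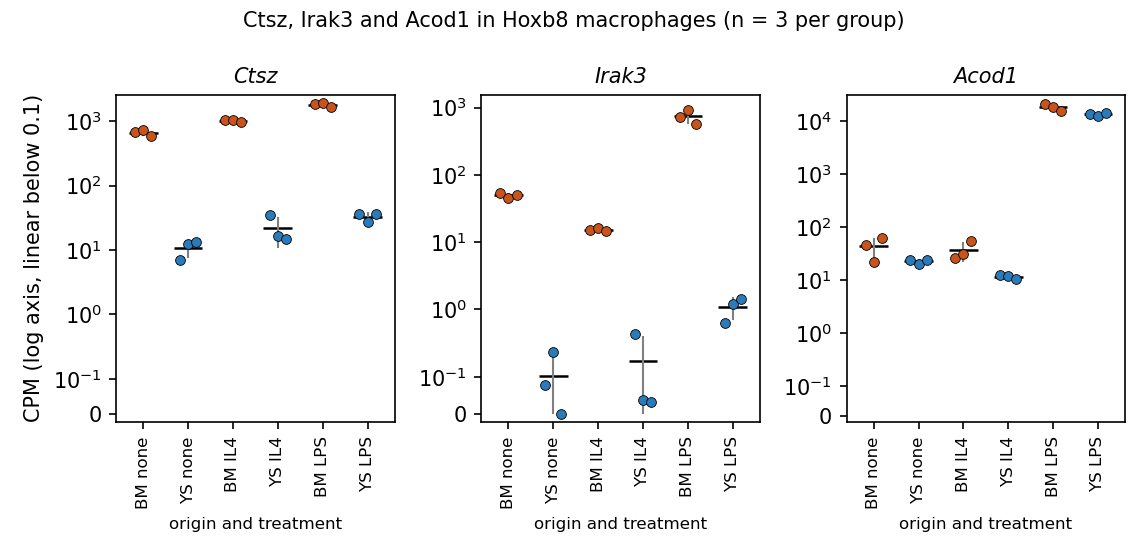
CPM of *Ctsz*, *Irak3* and *Acod1* per library on a log axis that is linear below 0.1 (orange BM, blue YS; black line mean, grey bar ± SD, n = 3). *Ctsz* and *Irak3* lie lower in YS macrophages in each state, and *Acod1* lies above 10000 CPM after LPS in both origins.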

Cell-type specific differences between YS and BM macrophages in top regulated genes were in part independent of cytokine stimulation, such as expression of *Ctsz* and *Irak3* (Figure 3d,e; Supplementary Figures S3 and S4). This supports the role of cell-intrinsic macrophage programs.

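*Smo* and *Bcat1* RNA was higher in YS macrophages and *Prdm16* RNA lower whatever the treatment. *Prdm16*, a transcriptional regulator, had 0 counts in unstimulated YS and 517 in BM macrophages, at least 143-fold lower in YS (adjusted p = 3.82e-05 from edgeR), and at least 24.7-fold lower with LPS (adjusted p = 0.000413). *Bcat1*, a transaminase of branched-chain amino acids, had 201 counts in YS and 0 in BM, at least 80.8-fold higher in YS (adjusted p = 2.06e-05). *Smo*, the Hedgehog signal transducer, was at least 15.3, 42.0 and 6.31-fold higher in YS when unstimulated, with IL4 and with LPS, against 0 counts in every BM macrophage library. *Cd83*, a surface protein of activated cells, was lower in YS with LPS, at 0.203 ± 0.183 against 85.7 ± 73.9 CPM, a log2 fold change of −8.71 (standard error 2.01, adjusted p = 0.00837). In LPS BM 3, of day 14 of month 1, it was at 0.483 CPM, near the YS level. *Cd83* was not called in unstimulated cells (log2 fold change −8.13, adjusted p = 0.167) or with IL4 (log2 fold change −7.24, adjusted p = 0.111). With IL4, *Prox1*, a transcription factor gene, was at least 401-fold higher in YS (adjusted p = 0.00452), and *Cdh1*, E-cadherin, was lower, with a log2 fold change of −7.68 (standard error 1.33, adjusted p = 0.00317). With LPS, *Epha4*, an ephrin receptor, was at least 225-fold higher in YS (adjusted p = 0.000299).
Of the 779 genes called between unstimulated YS and BM macrophages, 443 were called with the same sign under IL4 and LPS too (56.9%), 154 higher and 289 lower in YS, where independent lists would share 0.697 and 1.69. The 3 comparisons share no library, but libraries of 1 origin and date deviated together across treatments (mean r = 0.515), which these expected numbers leave out. The fold had the same sign in 774 of them under IL4 and in 753 under LPS, and 11 genes were called with opposite signs in 2 states. A test of the difference between responses called 47 genes for LPS, 23 with a higher response in YS and 24 with a lower one, of which 12 were among the unstimulated calls. For IL4, edgeR called 0, with 157 genes at an unadjusted p under 0.05, 7 called by DESeq2 and 1 by limma voom. The LPS count was 17 without LPS BM 2, 20 and 26 without unstimulated BM 2 and 3, 24, 121 and 22 without LPS YS 1, 2 and 3 and 20 and 30 without unstimulated YS 2 and 3, and 581 with the date as a block. Omitting 1 library shifted the log2 fold change of *Cdh1* from −7.68 to −8.34 without IL4 YS 1, *Cd83* from −8.71 to −9.47 and −8.09 without LPS YS 1 and 2 and *Prox1* from 11.25 to 10.34 without IL4 YS 3. Likewise it moved for *Smo* from 6.58 to 5.85 without unstimulated YS 2. With a date block in the fit, *Cd83* had log2 fold changes of −9.06 in unstimulated cells (adjusted p = 7.92e-06, 7.92e-06 to 0.592 over its alternatives) and −8.26 with IL4 (adjusted p = 1.73e-06, 1.73e-06 to 0.580 over its alternatives). Without the BM libraries of day 14 of month 1, a setting chosen after seeing the data, a call appeared for *Cd83* in unstimulated cells (adjusted p = 0.000219, 7.92e-06 to 0.592 over its alternatives) and *Cd83* with IL4 (adjusted p = 7.22e-05, 1.73e-06 to 0.580 over its alternatives). The paper takes such expression differences across treatments as support for cell-intrinsic programs in macrophages of YS and BM origin.

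**Figure D5:**
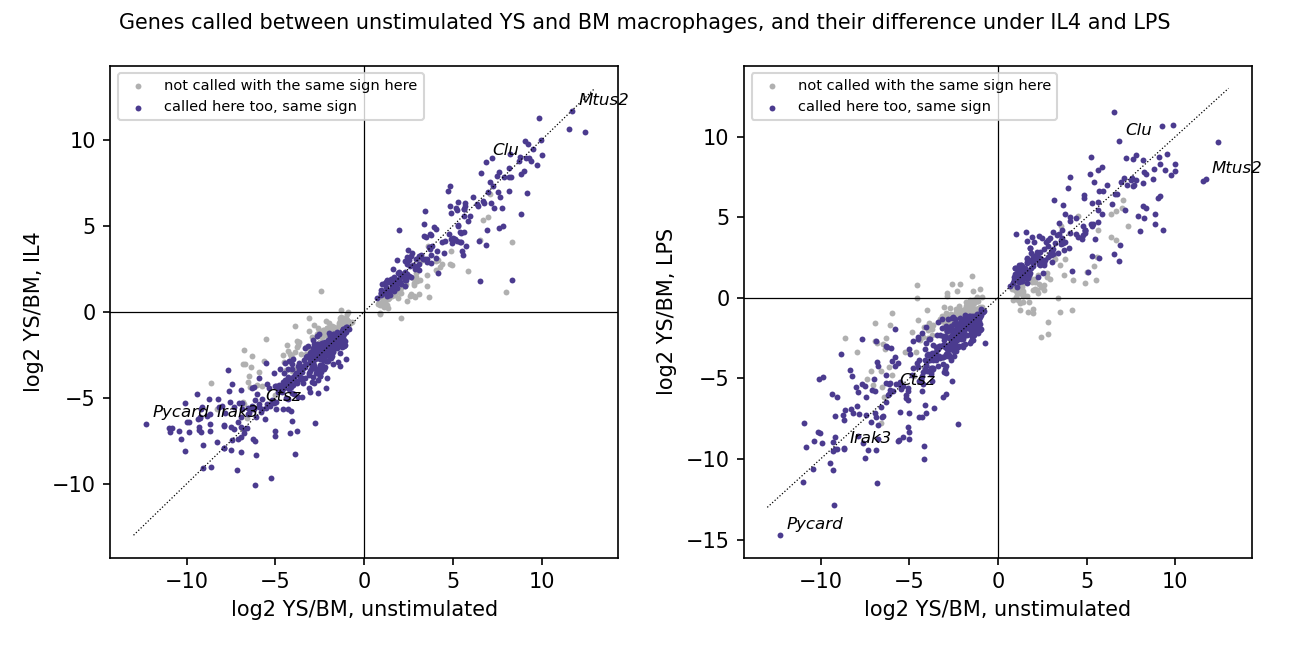
Log2 fold change, YS over BM, with IL4 and with LPS against that in unstimulated macrophages, each point 1 of the 779 genes called in unstimulated cells. Colours part genes called with the same sign in that state from the others, and most points lie near the diagonal.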

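Some interferon-stimulated genes, *Ifi44* among them, were lower in YS macrophages. *Ifi44* was at 0.0780 ± 0.0676 CPM in unstimulated YS and 16.8 ± 9.61 CPM in BM macrophages (n = 3 each), a log2 fold change of −7.50 (standard error 0.85, adjusted p = 3.55e-05) from edgeR. *Ifi47* and *Gbp2*, GTPases induced by interferon in families of similar genes, had log2 fold changes of −2.57 (adjusted p = 0.00103) and −2.40 (adjusted p = 0.00171). In the list, 30 of the 56 tested genes were lower and the other 26 did not pass the test (47 lower when adjusted over the list alone) in unstimulated cells (lower as a set by camera, adjusted p = 4.16e-22, and adjusted p = 0.248 with an estimated correlation, 7.44e-32 to 0.248 over its alternatives). With IL4, 22 were lower (44 when adjusted over the list alone; lower as a set by camera, adjusted p = 3.67e-24, and adjusted p = 0.105 with an estimated correlation, 4.97e-34 to 0.105 over its alternatives), and with LPS, 9 (7 when adjusted over the list alone; lower as a set by camera, adjusted p = 2.19e-08, and adjusted p = 0.417 with an estimated correlation, 3.45e-12 to 0.417 over its alternatives). The median of this list in unstimulated BM 3, the library of day 14 of month 1, lay 1.62 log2 units above the other unstimulated BM libraries. Without the BM libraries of this date, a setting chosen after seeing the data, 11 genes were lower unstimulated, 25 with IL4 and 15 with LPS. After LPS *Irf1*, a transcription factor of this response, had a log2 fold change of −1.38 (adjusted p = 0.00170).
*Ccl5*, a chemokine, and *Cd40*, a costimulatory receptor, were lower in unstimulated YS macrophages, with log2 fold changes of −3.02 (adjusted p = 0.000493) and −2.21 (adjusted p = 0.00794). With LPS the difference was largest among the named mediators for *Il10*, an anti-inflammatory cytokine, at 5.27 ± 1.69 CPM in YS and 92.2 ± 56.9 CPM in BM, a log2 fold change of −4.12 (standard error 0.64, adjusted p = 0.000405). *Cxcl3* and *Ccl7* had log2 fold changes of −2.36 (adjusted p = 0.00147) and −1.77 (adjusted p = 0.00244). In the list of inflammatory mediators, 4 of the 38 tested genes were lower and the other 34 did not pass the test (4 lower when adjusted over the list alone) in unstimulated cells (camera, adjusted p = 0.0953). With IL4, 6 were lower in YS (1 higher and 7 lower when adjusted over the list alone), and with LPS, 7 were lower (1 higher and 7 lower when adjusted over the list alone). In the LPS BM library of day 14 of month 1 its median deviated by −0.56 log2 units. With LPS it was lower as a set by camera (adjusted p = 0.00600, and adjusted p = 0.330 with an estimated correlation, 0.000255 to 0.330 over its alternatives). On omission of 1 library, the log2 fold change shifted for *Il10* from −4.12 to −3.51 without LPS BM 3. The set test of the mediators changed in unstimulated cells, adjusted p = 0.0408 without unstimulated BM 2 and 0.0199 without unstimulated YS 3 (0.0199 to 0.525 over its alternatives) and LPS-treated cells, adjusted p = 0.103 without LPS YS 2 (0.000255 to 0.330 over its alternatives).
*Clec10a*, a lectin of alternatively activated macrophages, was lower in unstimulated YS macrophages (log2 fold change −4.12, standard error 0.61, adjusted p = 0.000378) and with IL4 (log2 fold change −5.78, adjusted p = 7.85e-06), and so were *Mrc1*, the mannose receptor (log2 fold change −3.79, adjusted p = 0.00214, unstimulated), and *Irf4*, a transcription factor of the IL4 response (log2 fold change −2.95, adjusted p = 0.00109, with IL4). In the list of alternative activation, 1 of the 29 tested genes was higher, 7 were lower and 21 did not pass the test (1 higher and 13 lower when adjusted over the list alone) in unstimulated cells (lower as a set by camera, adjusted p = 0.000258, and adjusted p = 0.140 with an estimated correlation, 1.58e-08 to 0.140 over its alternatives). With IL4, 10 were lower in YS (1 higher and 14 lower when adjusted over the list alone), and with LPS, 1 was higher and 11 lower (2 higher and 13 lower when adjusted over the list alone). The list was lower as a set with IL4 (adjusted p = 5.58e-09) and LPS (5.04e-05), and with an estimated correlation adjusted p = 0.0137 and 0.0463. *Tlr5*, the flagellin receptor, had 0 counts in unstimulated YS and 447 in BM macrophages, at least 124-fold lower in YS (adjusted p = 0.000116). *Tlr6*, which is similar to *Tlr1*, had a log2 fold change of −3.63 (standard error 0.30, adjusted p = 1.83e-06), and *Lbp*, the LPS-binding protein, one of −1.40 (adjusted p = 0.00573). In the list of LPS and Toll-like receptor signalling, 4 of the 25 tested genes were lower and the other 21 did not pass the test (6 lower when adjusted over the list alone) in unstimulated cells (lower as a set by camera, adjusted p = 6.35e-06, and adjusted p = 0.0849 with an estimated correlation, 8.92e-07 to 0.0849 over its alternatives). With IL4, 5 were lower in YS (6 lower when adjusted over the list alone), and with LPS, 9 were lower (10 lower when adjusted over the list alone). It was lower as a set with IL4 (adjusted p = 6.18e-06) and LPS (4.38e-09), and with an estimated correlation adjusted p = 0.0311 and 0.00629. Without 1 library, the log2 fold change moved for *Clec10a* from −4.12 to −4.72 without unstimulated YS 3, *Mrc1* from −3.79 to −3.11 without unstimulated BM 2 and *Tlr5* from −9.87 to −9.27 without unstimulated BM 1.

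**Figure D6:**
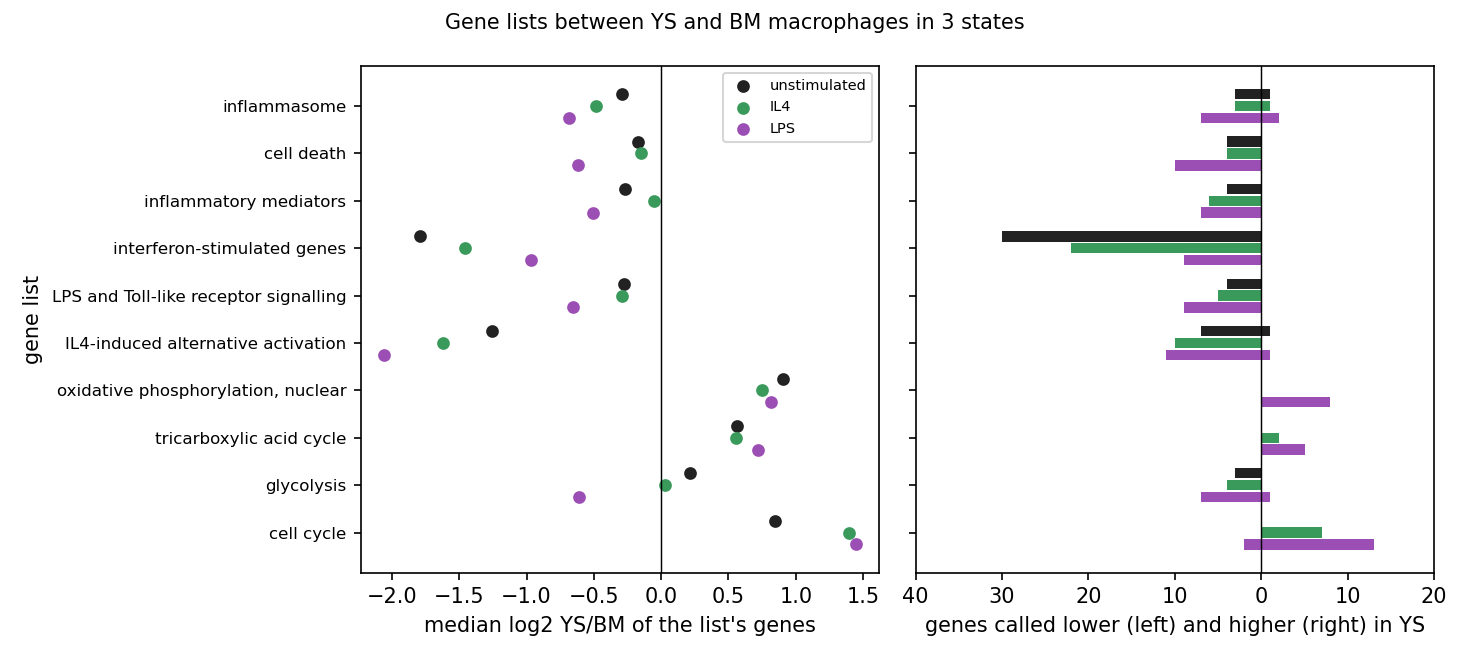
Left, the median log2 fold change, YS over BM, of 10 gene lists in unstimulated (black), IL4-treated (green) and LPS-treated (purple) macrophages, n = 3 libraries per group. Right, bars count the genes of each list that edgeR called lower (left of 0) and higher (right of 0) in YS, with long bars for the interferon-stimulated genes.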

Differences in the inflammatory profiles between BM and YS Hoxb8 macrophages were corroborated by Gene Set (GSEA) and Gene Ontology (GO) term enrichment analysis (Supplementary Figure S5). They further suggested differences in cellular respiration, which might be linked to distinct metabolic properties.

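*Idh3a* and *Dlat*, genes of mitochondrial metabolism, were higher in YS macrophages with LPS, and some glycolytic genes were lower. *Idh3a*, a subunit of isocitrate dehydrogenase of the tricarboxylic acid cycle, was at 41.1 ± 9.68 CPM in YS and 12.3 ± 2.91 CPM in BM macrophages with LPS (n = 3 each), a log2 fold change of 1.73 (standard error 0.24, adjusted p = 0.000161) from edgeR. *Dlat*, of the pyruvate dehydrogenase complex, had a log2 fold change of 1.19 (standard error 0.19, adjusted p = 0.000587). *Aldoc*, aldolase C, was lower in unstimulated YS macrophages, at 0.991 ± 0.786 against 15.4 ± 1.26 CPM, a log2 fold change of −4.0 (standard error 0.53, adjusted p = 0.000130). *Pdk1*, which restrains pyruvate dehydrogenase, had a log2 fold change of −1.04 (standard error 0.21, adjusted p = 0.00464). With LPS *Hk1*, hexokinase 1, and *Slc2a1*, the glucose transporter GLUT1, had log2 fold changes of −1.11 (adjusted p = 0.00384) and −1.04 (adjusted p = 0.00684), and *Pfkm*, a phosphofructokinase, one of 1.19 (adjusted p = 0.0145). The call was lost on leaving out 1 library for *Pfkm* (adjusted p = 0.0695 without LPS BM 3 and 0.0554 without LPS YS 1, 0.000671 to 0.0695 over its alternatives). Single libraries moved the log2 fold change of *Aldoc* from −4.0 to −4.81 without unstimulated YS 3. In a setting chosen after seeing the data, without the BM libraries of day 14 of month 1, the call ended for *Pfkm* with LPS (adjusted p = 0.0517, 0.000671 to 0.0695 over its alternatives).
For nuclear genes of oxidative phosphorylation in unstimulated cells, edgeR called none of the 77 tested genes, with 51 higher at an unadjusted p under 0.05, 5 higher with DESeq2 and none with limma voom (none when adjusted over the list alone), at a median log2 fold change of 0.90 (higher as a set by camera, adjusted p = 1.42e-11, and adjusted p = 0.525 with an estimated correlation, 3.13e-21 to 0.525 over its alternatives). With IL4, edgeR called none of the 77 tested genes, with 25 higher at an unadjusted p under 0.05, 1 higher with DESeq2 and none with limma voom (none when adjusted over the list alone), at a median of 0.75 (higher as a set by camera, adjusted p = 1.66e-09, and adjusted p = 0.507 with an estimated correlation, 3.08e-15 to 0.507 over its alternatives). With LPS, 8 of the 77 tested genes were higher and the other 69 did not pass the test (none when adjusted over the list alone), *Ndufa10* and *Ndufb6* of complex I among the higher (higher as a set by camera, adjusted p = 1.72e-07, and adjusted p = 0.613 with an estimated correlation, 1.12e-12 to 0.613 over its alternatives). The median of the nuclear list deviated by −0.62, −0.30 and −0.53 log2 units (unstimulated, IL4, LPS) in the BM libraries of day 14 of month 1. Without these libraries, a setting chosen after seeing the data, edgeR called none of the nuclear genes with LPS, and neither did DESeq2 or limma voom. At an unadjusted p under 0.05, 9 were then higher with LPS. For the genes encoded in the mitochondrial genome, edgeR called none of the 7 tested genes, with 1 higher at an unadjusted p under 0.05, none with DESeq2 and none with limma voom (none when adjusted over the list alone), at a median of 0.66 (camera, adjusted p = 0.182). For the tricarboxylic acid cycle in unstimulated cells, edgeR called none of the 22 tested genes, with 8 higher at an unadjusted p under 0.05, 4 higher with DESeq2 and 1 higher with limma voom (7 higher when adjusted over the list alone), at a median of 0.56 (higher as a set by camera, adjusted p = 0.000172, and adjusted p = 0.503 with an estimated correlation, 2.01e-07 to 0.503 over its alternatives). With IL4, 2 were higher in YS (3 higher when adjusted over the list alone), and with LPS, 5 were higher (9 higher when adjusted over the list alone). The cycle was higher as a set by camera with IL4 (adjusted p = 0.000184, and adjusted p = 0.426 with an estimated correlation, 6.34e-08 to 0.426 over its alternatives). With LPS it was higher as a set by camera (adjusted p = 4.05e-05, and adjusted p = 0.395 with an estimated correlation, 1.77e-09 to 0.395 over its alternatives). In the glycolysis list, 3 of the 25 tested genes were lower and the other 22 did not pass the test (5 higher and 4 lower when adjusted over the list alone, camera, adjusted p = 0.916), at a median of 0.21 and a mean of −0.03, which differ in sign. With IL4, 4 were lower in YS (1 higher and 4 lower when adjusted over the list alone), and with LPS, 1 was higher and 7 lower (1 higher and 9 lower when adjusted over the list alone). With LPS the glycolysis list was lower as a set by camera (adjusted p = 0.00332, and adjusted p = 0.446 with an estimated correlation, 3.92e-05 to 0.446 over its alternatives). The set test changed for the mitochondrially encoded list, adjusted p = 0.00419 with the date as a block (0.00419 to 0.718 over its alternatives).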

### 3.6. BM-Derived Hoxb8 Macrophages Display Higher Glycolytic Activity

Since the gene enrichment analysis indicated differences in oxidative phosphorylation (Supplementary Figure S5), we interrogated this aspect at the functional level by measuring extracellular flux. While basal respiration of BM and YS macrophages showed no differences, in-depth partitioning of oxygen consumption rates (OCRs) and extracellular acidification rates (ECARs) revealed differences in bioenergetic properties. BM macrophages showed lower rates of protein leak respiration despite higher rates of uncoupler-induced maximum substrate oxidation capacity, resulting in higher mitochondrial efficiency in the resting state (coupling efficiency, CE) and in maximally activated mitochondria (Figure 3f–i). Higher ECARs reported higher glycolytic activity in BM macrophages in steady state as well as under LPS and IL4 treatment (Figure 3j,k). Plotting OCR against ECAR revealed higher overall metabolic activity in BM versus YS-derived Hoxb8 macrophages and showed that BM-derived macrophages more pronouncedly switched from oxidative phosphorylation to glycolysis (‘Warburg-like effect’) under LPS stimulation (Figure 3l). IL4 stimulation did not alter macrophage metabolism under the conditions analyzed (Figure 3k,l; Supplementary Figure S6). In summary, BM-derived Hoxb8 macrophages presented higher glycolytic activity supporting an inflammatory phenotype.

### 3.7. Proteome Reveals Origin-Specific Differences among Macrophages

We next conducted an in-depth proteome analysis by quantitative mass spectrometry to further compare both YS and BM macrophages under identical environmental conditions. Besides a large proportion of overlapping proteins, as expected, we identified proteins with differential abundance between both cell populations (Figure 4a). BM Hoxb8 macrophages expressed high levels of the inflammasome activator apoptosis-associated speck-like protein containing a CARD (PYCARD, also referred to as ASC) and proteins of the tumor necrosis factor (TNF) signaling pathway such as receptor-interacting serine/threonine-protein kinase 3 (RIPK3). Further in line with the transcriptome analysis, we determined high abundance of the apoptosis-associated enzyme TGM2 [31]. Intercellular adhesion molecule 1 (ICAM1), an important adhesion molecule involved in leukocyte migration, showed increased abundance in BM macrophages. Finally, lipoprotein lipase (LPL), Myc box-dependent-interacting protein 1 (BIN1), oxysterol-binding protein 1 (OSBP), the leucine-rich repeat-containing protein 59 (LRRC59) and protein Niban (FAM129A) displayed high abundance in BM Hoxb8 macrophages (Figure 4a). Thus, this analysis recapitulated the differential RNA expression of YS and BM macrophages on the proteome level and supports differences in macrophage inflammatory properties and their response to inducers of cell death. 

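*Pycard*, *Ripk3*, *Tgm2* and *Fam129a* RNA was lower in unstimulated YS than in BM macrophages, in the direction of their proteins. These 4 were called with edgeR (adjusted p = 5.84e-05, 0.00303, 9.14e-05 and 9.12e-07) among the 9 genes of proteins that the paper names as higher in BM macrophages. By fold, 7 of the 9 lay on the BM side. CASP1 is not among the 9. The paper found its protein low in YS macrophages by immunoblot with MSU crystals, while *Casp1* RNA was called higher in YS in every state. *Icam1* was at 46.0 ± 12.8 CPM in unstimulated YS and 33.5 ± 14.0 CPM in BM macrophages (n = 3 each), a log2 fold change of 0.46 (standard error 0.38, adjusted p = 0.559) from edgeR, and had 0.51 (adjusted p = 0.571) with IL4 and −0.50 (adjusted p = 0.382) with LPS. *Lpl* was at 199 ± 68.7 and 1204 ± 945 CPM, a log2 fold change of −2.60 (standard error 0.95, adjusted p = 0.137), and its BM counts ran from 3244 to 53278. *Bin1*, *Osbp* and *Lrrc59* had log2 fold changes of −0.17 (adjusted p = 0.860), −0.38 (adjusted p = 0.483) and 0.61 (adjusted p = 0.209) in unstimulated cells. *Galns* was at 204 ± 62.8 and 107 ± 25.8 CPM, with a log2 fold change of 0.94 (adjusted p = 0.157), and *Adpgk* had one of 0.10 (adjusted p = 0.923). *F5*, coagulation factor 5, had 1 count in YS and 7 in BM, too few to test. *Chil3*, a chitinase-like protein, was not called in unstimulated cells (log2 fold change −0.29, adjusted p = 0.748) and was lower in YS with IL4 (log2 fold change −1.63, standard error 0.43, adjusted p = 0.0309) and LPS (log2 fold change −2.06, standard error 0.44, adjusted p = 0.00437). Its response to LPS was called in BM (log2 fold change 2.20, adjusted p = 0.000627) and not in YS (log2 fold change 0.43, adjusted p = 0.486), and the difference between the responses was −1.77 (adjusted p = 0.278). Omitting 1 library ended the call of *Chil3* (with IL4, adjusted p = 0.140 and 0.0627 without IL4 BM 2 and 3 and 0.130 and 0.141 without IL4 YS 1 and 2, 9.56e-05 to 0.154 over its alternatives). A call was made on leaving out 1 library for *Lpl* (adjusted p = 0.0488 without unstimulated BM 3, 6.76e-07 to 0.414 over its alternatives). Dropping 1 library shifted the log2 fold change of *Chil3* from −1.63 to −2.22 without IL4 YS 3. With the date of the labels as a block, *Icam1* had a log2 fold change of −0.97 with LPS (adjusted p = 0.00178, 0.00178 to 0.946 over its alternatives) and *Lpl* had a log2 fold change of −2.85 in unstimulated cells (adjusted p = 6.76e-07, 6.76e-07 to 0.414 over its alternatives). The block also gave changed calls elsewhere, where *Bin1* had a log2 fold change of −0.82 in unstimulated cells (adjusted p = 0.00822, 0.00822 to 0.985 over its alternatives) and *Chil3* had a log2 fold change of −1.85 in the YS minus BM difference of the LPS response (adjusted p = 0.00266, 0.00266 to 0.537 over its alternatives). With the BM libraries of day 14 of month 1 left out, a setting chosen after seeing the data, the call ended for *Chil3* with IL4 (adjusted p = 0.0724, 9.56e-05 to 0.154 over its alternatives). In this setting a call appeared for *Lpl* in unstimulated cells (adjusted p = 9.40e-05, 6.76e-07 to 0.414 over its alternatives). The proteins themselves were not analysed here.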

YS Hoxb8 macrophages showed increased abundance of coagulation factor 5, the lysosomal protein galactosamine (N-Acetyl)-6-sulfatase (GALNS) and ADP-dependent glucokinase (ADPGK), a protein of the glycolysis pathway (Figure 4a). Chitinase-like protein 3 precursor (CHIL3), a protein which has been associated with alternatively activated macrophages, was slightly elevated in BM-derived Hoxb8 macrophages, whereas after lipopolysaccharide (LPS) stimulation CHIL3 was identified among the top ten upregulated proteins in YS-derived macrophages (Figure 4a,b). In addition, Acod1 was upregulated in YS macrophages at both gene and protein levels in response to LPS (Supplementary Figure S4). 

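*Acod1* RNA rose with LPS in macrophages of both origins. The gene (ENSMUSG00000022126, chromosome 14 from 103046977 to 103056573) went from 23.0 ± 2.20 to 13394 ± 997 CPM in YS macrophages (n = 3 each), a log2 fold change of 9.18 (standard error 0.47, adjusted p = 2.42e-09) from edgeR. It went from 43.2 ± 20.0 to 18204 ± 2889 CPM in BM macrophages, a log2 fold change of 8.72 (standard error 0.46, adjusted p = 1.54e-09). The YS minus BM difference of these responses was 0.47 (adjusted p = 0.934) and was not called. Between the origins, the log2 fold change was −0.91 (adjusted p = 0.137) without stimulation and −0.44 (adjusted p = 0.370) with LPS, and *Acod1* was lower in YS with IL4, with a log2 fold change of −1.70 (standard error 0.34, adjusted p = 0.00452). Omission of 1 library brought a call for *Acod1* (in unstimulated cells, adjusted p = 0.0245 without unstimulated BM 2, 0.0245 to 0.549 over its alternatives).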

Encoding for aconitate decarboxylase 1, it is considered a regulator of immunometabolism in inflammatory conditions [32].

LPS-stimulated BM-derived Hoxb8 macrophages showed an increased abundance of sequestosome-1 (SQSTM1), which has been associated with autophagy. In addition, TGM2 and CD14 expression significantly increased after LPS in BM-derived macrophages. CD14, in association with toll-like receptor 4 (TLR4), is involved in the inflammatory response to LPS stimulation, which is a process commonly associated with M1-like macrophages [33] (Figure 4b,g) profiler enrichment analysis indicated some functional differences in response to LPS stimulation, such as regulation of the spliceosome and of metabolic processes in BM Hoxb8 macrophages (Supplementary Figure S7). In summary, the above findings, such as the increased abundance of RIPK3 and PYCARD as well as of monocyte differentiation antigen CD14 after stimulation, strengthened the differential regulation of inflammatory properties in BM Hoxb8 macrophages. To obtain further insights into the associated pathways, we carried out multiplex cytokine assays and specifically addressed inflammasome activation.

### 3.8. Inflammasome Activation Is Abrogated in YS-Derived Hoxb8 Macrophages

First, we studied the response of Hoxb8 macrophages to LPS and IL4 in a multiplex cytokine analysis. Interestingly, cytokine release was similar between YS and BM macrophages (Figure 4c). The increased abundance of PYCARD, an important adaptor protein associated with inflammasome function, at both the RNA and protein level, drove us to further investigate this pathway in YS and BM macrophages. Cytosolic pattern recognition receptors activate the inflammasome through the canonical pathway leading to caspase-1 activation with subsequent release of IL1β, IL18 and Gasdermin D. To investigate canonical activation of the NLRP3 inflammasome pathway, we primed Hoxb8 macrophages with LPS and stimulated them with crystals [34]. Both cholesterol (CH) and monosodium urate (MSU) crystals induced the release of IL1β from LPS-primed BM macrophages (Figure 4d–g). As expected, IL1β secretion was absent in caspase 1/11-deficient BM macrophages, indicating a dependence on caspase activation in this pathway (Figure 4e). Notably, IL1β secretion from LPS-primed crystal-stimulated YS Hoxb8 macrophages was low, indicating a low level of inflammasome activation (Figure 4d–g). We confirmed our findings by protein expression analyses and determined a pronounced inflammasome response upon MSU crystal stimulation in BM Hoxb8 macrophages. In contrast, relative abundance of PYCARD and CASP1 protein was low in YS macrophages (Figure 4f,g; Supplementary Figure S8). Up to this point, we carried out deep phenotyping and functional assessment in YS and BM macrophages derived from Hoxb8-SCF progenitors. We next determined whether macrophages differentiated from Hoxb8-FL progenitors provided similar inflammasome responses. We generated three independent clones each from mouse BM and E9.5 YS, and differentiated them into mature macrophages in the presence of M-CSF, as performed for Hoxb8-SCF cells. LPS-primed BM macrophages provided a strong release of IL1β following MSU stimulation whereas the inflammasome response of YS Hoxb8-FL macrophages was again minimal (Supplementary Figure S9). These findings support the notion that the differences in intrinsic cellular programs between YS and BM macrophages are robust and remain detectable across different versions of the Hoxb8 protocol to conditionally immortalize hematopoietic progenitors.

Crystals are classical activators of the canonical inflammasome pathway. To address non-canonical inflammasome activation, we harnessed outer membrane vesicles (OMVs). OMVs are typically produced by Gram-negative bacteria and mediate cytosolic LPS localization leading to robust caspase-11 activation [35]. Stimulation with *E. coli* derived OMVs elicited a pronounced IL1β response in BM macrophages which was abrogated in YS-derived counterparts (Figure 4h). Together, BM-derived but not YS-derived Hoxb8 macrophages exhibited robust NLRP3 inflammasome activation via canonical and non-canonical pathways, highlighting a fundamental difference between the respective macrophage populations.

## 4. Discussion

In this study, we aimed to differentiate the cell-intrinsic programs and functions of YS and BM macrophages under defined conditions in vitro independently of the organ environment. Scientists have been hampered in addressing this question due to adaptation and re-programming of macrophages within tissues. To overcome these limitations, we established YS and BM Hoxb8 progenitor cells, which can be cultured and differentiated to mature macrophages as needed.

Through a broad variety of experimental approaches, including immunofluorescence analysis, flow cytometry, proteomics, transcriptomics, chemokine analyses and functional assays, we were able to draw the following conclusions: Macrophage progenitors expand and differentiate within 5 days to mature macrophages independently of their cellular origin. These macrophages express a very similar panel of basic macrophage markers and they are equally capable of phagocytosis. However, upon a deeper look into the transcriptomes and proteomes of YS and BM macrophages, cell-intrinsic differences became apparent. BM-derived Hoxb8 macrophages expressed higher levels of proteins associated with inflammatory processes, including CD14 (LPS co-receptor), PYCARD (inflammasome), RIPK3 (necrosome), and SQSTM1 (autophagy). These findings characterize BM-derived macrophages as pro-inflammatory immune cells, with some features being reminiscent of M1-like macrophages. YS-derived macrophages in comparison are less inflammatory. In the molecular profiling we identified CHIL3 as a signature protein in these cells, which has been associated with alternative macrophage activation in vivo [36,37,38]. The differences in inflammatory functions of BM and YS macrophages are accompanied by altered metabolic properties. As shown by extracellular flux measurements, BM cells exhibited higher glycolytic levels in steady state and upon LPS stimulation. By contrast, YS-derived macrophages utilized more oxidative phosphorylation to supply their energy demands, a metabolic process linked to anti-inflammatory and homeostatic functions [39,40]. Our findings are in line with and extend a recent study on embryonic macrophages, in which reduced expression of NLRP3 inflammasome-associated genes have been described in YS macrophages when compared to fetal liver (FL) macrophages, the latter displaying a proinflammatory gene signature as well as increased levels of Sqstm1 [41].

We show here that protein abundance of PYCARD and Caspase-1, which are essential components of the inflammasome machinery, was low in YS macrophages. Consequently, IL-1β secretion upon canonical (crystals) and non-canonical (OMV) inflammasome activation was robust in BM macrophages but virtually absent in YS macrophages. Notably, PYCARD is constitutively expressed and not induced by inflammatory signaling [42], underlining the importance of cell-intrinsic macrophage programs determining the expression of inflammasome components. Together, YS macrophages are less well equipped with inflammatory machinery, which abrogates inflammasome-associated responses.

The non-inflammatory signature of YS macrophages could have various biological implications. For instance, organ growth and maturation of the developing embryo requires the support of macrophages that promote angiogenesis or provide phagocytic functions rather than proinflammatory properties [43,44]. In addition, limited inflammasome activation in YS macrophages might play a role in the development of immunologic tolerance towards food antigens or against normal bacterial flora [45]. In adulthood, YS macrophages continue to provide functions that support tissue homeostasis and regeneration [46], indicating that cell-intrinsic programs can be maintained in life. In the future, it will be of interest to determine conditions that induce functional reprogramming of YS-derived macrophages as well as its impact on organ functions or priming towards the development of inflammatory conditions. In line with previous work using Hoxb8-mediated conditional immortalization, these macrophages will enable further studies into their biological functions as well as their genetic modifications [47,48].

## 5. Conclusions

We established a Hoxb8 model system to identify unique properties of macrophages based on their cellular origin under defined conditions in vitro. This setting allowed us to define cell-intrinsic programs in the absence of organ microenvironments, which govern and modulate macrophage phenotype and functions. In general, macrophages are characterized by high cellular plasticity regulated by their surrounding milieu. However, ontogeny-associated properties persist and could potentially be targeted by therapeutic approaches.

## Figures and Tables

**Figure 1:**
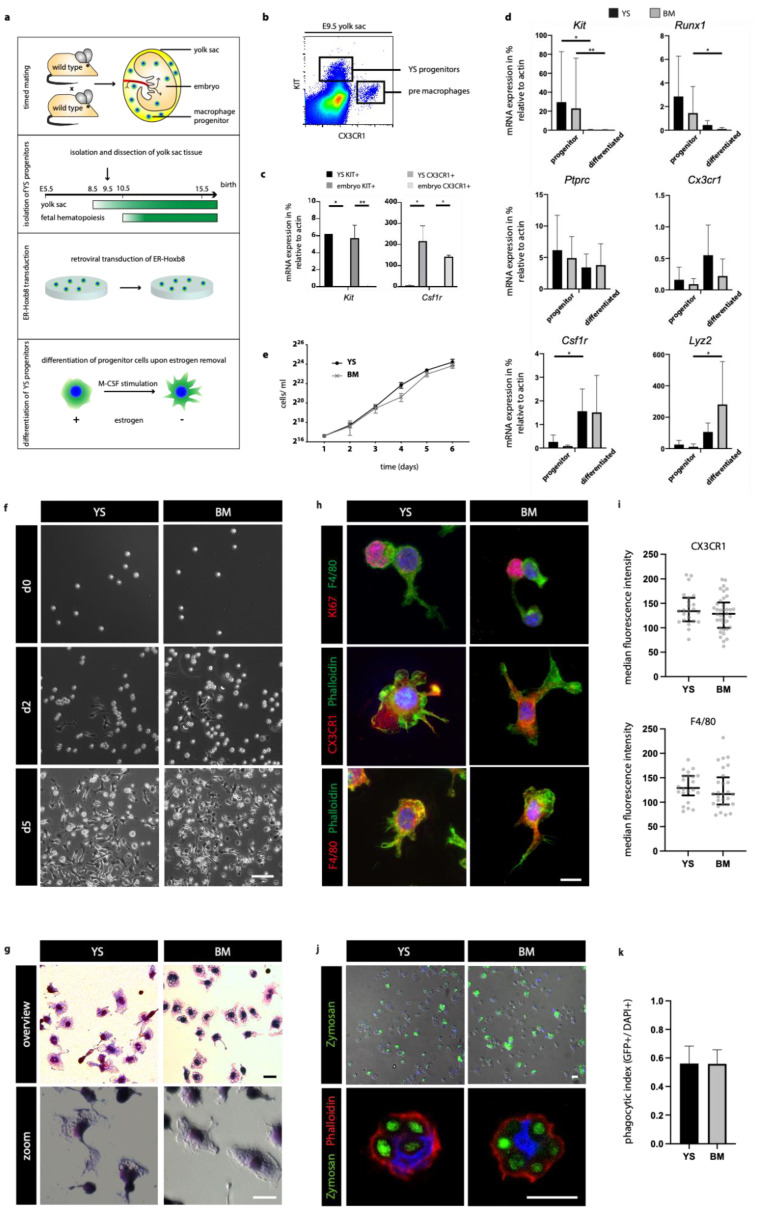
Generation of functional Hoxb8 YS macrophages. (**a**) Schematic graph illustrating the process of Hoxb8 cell line generation. (**b**) Flow cytometry of E9.5 hematopoietic progenitors in the yolk sac (YS) (representative plot, *n* = 4). (**c**) mRNA expression analysis of YS and embryonic KIT+ progenitors and CX3CR1+ pre-macrophages (*n* = 3). (**d**) mRNA expression analysis of Hoxb8 progenitors and differentiated Hoxb8 macrophages for indicated genes in percent (%) relative to beta actin expression (*n* = 3). (**e**) Growth curve for YS and BM Hoxb8 progenitors (*n* = 3). (**f**) Bright field images of Hoxb8 cell lines during the process of macrophage differentiation. (**g**) Microscopic images of Hoxb8 macrophages stained with May–Grünwald–Giesma (*n* = 3). (**h**) Immunofluorescence analysis with indicated antibodies (nuclei in blue, Hoechst) and (**i**) quantification of median fluorescence intensity of the markers Cx3cr1 and F4/80. Median +/− IQR. (**j**) Phagocytosis assay with pHrodo Zymosan bioparticles (GFP, green) after 1 h of incubation. (**k**) The ratio of phagocytic (GFP+) to DAPI+ macrophages is indicated (3 independent experiments). Panels show representative images. Scale bars represent 100 µm (**f**), 20 µm (**g**,**h**,**j**). (**) *p* < 0.01, (*) *p* < 0.05.

**Figure 2:**
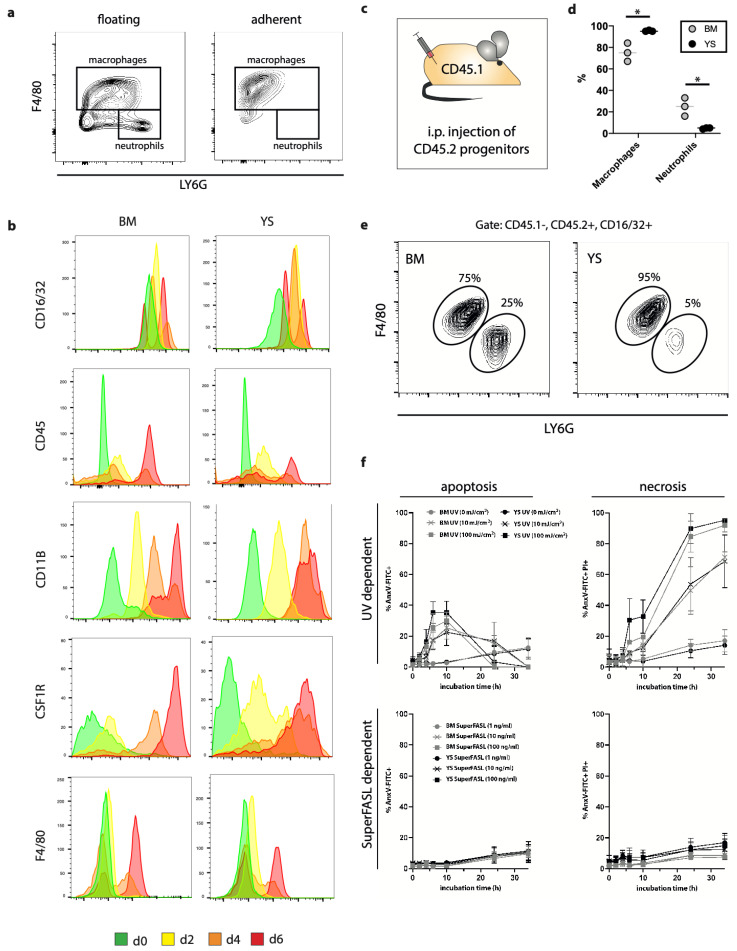
Expression profile and survival of *Hoxb8* macrophages. (**a**) Flow cytometry analysis of floating or adherent differentiated (day 5) Hoxb8 BM cells labeled with indicated antibodies (representative plot, *n* = 3). (**b**) Flow cytometry analyses of Hoxb8 progenitors in the process of differentiation towards macrophages (d0 to d6) labeled with indicated antibodies (representative experiment of *n* = 3). (**c**) Schematic graph for intraperitoneal Hoxb8 progenitor application. (**d**–**f**) Flow cytometry quantification of in vivo differentiated Hoxb8 macrophage and neutrophil populations obtained by peritoneal lavage after one week. Live CD45.1− CD45.2+ CD16/32+ single cells were gated, then macrophages and neutrophils were separated by F4/80 and LY6G intensities. Results are displayed as (**d**) relative quantities of differentiated cell populations; (**e**) corresponding contour plots (representative experiment of *n* = 3). (**f**) Quantification of UV and SuperFASL dependent apoptosis and necrosis in differentiated Hoxb8 macrophages. *n* = 3. Unpaired, two-tailed *t*-test. (*) *p* < 0.05.

**Figure 3:**
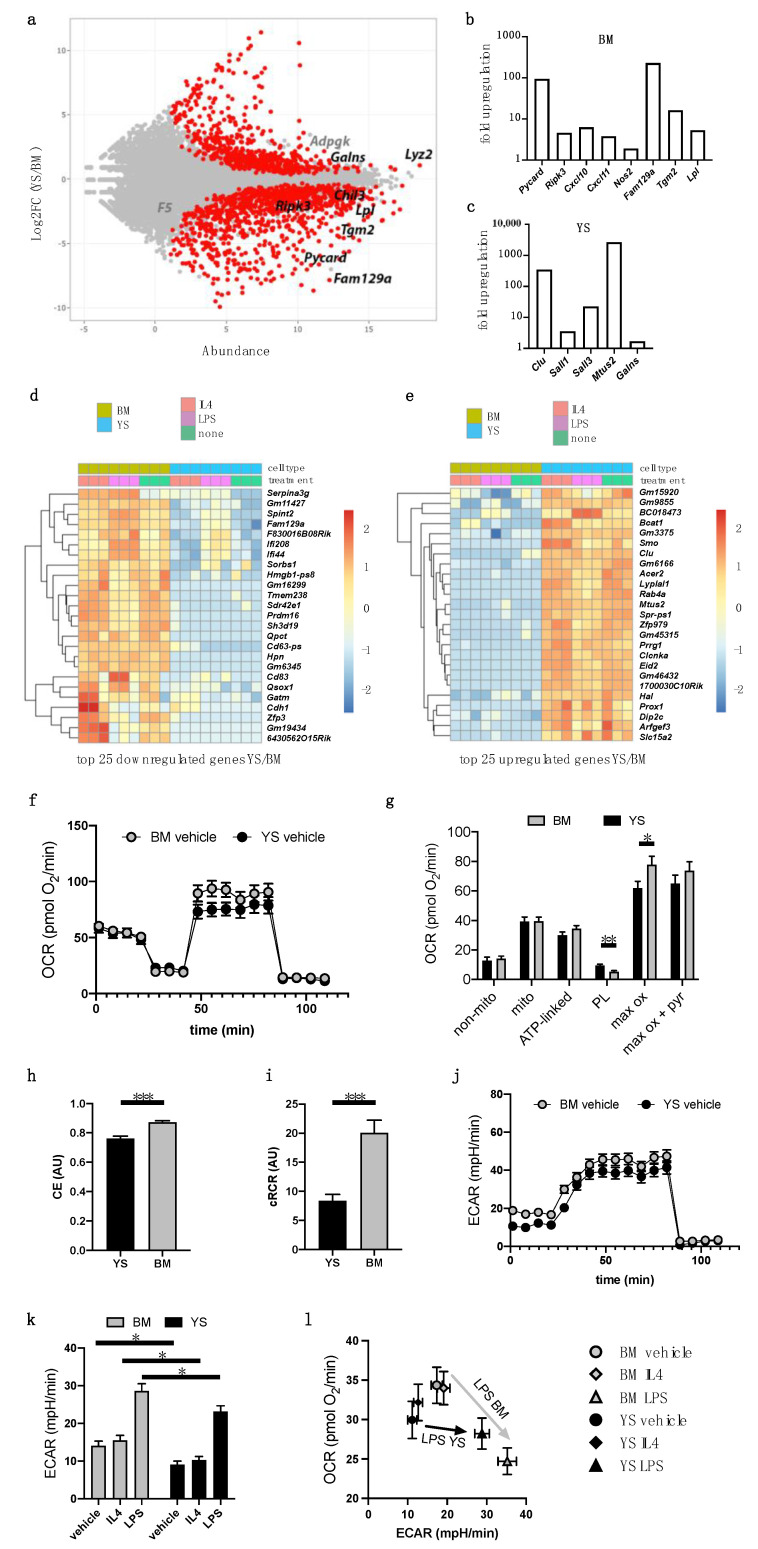
Transcriptome and extracellular flux analysis. (**a**–**e**) RNA expression analysis of differentiated YS and BM Hoxb8 macrophages. (**a**) MA plot of macrophage gene expression indicating fold changes (log2) of YS versus BM plotted against abundance (logTPM). Genes are marked in grey (not significant) or black (significant). (**b**,**c**) Fold upregulation of selected genes in (**b**) BM- and (**c**) YS-derived macrophages. Top 25 (d) upregulated and (**e**) downregulated genes of YS versus BM Hoxb8 cells without treatment or stimulated with IL4 or LPS. (**f**–**l**) Bioenergetic profiling of Hoxb8 macrophages either stimulated or not stimulated with IL4 or LPS for 4 h using XF96 extracellular flux analyzer as described in the Methods section. All data represent the mean of 26–29 wells measured on three independent experimental days and are normalized to 130 ng ds DNA/well, two-way ANOVA, followed by Sidak post hoc test. (**f**) Oxygen consumption rates (OCR) traces of unstimulated BM and YS macrophages using respiratory inhibitors to probe bioenergetic modules. (**g**) Respiratory modules of mitochondrial energy transduction in unstimulated and stimulated cells. (**h**) Mitochondrial efficiency. Coupling efficiency (CE) is the respiratory fraction driving ATP synthesis at resting state; (**i**) cellular respiratory control ratio (cRCR) is determined using proton leak and uncoupler-induced respiration. (**j**) Extracellular acidification rate (ECAR) traces of unstimulated BM and YS macrophages using specific inhibitors. (**k**) ECAR linked to glycolytic activity of unstimulated and stimulated macrophages. (**l**) Glycolytic ECAR plotted against ATP-linked OCR to depict global changes in cellular energy metabolism, revealing the metabolic switch induced by LPS in BM Hoxb8 macrophages. (***) *p* < 0.001, (**) *p* < 0.01, (*) *p* < 0.05.

**Figure 4:**
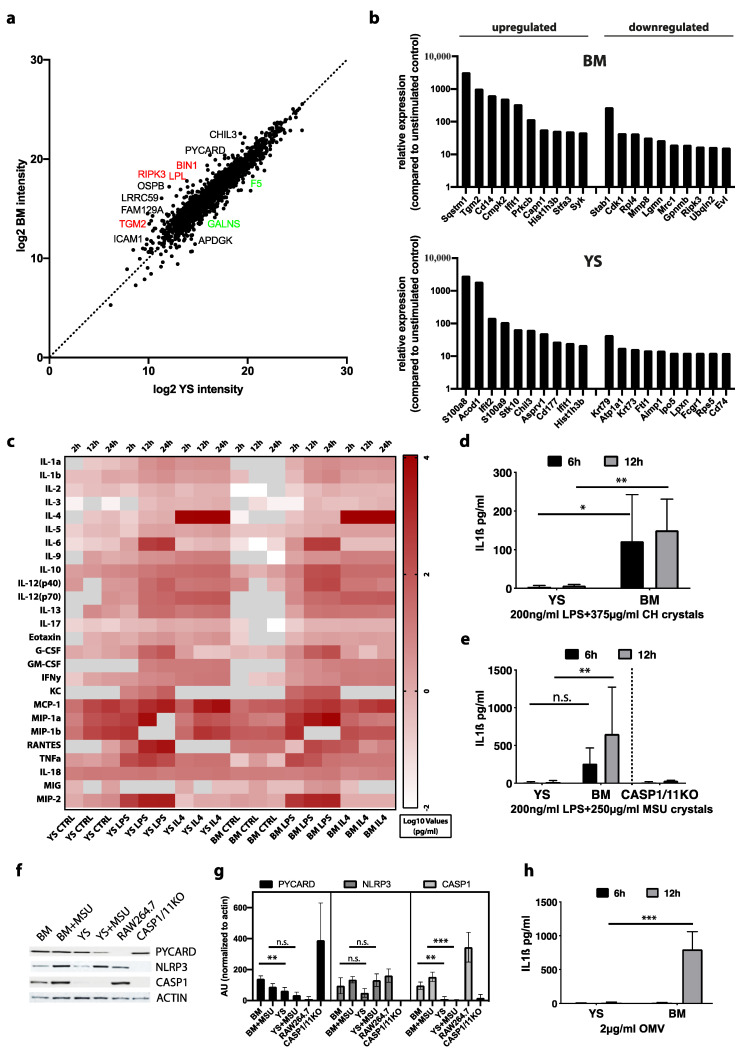
Inflammasome activation in Hoxb8 macrophages. (**a**,**b**) Proteome analysis of day 5 differentiated Hoxb8 macrophages. (**a**) Protein intensities (log2) of BM versus YS macrophages are indicated. Selected, differentially abundant proteins were annotated and colored in red (BM) or green (YS). (**b**) Top 10 up- and downregulated proteins after LPS stimulation. (**c**) Cytokine expression analysis by Multiplex ELISA in untreated (CTRL) and LPS or IL4 stimulated samples. *n* = 3. Pearson’s correlation. (**d**–**e**) IL1β expression analysis by ELISA in LPS-primed crystal stimulated (6 h or 12 h) YS and BM macrophages. One-way ANOVA with Bonferroni post hoc test. (**d**) Stimulation with cholesterol (CH) crystals. *n* = 8. (**e**) Stimulation with monosodium urate (MSU) crystals. *n* = 7. BM Hoxb8 macrophages from Caspase 1/11-deficient mice served as control. *n* = 6. (**f**,**g**) Detection of PYCARD, NLRP3 and CASP1 protein expression in YS and BM Hoxb8 macrophages treated with 250 ug/mL MSU crystals for 24 h (**g**) with corresponding quantifications (*n* = 3). Beta actin served as loading reference. RAW264.7 cells served as PYCARD-deficient control. One-way ANOVA with Bonferroni post hoc test. (**h**) IL1β expression analysis by ELISA of macrophages stimulated with *E. coli* outer membrane vesicles (OMV) (*n* = 3). One-way ANOVA with Bonferroni post hoc test. (***) *p* < 0.001, (**) *p* < 0.01, (*) *p* < 0.05.

## Data Availability

The authors declare that all data supporting the findings of this study are available within the paper and its supplementary information files. The RNA-seq raw data have been deposited in NCBI GEO under the accession code GSE176409. The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE (Perez-Riverol, Csordas et al., 2019) partner repository with the dataset identifier PXD026922. There are no restrictions regarding data availability.

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/cells10123564/s1, Figure S1: Median fluorescence intensities of immune cell markers; Figure S2: Principal component analysis; Figure S3: Differential gene expression after LPS and IL-4 stimulation; Figure S4: LPS-induced changes in gene expression; Figure S5: GSEA and GO pathway analysis; Figure S6: ECAR and OCR traces; Figure S7: Functional enrichment of proteins after LPS; Figure S8: Immunoblots of inflammasome-associated proteins; Figure S9: IL-1β release by Hoxb8 FL macrophages.

## References

[1] Tauber A.I. (2003). Metchnikoff and the phagocytosis theory. Nat. Rev. Mol. Cell Biol..

[2] Davies L.C., Jenkins S.J., Allen J.E., Taylor P.R. (2013). Tissue-resident macrophages. Nat. Immunol..

[3] Gosselin D., Link V.M., Romanoski C.E., Fonseca G.J., Eichenfield D.Z., Spann N.J., Stender J.D., Chun H.B., Garner H., Geissmann F. (2014). Environment drives selection and function of enhancers controlling tissue-specific macrophage identities. Cell.

[4] Lavin Y., Winter D., Blecher-Gonen R., David E., Keren-Shaul H., Merad M., Jung S., Amit I. (2014). Tissue-resident macrophage enhancer landscapes are shaped by the local microenvironment. Cell.

[5] Cochain C., Vafadarnejad E., Arampatzi P., Pelisek J., Winkels H., Ley K., Wolf D., Saliba A.E., Zernecke A. (2018). Single-Cell RNA-Seq Reveals the Transcriptional Landscape and Heterogeneity of Aortic Macrophages in Murine Atherosclerosis. Circ. Res..

[6] Epelman S., Lavine K.J., Randolph G.J. (2014). Origin and functions of tissue macrophages. Immunity.

[7] Hashimoto D., Chow A., Noizat C., Teo P., Beasley M.B., Leboeuf M., Becker C.D., See P., Price J., Lucas D. (2013). Tissue-resident macrophages self-maintain locally throughout adult life with minimal contribution from circulating monocytes. Immunity.

[8] Schulz C., Gomez Perdiguero E., Chorro L., Szabo-Rogers H., Cagnard N., Kierdorf K., Prinz M., Wu B., Jacobsen S.E., Pollard J.W. (2012). A lineage of myeloid cells independent of Myb and hematopoietic stem cells. Science.

[9] Yona S., Kim K.W., Wolf Y., Mildner A., Varol D., Breker M., Strauss-Ayali D., Viukov S., Guilliams M., Misharin A. (2013). Fate mapping reveals origins and dynamics of monocytes and tissue macrophages under homeostasis. Immunity.

[10] Kuida K., Lippke J.A., Ku G., Harding M.W., Livingston D.J., Su M.S., Flavell R.A. (1995). Altered cytokine export and apoptosis in mice deficient in interleukin-1 beta converting enzyme. Science.

[11] Redecke V., Wu R., Zhou J., Finkelstein D., Chaturvedi V., High A.A., Hacker H. (2013). Hematopoietic progenitor cell lines with myeloid and lymphoid potential. Nat. Methods.

[12] Keuper M., Jastroch M., Yi C.X., Fischer-Posovszky P., Wabitsch M., Tschop M.H., Hofmann S.M. (2014). Spare mitochondrial respiratory capacity permits human adipocytes to maintain ATP homeostasis under hypoglycemic conditions. FASEB J..

[13] Bhardwaj G., Dorr M., Sappa P.K., Ameling S., Dhople V., Steil L., Klingel K., Empen K., Beug D., Volker U. (2017). Endomyocardial proteomic signature corresponding to the response of patients with dilated cardiomyopathy to immunoadsorption therapy. J. Proteom..

[14] Cox J., Hein M.Y., Luber C.A., Paron I., Nagaraj N., Mann M. (2014). Accurate proteome-wide label-free quantification by delayed normalization and maximal peptide ratio extraction, termed MaxLFQ. Mol. Cell Proteom..

[15] Wang G.G., Calvo K.R., Pasillas M.P., Sykes D.B., Hacker H., Kamps M.P. (2006). Quantitative production of macrophages or neutrophils ex vivo using conditional Hoxb8. Nat. Methods.

[16] Gomez Perdiguero E., Klapproth K., Schulz C., Busch K., Azzoni E., Crozet L., Garner H., Trouillet C., de Bruijn M.F., Geissmann F. (2015). Tissue-resident macrophages originate from yolk-sac-derived erythro-myeloid progenitors. Nature.

[17] Hoeffel G., Chen J., Lavin Y., Low D., Almeida F.F., See P., Beaudin A.E., Lum J., Low I., Forsberg E.C. (2015). C-Myb(+) erythro-myeloid progenitor-derived fetal monocytes give rise to adult tissue-resident macrophages. Immunity.

[18] Stremmel C., Schuchert R., Wagner F., Thaler R., Weinberger T., Pick R., Mass E., Ishikawa-Ankerhold H.C., Margraf A., Hutter S. (2018). Yolk sac macrophage progenitors traffic to the embryo during defined stages of development. Nat. Commun..

[19] Hsieh Y.F., Liu G.Y., Lee Y.J., Yang J.J., Sandor K., Sarang Z., Bononi A., Pinton P., Tretter L., Szondy Z. (2013). Transglutaminase 2 contributes to apoptosis induction in Jurkat T cells by modulating Ca2+ homeostasis via cross-linking RAP1GDS1. PLoS ONE.

[20] Ji H., Ding Z., Hawke D., Xing D., Jiang B.H., Mills G.B., Lu Z. (2012). AKT-dependent phosphorylation of Niban regulates nucleophosmin-and MDM2-mediated p53 stability and cell apoptosis. EMBO Rep..

[21] Tang S., Wang J., Liu J., Huang Y., Zhou Y., Yang S., Zhang W., Yang M., Zhang H. (2019). Niban protein regulates apoptosis in HK-2 cells via caspase-dependent pathway. Ren. Fail..

[22] Winkels H., Ehinger E., Ghosheh Y., Wolf D., Ley K. (2018). Atherosclerosis in the single-cell era. Curr. Opin. Lipidol..

[23] Cunin P., Beauvillain C., Miot C., Augusto J.F., Preisser L., Blanchard S., Pignon P., Scotet M., Garo E., Fremaux I. (2016). Clusterin facilitates apoptotic cell clearance and prevents apoptotic cell-induced autoimmune responses. Cell Death Dis..

[24] Shim Y.J., Kang B.H., Jeon H.S., Park I.S., Lee K.U., Lee I.K., Park G.H., Lee K.M., Schedin P., Min B.H. (2011). Clusterin induces matrix metalloproteinase-9 expression via ERK1/2 and PI3K/Akt/NF-kappaB pathways in monocytes/macrophages. J. Leukoc. Biol..

[25] Kim H. (2017). The transcription factor MafB promotes anti-inflammatory M2 polarization and cholesterol efflux in macrophages. Sci. Rep..

[26] Ginhoux F., Greter M., Leboeuf M., Nandi S., See P., Gokhan S., Mehler M.F., Conway S.J., Ng L.G., Stanley E.R. (2010). Fate mapping analysis reveals that adult microglia derive from primitive macrophages. Science.

[27] Turnbull I.R., Gilfillan S., Cella M., Aoshi T., Miller M., Piccio L., Hernandez M., Colonna M. (2006). Cutting edge: TREM-2 attenuates macrophage activation. J. Immunol..

[28] Yeh F.L., Hansen D.V., Sheng M. (2017). TREM2, Microglia, and Neurodegenerative Diseases. Trends Mol. Med..

[29] Mass E., Ballesteros I., Farlik M., Halbritter F., Gunther P., Crozet L., Jacome-Galarza C.E., Handler K., Klughammer J., Kobayashi Y. (2016). Specification of tissue-resident macrophages during organogenesis. Science.

[30] Luck K., Kim D.K., Lambourne L., Spirohn K., Begg B.E., Bian W., Brignall R., Cafarelli T., Campos-Laborie F.J., Charloteaux B. (2020). A reference map of the human binary protein interactome. Nature.

[31] Martinez F.O., Gordon S. (2014). The M1 and M2 paradigm of macrophage activation: Time for reassessment. F1000Prime Rep..

[32] Wu R., Chen F., Wang N., Tang D., Kang R. (2020). ACOD1 in immunometabolism and disease. Cell Mol. Immunol..

[33] Wright S.D., Ramos R.A., Tobias P.S., Ulevitch R.J., Mathison J.C. (1990). CD14, a receptor for complexes of lipopolysaccharide (LPS) and LPS binding protein. Science.

[34] Duewell P., Kono H., Rayner K.J., Sirois C.M., Vladimer G., Bauernfeind F.G., Abela G.S., Franchi L., Nunez G., Schnurr M. (2010). NLRP3 inflammasomes are required for atherogenesis and activated by cholesterol crystals. Nature.

[35] Vanaja S.K., Russo A.J., Behl B., Banerjee I., Yankova M., Deshmukh S.D., Rathinam V.A.K. (2016). Bacterial Outer Membrane Vesicles Mediate Cytosolic Localization of LPS and Caspase-11 Activation. Cell.

[36] Hung S.I., Chang A.C., Kato I., Chang N.C. (2002). Transient expression of Ym1, a heparin-binding lectin, during developmental hematopoiesis and inflammation. J. Leukoc. Biol..

[37] Draijer C., Robbe P., Boorsma C.E., Hylkema M.N., Melgert B.N. (2018). Dual role of YM1+ M2 macrophages in allergic lung inflammation. Sci. Rep..

[38] Loke P., Nair M.G., Parkinson J., Guiliano D., Blaxter M., Allen J.E. (2002). IL-4 dependent alternatively-activated macrophages have a distinctive in vivo gene expression phenotype. BMC Immunol..

[39] Gimeno-Bayon J., Lopez-Lopez A., Rodriguez M.J., Mahy N. (2014). Glucose pathways adaptation supports acquisition of activated microglia phenotype. J. Neurosci. Res..

[40] Kelly B., O’Neill L.A. (2015). Metabolic reprogramming in macrophages and dendritic cells in innate immunity. Cell Res..

[41] Lakhdari O., Yamamura A., Hernandez G.E., Anderson K.K., Lund S.J., Oppong-Nonterah G.O., Hoffman H.M., Prince L.S. (2019). Differential Immune Activation in Fetal Macrophage Populations. Sci. Rep..

[42] Christgen S., Place D.E., Kanneganti T.D. (2020). Toward targeting inflammasomes: Insights into their regulation and activation. Cell Res..

[43] Fantin A., Vieira J.M., Gestri G., Denti L., Schwarz Q., Prykhozhij S., Peri F., Wilson S.W., Ruhrberg C. (2010). Tissue macrophages act as cellular chaperones for vascular anastomosis downstream of VEGF-mediated endothelial tip cell induction. Blood.

[44] Lichanska A.M., Hume D.A. (2000). Origins and functions of phagocytes in the embryo. Exp. Hematol..

[45] Pellegrini C., Antonioli L., Lopez-Castejon G., Blandizzi C., Fornai M. (2017). Canonical and Non-Canonical Activation of NLRP3 Inflammasome at the Crossroad between Immune Tolerance and Intestinal Inflammation. Front. Immunol..

[46] Weinberger T., Esfandyari D., Messerer D., Percin G., Schleifer C., Thaler R., Liu L., Stremmel C., Schneider V., Vagnozzi R.J. (2020). Ontogeny of arterial macrophages defines their functions in homeostasis and inflammation. Nat. Commun..

[47] Xu H., Look T., Prithiviraj S., Lennartz D., Caceres M.D., Gotz K., Wanek P., Hacker H., Kramann R., Sere K. (2021). CRISPR/Cas9 editing in conditionally immortalized HoxB8 cells for studying gene regulation in mouse dendritic cells. Eur. J. Immunol..

[48] Rosas M., Osorio F., Robinson M.J., Davies L.C., Dierkes N., Jones S.A., Reis e Sousa C., Taylor P.R. (2011). Hoxb8 conditionally immortalised macrophage lines model inflammatory monocytic cells with important similarity to dendritic cells. Eur. J. Immunol..

How the deposited data were processed for this re-analysis (not part of the article)

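Polyadenylated RNA was measured in 24 libraries of immortalized mouse cells, 3 each from progenitors, unstimulated macrophages, macrophages treated with IL4 and macrophages treated with LPS, of YS and of BM origin. The authors prepared stranded mRNA libraries, sequenced single reads on 1 flow cell, aligned them to the mouse genome GRCm38 and counted reads per gene with STAR 2.6.1d. The deposited table gives these counts as whole numbers without normalization for 27508 Ensembl genes, 27497 of them with a symbol. Genes with 0 reads in every library are absent from it, since the lowest total of a gene over all libraries is 1. Which strand the counts cover is not given in the sources used here. The 24 columns were joined to the samples by the sample names in the deposited labels.

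Totals ranged from 14865170 to 29524898 counts per library, with a median of 21194977. Between replicates of 1 group the counts spread more than counting error allows, with a chi-square per degree of freedom from 16.9 to 334 in pairs of libraries, so the precision rests on the spread between cultures and only for genes of few counts on depth. The labels give each library a replicate number and a date. Whether these pair the libraries was checked with the deviations of each macrophage library from its group mean. Those of 1 origin and date had a mean correlation of 0.515 (0.0400 to 0.743), those of 1 origin and different dates one of −0.247, those of different origins on 1 date one of 0.000548 and those of 1 replicate number one of 0.0532. Deviations from a group mean cancel within the group, so the −0.247 follows largely from the 0.515 and is no separate evidence. The tests, which were fixed before, leave the libraries unpaired, and the date and the replicate number entered as blocks in alternatives.

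Genes were kept with filterByExpr of edgeR 4.0.16 by group, with a minimum count of 10 and a minimum total of 15, and the counts were scaled with TMM factors. The quasi-likelihood F test was run with robust estimation (glmQLFit and glmQLFTest, statmod 1.5.0, R 4.3.3) in a fit of the 18 macrophage libraries and in a fit of the 12 untreated libraries. This gave 13 comparisons, which were YS against BM macrophages in each of 3 states, LPS and IL4 against unstimulated cells in each origin, the YS minus BM difference of each of these responses, YS against BM progenitors, macrophages against progenitors in each origin and the YS minus BM difference of that change. P-values were adjusted by Benjamini-Hochberg over the genes of a fit and genes were called at an adjusted p under 0.05. Log2 fold changes use a prior count of 0.125. Levels are CPM scaled by the factors of the fit that is cited. Principal components were computed from centred log2 CPM with a prior count of 2 over the 500 most variable genes.

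Gene sets were tested over 36 lists: inflammasome, cell death, inflammatory mediators, interferon-stimulated genes, IL4-induced alternative activation, LPS and Toll-like receptor signalling, oxidative phosphorylation nuclear, oxidative phosphorylation mitochondrially encoded, tricarboxylic acid cycle, glycolysis, microglia, embryonic resident macrophages, monocytes, core macrophage genes, haematopoietic progenitors, neutrophils, mast cells and basophils, eosinophils, erythroid cells, megakaryocytes, dendritic cells, lymphocytes, yolk sac endoderm endothelium and fibroblasts, MHC class II presentation, cell cycle, lysosome, phagocytosis and apoptotic cell clearance, cholesterol synthesis, cholesterol efflux and lipid handling, Hox genes, fetal and imprinted genes, sex-linked, immediate early and heat shock, hypoxia, unfolded protein and integrated stress response and ribosomal proteins. The test was camera (limma 3.58.1) with a preset correlation of 0.01, adjusted over the lists with at least 5 tested members in a comparison. Genes were named by a rule. It takes every gene the paper names for these cells, the 10 called genes per direction with the largest fold change between unstimulated YS and BM macrophages (5 per direction in other comparisons) among those with a mean of at least 5 CPM and, for 2 groups, no overlap between their libraries, up to 4 members of each list by smallest p, and 6 labels of the heatmaps of Fig. 3d,e. Predicted genes and pseudogenes are left out of the part by size. The paper's values in Fig. 3b,c had been seen before this rule was written. A gene named outside the rule is said to be chosen after its values were seen.

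Each comparison was repeated with RLE and upper quartile factors, with library sizes alone, without a count filter, with a stricter filter (at least 1 CPM in 3 libraries and 5 CPM in 1), with DESeq2 1.42.0, with limma voom, with a 2-fold minimum, at an adjusted p under 0.01, with the groups of the comparison alone, with all 24 libraries in 1 fit, with the date or the replicate number as a block, with the dates that both groups share, and leaving out each library in turn. A prior count of 2 was tried for log2 fold changes, 2000 variable genes, all genes, a variance stabilizing transformation and the 18 macrophage libraries alone for the principal components, and an estimated correlation and the rotation test fry for the lists. Added after seeing the data were the comparison without the 3 BM macrophage libraries of day 14 of month 1, an origin effect averaged over the 3 states and DESeq2 in the IL4 and LPS cultures for the genes of Fig. 3b,c.

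The tests were tested on simulated data with the library sizes of these cells, the dispersions that edgeR estimated and 200 changed genes. Counts were drawn once from edgeR's own model, around 1 mean per gene, and independently between libraries. In the real data libraries of 1 origin and date deviated together (mean r = 0.515). The rates that follow need not hold there, and they do not rank the tools. Between unstimulated YS and BM macrophages edgeR recovered 8.82% of genes changed 2-fold and 86.4% of those changed 8-fold, and 2.78% of its calls were false, against 24.7% with DESeq2 and 5.74% with limma voom. Between progenitors it recovered 80.3% of those changed 4-fold, and 6.20% of its calls were false. Counts of called genes were also compared with other divisions of the libraries, all 10 for 3 against 3 and 33 drawn with a fixed seed for the differences between responses. No library was left out of the count table. The proteins, the GO analysis and GSEA of the paper were not analysed here, as their data or terms were not used here. The published principal component plot and the heatmaps of Fig. 3d,e were not rebuilt value by value.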

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

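The tests of date, depth and clone in the BM libraries of day 14 of month 1 and both tests on *Clu*, and the setting without these libraries, were chosen only after the result was seen.

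*Ms4a3* and *Serpinb2* responded less to LPS in YS than in BM macrophages, and *Sbf2* more. These genes stand here because the 2 origins differed by a test of the difference between their responses, which called 47 genes with edgeR. The largest YS minus BM log2 differences were those of *Sbf2* (6.93, adjusted p = 0.0371), *Ppp1r3e* (3.43, adjusted p = 0.0186), *Pus7l* (3.26, adjusted p = 0.0191), *Ppt2* (3.21, adjusted p = 0.0456) and *Bhlhe41* (2.92, adjusted p = 0.0108), and of *Il5ra* (−10.04, adjusted p = 0.0480), *Plekhg1* (−5.01, adjusted p = 0.0456), *Ms4a3* (−4.87, adjusted p = 0.0186), *Serpinb2* (−4.34, adjusted p = 0.0124) and *Insl6* (−4.34, adjusted p = 0.0106) in the other direction. Of the called genes 48.9% had a higher response in YS, against 92.3% with library sizes alone, where the median log2 difference of all genes was 0.51, and 63.3% with upper quartile factors, where it was 0.17. Leaving out 1 library gave 17 without LPS BM 2, 20 and 26 without unstimulated BM 2 and 3, 24, 121 and 22 without LPS YS 1, 2 and 3 and 20 and 30 without unstimulated YS 2 and 3 called genes. *Il5ra* had 0 counts in unstimulated BM macrophages, so its fitted difference depends on the prior count and is no bound. With 1 library left out, no call was made for *Sbf2* (adjusted p = 0.0719, 0.111 and 0.0790 without LPS BM 1, 2 and 3, 0.0651 and 0.0975 without unstimulated BM 1 and 2, 0.0635 and 0.0586 without LPS YS 1 and 3 and 0.112 and 0.0922 without unstimulated YS 2 and 3, 1.86e-05 to 0.138 over its alternatives) and *Ppp1r3e* (adjusted p = 0.0716 without LPS BM 2, 0.0516 without unstimulated BM 2 and 0.0521 without LPS YS 1, 1.39e-05 to 0.183 over its alternatives). The same was so for *Pus7l* (adjusted p = 0.0866 and 0.0565 without LPS BM 2 and 3, 0.0562 without unstimulated BM 2, 0.0505 without LPS YS 3 and 0.0628 without unstimulated YS 2, 0.000912 to 0.197 over its alternatives) and *Ppt2* (adjusted p = 0.0719, 0.113 and 0.0825 without LPS BM 1, 2 and 3, 0.0911, 0.106 and 0.0564 without unstimulated BM 1, 2 and 3, 0.0974 and 0.0922 without LPS YS 1 and 3 and 0.0885, 0.136 and 0.0814 without unstimulated YS 1, 2 and 3, 3.84e-05 to 0.136 over its alternatives). This was also so for *Il5ra* (adjusted p = 0.0719, 0.103 and 0.0536 without LPS BM 1, 2 and 3, 0.0911, 0.106 and 0.119 without unstimulated BM 1, 2 and 3, 0.0721 and 0.0934 without LPS YS 1 and 3 and 0.0789 and 0.171 without unstimulated YS 1 and 3, 0.000491 to 0.298 over its alternatives) and *Plekhg1* (adjusted p = 0.0575, 0.103 and 0.0629 without LPS BM 1, 2 and 3, 0.0724 and 0.0627 without unstimulated BM 1 and 2, 0.0618, 0.0601 and 0.118 without LPS YS 1, 2 and 3 and 0.0806 and 0.148 without unstimulated YS 1 and 3, 0.000439 to 0.191 over its alternatives). The same was so for *Ms4a3* (adjusted p = 0.0697 without LPS BM 2, 0.0627 without unstimulated BM 2 and 0.0591 and 0.0599 without LPS YS 1 and 3, 1.81e-06 to 0.0863 over its alternatives). A single library moved the log2 fold change of *Sbf2* from 6.93 to 7.57 without LPS BM 1 and 6.16 without unstimulated BM 2, *Il5ra* from −10.04 to −12.05 without LPS YS 2 and −9.14 without unstimulated YS 3 and *Plekhg1* from −5.01 to −6.27 without LPS YS 1 and −4.42 without unstimulated YS 3. It also moved for *Ms4a3* from −4.87 to −4.14 without LPS BM 2 and −5.77 without unstimulated BM 1, *Serpinb2* from −4.34 to −5.71 without unstimulated BM 3 and *Insl6* from −4.34 to −5.21 without LPS YS 1. Leaving out the BM libraries of day 14 of month 1 was chosen after seeing the data, and then the call ended for *Ppp1r3e* (adjusted p = 0.0936, 1.39e-05 to 0.183 over its alternatives), *Pus7l* (adjusted p = 0.130, 0.000912 to 0.197 over its alternatives), *Ppt2* (adjusted p = 0.133, 3.84e-05 to 0.136 over its alternatives), *Bhlhe41* (adjusted p = 0.0652, 3.29e-05 to 0.0850 over its alternatives), *Il5ra* (adjusted p = 0.130, 0.000491 to 0.298 over its alternatives) and *Plekhg1* (adjusted p = 0.0936, 0.000439 to 0.191 over its alternatives). Of 33 regroupings of the libraries by origin, 4 called as many genes, the real one included, and the highest other count was 477. The regroupings with more calls kept the LPS libraries parted by origin and mixed the unstimulated ones, and a count several times the real one points to this structure of the samples. They carry the origin difference into the response difference, so this share cannot decide about chance, which stays open. For the IL4 response, edgeR called 0 genes, with 157 at an unadjusted p under 0.05, 7 called with DESeq2 and 1 with limma voom. Every regrouping reaches a count of 0, so the regroupings, with up to 26 genes, test nothing here.

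*Elane*, which encodes neutrophil elastase, and *Gata2* fell from progenitors to macrophages in both origins, and less in YS than in BM cells, while *Pltp* and *Mx1* rose in both and less in YS. The test of this difference between the origins called 583 genes (373 higher and 210 lower in YS). The largest log2 differences were those of *Elane* (9.44, adjusted p = 0.00210), *Angptl4* (8.08, adjusted p = 0.00719), *Sestd1* (7.33, adjusted p = 0.0158), *Nxpe5* (7.23, adjusted p = 0.000513) and *Gata2* (6.42, adjusted p = 1.39e-05), and of *Sbf2* (−8.56, adjusted p = 0.0205), *P2rx7* (−7.64, adjusted p = 4.94e-08), *Maged2* (−6.90, adjusted p = 0.0444), *Pltp* (−6.44, adjusted p = 0.0169) and *Mx1* (−6.39, adjusted p = 0.00352) in the other direction. Leaving out 1 library gave 355 and 383 without BM progenitor 1 and 2, 2978 without unstimulated YS 1 and 366, 344 and 338 without YS progenitor 1, 2 and 3 called genes. *Elane* had 0 counts in BM macrophages, *Sbf2* in BM progenitors and *Angptl4* and *Sestd1* in YS progenitors, and *Nxpe5*, *Maged2* and *Pltp* had at most 2 counts in 1 group, so their fitted differences depend on the prior count and are no bounds. Single libraries decided the call of *Sbf2* (adjusted p = 0.0509 and 0.0593 without BM progenitor 1 and 2 and 0.0528 without unstimulated YS 2, 3.57e-06 to 0.0837 over its alternatives) and *Maged2* (adjusted p = 0.0980 and 0.0739 without unstimulated BM 1 and 2, 0.133, 0.152 and 0.131 without BM progenitor 1, 2 and 3, 0.0866 and 0.0820 without unstimulated YS 2 and 3 and 0.0891, 0.0861 and 0.0979 without YS progenitor 1, 2 and 3, 0.000136 to 0.264 over its alternatives). This was also so for *Pltp* (adjusted p = 0.112 without YS progenitor 1, 3.26e-05 to 0.112 over its alternatives). Omitting 1 library shifted the log2 fold change of *Elane* from 9.44 to 8.47 without unstimulated YS 3, *Sestd1* from 7.33 to 6.71 without unstimulated YS 1 and *Nxpe5* from 7.23 to 9.73 without YS progenitor 3. A move was also seen for *Sbf2* from −8.56 to −7.84 without unstimulated BM 2, *Maged2* from −6.90 to −7.50 without unstimulated BM 3 and −8.50 without BM progenitor 1 and *Pltp* from −6.44 to −8.73 without BM progenitor 2 and −5.76 without YS progenitor 1. Likewise it moved for *Mx1* from −6.39 to −5.09 without unstimulated BM 3 and −7.39 without BM progenitor 2. Of 33 regroupings, 3 called as many genes, the real one included, and the highest other count was 1656. Both others kept the progenitors parted by origin and mixed the macrophages, a structure of the samples. They carry the origin difference of the progenitors into this test, so the share cannot decide about chance, which stays open.

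Between YS and BM progenitors, for which the main text of the paper reports no comparison by sequencing, 1623 genes were called with edgeR, 670 higher and 953 lower in YS. The 10 divisions of 3 against 3 libraries are too few for a share under 0.05, where each real count stood beside a highest other of 0. The real counts were 1623 between progenitors, 779, 837 and 2591 between macrophages unstimulated, with IL4 and with LPS, 4636 and 6330 for LPS in YS and BM, 1066 and 1153 for IL4, and 7992 and 7977 for macrophages against progenitors, with 1 of 10 divisions reaching each. Leaving out 1 library moved the macrophage counts to 1258 and 473 without unstimulated YS 1 and 2 (no treatment), 521 without IL4 YS 2 (IL4), 1674 without LPS BM 2 and 1598 and 1723 without LPS YS 1 and 3 (LPS), 672 without IL4 YS 2 and 645 without unstimulated YS 2 (IL4 response in YS) and 688 without IL4 BM 2 and 755 without unstimulated BM 1 (IL4 response in BM).

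The 3 BM macrophage libraries of day 14 of month 1 stood apart from the other BM macrophage libraries. Their median deviation over the list of embryonic resident macrophages was −2.15 unstimulated, −1.64 with IL4 and −2.12 with LPS, and their deviations over all genes correlated between treatments with r of at least 0.669, and those of the YS libraries of day 9 of month 10 with r of at least 0.697. Depth is argued against by 0 of 3 totals outside the range of the other 6 libraries, and progenitors or neutrophils left in the cultures by medians of these lists of at most 0.218 in each treatment, with *Kit* at 2.93 CPM in unstimulated BM 3 (other lists hold 6 of the 20 tested progenitor genes and 0 of the 26 neutrophil genes). A culture or library date remains open, and so does another clone, since 18 genes chosen after their values were seen (*Alox5*, *App*, *Arhgef12*, *Arrdc4*, *Camk1*, *Cd83*, *Ctsh*, *Fgl2*, *Galnt6*, *Gatm*, *Gpr137b*, *H2-Q6*, *Lifr*, *Maged2*, *Penk*, *Prg2*, *Qsox1* and *Tnfrsf11a*) lay at this date at least 20-fold below every other BM library of the same treatment, each of those at 1 CPM or more, against 0 for any other origin and date. Date and clone cannot be told apart, as no other macrophage library shares this date and the clones are not given in the sources used here, and no biological explanation was tested.

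In all, 74 of 14480 genes, *Pycard* and *Acer2* among them, were at 1 CPM or more in one line and at least 20-fold lower in the other at every stage and treatment by the means of the groups (single libraries can depart from them, as *Gatm* and *Qsox1* in BM at the date above), 32 of them low in BM and 42 low in YS. A strain variant in a congenic interval on chromosome 1 is argued against for the set by their share on this chromosome, 8.11%, at percentile 70.9 of 10000 draws matched on expression (median 5.41%). The test took the whole chromosome and not an interval, so it does not cover single genes there, such as *Fam129a*. The loss of a chromosome segment is argued against for the set by the nearest tested neighbours within 100 kb of 60 of the 74 genes. Their median log2 difference, signed so that loss in the same line is negative, was −0.14 (quartiles −0.58 and 0.20). Genes of the 74 could not serve as neighbours, so a joint loss, as of *Clu* and *Scara3* on chromosome 14, is not covered. *Tmem202*, the neighbour of *Hexa*, was also lower in YS (−3.20 in progenitors, −6.10 in macrophages). Chosen after their values were seen, others low in the same line included *Gm3650* by *Eif3j2* (−4.97 and −6.13), *Gm16244* by *Hps1* (−3.49 and −4.63) and *Fcna* by *Tmem141* (−1.60 and −7.31). *Mtmr7* by *Gm8423* went the other way (1.62 and 2.95). A segment loss thus stays open for single genes. Reads shared between paralogs or pseudogenes cannot be told apart from expression for part of the 74 genes, since 28.4% are pseudogenes or unnamed predicted genes, 46.9% of those low in BM and 14.3% of those low in YS, against 17.8% of all genes tested. For the 53 others a difference between the clones or mice behind the lines, or between the origins, may be the source, and none of these was tested.

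*Clu* was far higher in YS progenitors than in YS macrophages, like 25 of the 283 genes called higher in unstimulated YS than in BM macrophages, itself included. Unchanged progenitors left in the cultures are argued against as the source of *Clu*, whose share in YS macrophages, 0.932% of the progenitor level, was 36.7 times the lowest share of 14 progenitor genes at 50 CPM or more, that of *Hlf* (0 counts against 19200, at most 0.0254% at the floor). Cells that had partly differentiated and lost *Hlf* are not covered. Of the abundant *Kit* and *Myb*, 0.161% and 0.273% were found. Reads assigned to the wrong library of the flow cell are argued against by *Clu* in unstimulated BM macrophages, at 0.752% of its level in YS macrophages. Residual expression of *Clu* in YS macrophages may be a trait of their origin, which stays a hypothesis, and the other genes were not tested one by one.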

How the results depend on the processing

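Only the setting without the 3 BM macrophage libraries of day 14 of month 1 was chosen after the result was seen.

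Depth limited the fold changes of genes with few counts, such as *Cxcl11* and *Sall1* in unstimulated macrophages and *Pycard* in YS cells, for which no alternative gives more than a bound or a wide interval. Of 18803 values for 852 results of named genes under the alternatives, 17948 kept their direction and side of the threshold, 602 lost and 242 gained the call and 11 changed direction. For 402 results of gene lists, 8274 of 8913 values kept both, 361 lost and 259 gained the call and 19 changed direction. The counts of called genes for LPS in BM macrophages (4713 to 9325) and for macrophages against progenitors in YS (6286 to 9190) and BM (6330 to 8497) stayed within 1.5 times under every alternative run for them. RLE and upper quartile factors, a 2-fold minimum and the replicate number as a block moved no other count beyond 1.5 times either and changed no direction, and a prior count of 2 changed no direction or call of a named gene. The dates shared by both groups could be used only for YS against BM macrophages, 2 against 2, and for the response differences. The leave-one-out fits left 2 libraries in a group.

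At an adjusted p under 0.01, which is stricter by construction, the counts of called genes were 428 for the unstimulated comparison of YS and BM, 466 for the IL4 one, 1151 for the LPS one, 533 for IL4 in YS, 620 for IL4 in BM, 5 for the LPS response difference, 257 for the differentiation difference and 254 for genes shared by the 3 states. For the settings that follow, the cause was not tested. With the groups of the comparison alone they were 403 for the unstimulated comparison of YS and BM, 1234 for the LPS one, 2849 for LPS in YS, 594 for IL4 in YS, 4 for the LPS response difference, 3057 for progenitors and 242 for genes shared by the 3 states. DESeq2 called 1241 for the unstimulated comparison of YS and BM, 1264 for the IL4 one, 291 for the LPS response difference, 7 for the IL4 response difference and 1142 for the differentiation difference, and limma voom 1 for the IL4 response difference. All 24 libraries in 1 fit gave 1247 for the unstimulated comparison of YS and BM, 1264 for the IL4 one, 195 for the LPS response difference and 2 for the IL4 response difference, the fit without a count filter 3 for the IL4 response difference and the stricter filter 78 for the LPS response difference. Dates shared by both groups gave 9 for the LPS response difference, and the fit without the BM libraries of day 14 of month 1 gave 710 for IL4 in BM and 16 for the LPS response difference. Library sizes alone gave 4396 for the LPS one, 7299 for LPS in YS and 404 for the LPS response difference. The date as a block gave 1511 for the unstimulated comparison of YS and BM, 1730 for the IL4 one, 4062 for the LPS one, 2755 for IL4 in YS, 2752 for IL4 in BM, 581 for the LPS response difference, 1 for the IL4 response difference and 877 for genes shared by the 3 states. Over all genes the ratio of distances between and within unstimulated macrophage groups was 1.40, against 2.48 over the 500 most variable genes, and with an estimated correlation 49 of 402 list tests were called, against 164.

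Leaving out 1 library moved the counts as follows. The unstimulated comparison, with 779 genes, ranged over 473 to 1258 (1258 and 473 without unstimulated YS 1 and 2), the IL4 one, with 837, over 521 to 660 (521 without IL4 YS 2) and the LPS one, with 2591, over 1598 to 3404 (1674 without LPS BM 2 and 1598 and 1723 without LPS YS 1 and 3). IL4 in YS, with 1066, gave 645 to 990 (672 without IL4 YS 2 and 645 without unstimulated YS 2) and IL4 in BM, with 1153, 688 to 880 (688 without IL4 BM 2 and 755 without unstimulated BM 1). The LPS response difference, with 47, gave 17 to 121 (17 without LPS BM 2, 20 and 26 without unstimulated BM 2 and 3, 24, 121 and 22 without LPS YS 1, 2 and 3 and 20 and 30 without unstimulated YS 2 and 3), and the differentiation difference, with 583, 338 to 2978 (355 and 383 without BM progenitor 1 and 2, 2978 without unstimulated YS 1 and 366, 344 and 338 without YS progenitor 1, 2 and 3).

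Some results changed direction, and the cause was not tested. With library sizes alone, LPS in BM gave log2 fold changes of −1.23 for *Csf1r*, −0.96 for *Lyz2*, −0.85 for *Itgam* and −1.20 for *Galns*. With the date as a block, macrophages against progenitors, which by the labels as read share 1 date in YS and none in BM, so that the BM values rest on YS libraries, gave in YS −0.11 for *Runx1* and −1.62 for *Irak3*, and in BM −0.13 for *Runx1*, −0.84 for *Pycard*, −4.26 for *Fam129a*, −4.31 for *Irak3* and 0.10 for *Lrrc59*. Lists that turned with this block were microglia with IL4 (adjusted p = 0.0350), ribosomal proteins in YS (0.0171) and BM differentiation (0.187) and nuclear oxidative phosphorylation in BM differentiation (0.000610). On shared dates, cholesterol efflux turned in unstimulated cells (adjusted p = 0.0463), and nuclear oxidative phosphorylation and ribosomal proteins in the IL4 response difference (0.0232 each). Interferon-stimulated genes turned in the LPS response difference without the BM libraries of day 14 of month 1 (adjusted p = 0.966).

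Lists also turned when 1 library was left out, with these adjusted p and ranges. For IL4 in YS these were nuclear oxidative phosphorylation (0.0209 without unstimulated YS 3, range 0.000339 without unstimulated YS 1 to 0.829 without unstimulated YS 2) and ribosomal proteins (0.0130 without unstimulated YS 3, range 4.63e-05 without unstimulated YS 1 to 0.933 without unstimulated YS 2). For the LPS response difference these were interferon-stimulated genes (0.840 without unstimulated BM 3, range 5.25e-10 without unstimulated BM 2 to 0.840 without unstimulated BM 3), nuclear oxidative phosphorylation (0.0227 without LPS YS 2 and 0.0198 without unstimulated YS 3, range 7.46e-05 without unstimulated YS 1 to 0.909 without LPS BM 2) and ribosomal proteins (0.00938 without LPS YS 2 and 0.00181 without unstimulated YS 3, range 7.46e-05 without unstimulated YS 1 to 0.923 without unstimulated BM 1). For the IL4 response difference these were interferon-stimulated genes (0.00366 without unstimulated BM 2, range 2.30e-17 without unstimulated BM 3 to 0.944 without unstimulated YS 3), nuclear oxidative phosphorylation (0.000201 without unstimulated YS 3, range 6.65e-11 without unstimulated YS 1 to 0.984 without IL4 BM 2), lysosome (0.00908 without IL4 YS 3, range 0.00908 without IL4 YS 3 to 0.993 without IL4 YS 2) and ribosomal proteins (3.95e-05 without unstimulated YS 3, range 2.24e-13 without unstimulated YS 1 to 0.972 without unstimulated BM 3).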

Differences from the paper's values

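The tests with DESeq2 in the IL4 and LPS cultures, the origin effect averaged over the 3 states and the setting without the BM macrophage libraries of day 14 of month 1 were chosen only after the result was seen.

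*Pycard* was 4928-fold lower in unstimulated YS than in BM macrophages by its fitted fold, which rests on 1 count in YS, against the paper's about 90 in Fig. 3b, read by eye. All 19 alternatives set before the data were examined (953 to 19165) differ from it too. *Fam129a* was 539-fold lower in YS, against the paper's about 220 in Fig. 3b, read by eye, and *Tgm2* 6.02-fold, against the paper's about 16 in Fig. 3b, read by eye, and for both all 19 alternatives set before the data were examined differ as well (346 to 808 and 5.70 to 7.06). *Cxcl11*, with 7 counts in YS and 17 in BM, was 1.97-fold lower in YS, against the paper's about 3.7 in Fig. 3b, read by eye. Of the 18 alternatives set before the data were examined, those without unstimulated BM 2 (2.61) and YS 2 (4.04) do not differ and the others do, over a range of 0.696 to 4.04, as fitted folds. The counting interval of the ratio, 0.793 to 5.74, holds the paper's value, so no disagreement is shown at this depth.

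*Clu* was 115-fold higher in YS by its fitted fold, which rests on 2 counts in BM, against the paper's about 330 in Fig. 3c, read by eye, and all 19 alternatives set before the data were examined differ (30.7 to 154) as fitted folds. The counting interval of the ratio, 36.8 to 1117, holds the paper's value, so no disagreement is shown at this depth. *Sall3* was 13.6-fold higher in YS, against the paper's about 21 in Fig. 3c, read by eye. Of 19 alternatives set before the data were examined, 8 do not differ, which are upper quartile factors (14.1), the date (28.9) or the replicate number (15.7) as a block, shared dates (23.4) and leaving out unstimulated BM 1 (15.0), BM 3 (17.8), YS 2 (14.0) or YS 3 (18.1). The others differ, over a range of 8.51 to 28.9, as fitted folds, and the counting interval of the ratio, 9.72 to 22.6, holds the paper's value.

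In the IL4 cultures, edgeR gave folds that do not differ from the paper's for *Pycard* (91.3), *Fam129a* (219), *Tgm2* (15.6) and *Sall3* (22.4), and for *Clu*, with 0 counts in BM, a bound of at least 65.5-fold. Whether the YS counts of *Pycard* with IL4 are expression of the YS cells was not tested. The log2 fold change of *Pycard*, with 72 of its 82 YS counts in 1 library, moved from −6.51 to −9.02 and −5.90 without IL4 YS 1 and 3, that of *Sall3* from 4.49 to 6.05 without IL4 BM 3 and 3.61 without IL4 YS 3 and that of *Fam129a* from −7.77 to −8.52 without IL4 YS 1, and the call of *Sall3* ended at adjusted p = 0.0715 and 0.0845 without IL4 BM 1 and 2 and 0.0698 without IL4 YS 3 (7.53e-05 to 0.0845 over its alternatives). DESeq2 in the IL4 cultures, chosen after seeing the values, came within 1.5 times the paper's fold for 9 of the 9 genes of Fig. 3b,c with counts in both origins, with *Pycard* at 93.9, *Fam129a* at 229.6, *Tgm2* at 16.2 and *Sall3* at 22.4. *Clu*, *Mtus2* and *Cxcl11*, with 0 counts in 1 origin, are left out of this count, as their fitted folds are no bounds. With them, 12 of 12 fitted folds lay within 10% of the paper's in the IL4 cultures, against 3 of 12 unstimulated and 2 of 12 with LPS. The folds of Fig. 3b,c thus lie closest to the IL4 cultures. The differences above for unstimulated cells need not be disagreements with the paper. DESeq2 in the IL4 cultures called 9 of the 12, so that it drops 3 the paper shows (*Cxcl11*, *Nos2* and *Galns*). Of the genes with counts in both origins, DESeq2 came within 1.5 times for 5 of 11 in unstimulated cells and 2 of 10 in the LPS cultures, and it called 9 and 7 of the 12. The effect averaged over the 3 states, chosen after seeing the values, does not differ for *Fam129a* (202) and drops *Cxcl11* of the 12, and the setting without the BM macrophage libraries of day 14 of month 1, chosen after seeing the values, does not differ for *Sall3* (17.7) and drops *Cxcl11*, *Nos2* and *Galns*.

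The paper names *Cxcl11*, *Nos2* and *Lpl* as higher in BM and *Mafb* and *Galns* as higher in YS macrophages. Here none of these 5 was called in unstimulated cells with edgeR, with log2 fold changes of −0.98 (adjusted p = 0.545), −0.69 (adjusted p = 0.570), −2.60 (adjusted p = 0.137), 3.97 (adjusted p = 0.0896) and 0.94 (adjusted p = 0.157). *Mafb* was called with the date as a block at 3.56 (adjusted p = 6.38e-06), on shared dates at 3.64 (adjusted p = 0.000806) and, chosen after seeing the values, without the BM libraries of day 14 of month 1 at 3.38 (adjusted p = 0.000986) (adjusted p = 6.38e-06 to 0.275 over its alternatives), and with IL4 at 4.58 (adjusted p = 0.0488). *Lpl* was called with the date as a block at −2.85 (adjusted p = 6.76e-07), with DESeq2 at −2.64 (adjusted p = 0.0244), without unstimulated BM 3 at −3.14 (adjusted p = 0.0488), on shared dates at −2.99 (adjusted p = 0.000204) and, chosen after seeing the values, without the BM libraries of day 14 of month 1 at −3.14 (adjusted p = 9.40e-05) (adjusted p = 6.76e-07 to 0.414 over its alternatives). The date block, the shared dates and the fit without the BM libraries of day 14 of month 1 all take these libraries out of the average origin difference. They are therefore not separate support. *Nos2* was called with LPS at −1.64 (adjusted p = 0.0277). The averaged effect, chosen after seeing the values, called *Nos2* at −1.06 (adjusted p = 0.0159), *Lpl* at −2.10 (adjusted p = 0.00725), *Mafb* at 4.62 (adjusted p = 0.000710) and *Galns* at 0.82 (adjusted p = 0.00625) and dropped *Cxcl11*. It takes the 9 libraries of an origin as independent, though those of 1 date deviated together (mean r = 0.515), so its p values are likely too small. Called in unstimulated cells as in the paper were *Ripk3*, *Pycard*, *Cxcl10*, *Tgm2*, *Fam129a*, *Clu*, *Sall3* and *Mtus2*. No call remained on dropping 1 library for *Mafb* (adjusted p = 0.134, 0.106 and 0.0564 without IL4 BM 1, 2 and 3 and 0.0783, 0.0930 and 0.0937 without IL4 YS 1, 2 and 3, 1.55e-06 to 0.184 over its alternatives) and *Nos2* (adjusted p = 0.0820 and 0.0831 without LPS BM 2 and 3 and 0.0693 and 0.116 without LPS YS 1 and 3, 0.00457 to 0.116 over its alternatives). On omission of 1 library, the log2 fold change shifted for *Mafb* from 4.58 to 5.23 and 3.99 without IL4 BM 2 and 3.

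The paper names *Sall1* beside *Sall3* as higher in YS, and here *Sall1* had 0 counts in unstimulated cells of both origins. For *Runx1*, the paper describes a fall during maturation by PCR. Its RNA rose here from progenitors to macrophages in both origins, though not with the date as a block. For the proteins higher in BM macrophages the paper describes the RNA as matching. Here 7 of these 9 genes lay on the BM side by fold change and 4 were called, while *Lpl*, *Icam1*, *Bin1*, *Osbp* and *Lrrc59* were not called, with *Icam1* (0.46) and *Lrrc59* (0.61) on the YS side by fold change. *Bin1* was called with the date as a block at −0.82 (adjusted p = 0.00822, 0.00822 to 0.985 over its alternatives). The paper also reports low CASP1 protein in YS macrophages, by immunoblot of cells treated with MSU crystals. *Casp1* RNA was called higher in YS in every state sequenced, but cells with MSU crystals were not sequenced, so protein and RNA stand at unlike treatments and times. The paper states that LPS raised *Acod1* in YS macrophages. Here it rose in both origins, with log2 fold changes of 9.18 (adjusted p = 2.42e-09) in YS and 8.72 (adjusted p = 1.54e-09) in BM, a difference of 0.47 (adjusted p = 0.934), and YS and BM cultures with LPS had a log2 fold change of −0.44 (adjusted p = 0.370).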

Other observations

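The cell cycle counts and gene calls without the BM libraries of day 14 of month 1 were chosen only after the result was seen.

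YS progenitors had more RNA of the fetal RNA-binding protein gene *Lin28b*, of the transcription factor gene *Gata3* and of *Clu* than BM progenitors. BM progenitors had more RNA of neutrophil granule genes such as *Ngp* and *Fcnb*, of the monocyte genes *Ly6c2* and *Sell*, and of *Hexa*, which encodes a lysosomal hexosaminidase. No difference in *Kit*, the gene of the stem cell factor receptor, passed the test. *Kit* was at 723 ± 64.0 CPM in YS and 653 ± 68.4 CPM in BM progenitors (n = 3 each), a log2 fold change of 0.15 (standard error 0.36, adjusted p = 0.970) from edgeR. The largest differences towards YS were those of *Scara3* (at least 1950.2-fold higher), *Smo* (at least 1514-fold) and *Gata3* (at least 1248-fold), each with 0 counts in BM against a floor of 3 counts over the group, of *Stc2* (4809 counts against 1, a ratio of 5512, counting interval 989 to 217769) and of *Clu* (3546-fold higher). Towards BM they were those of *Dnajc6* (at least 1826-fold lower in YS), *Angptl4* (at least 929-fold), *Sestd1* (at least 658-fold) and *Kbtbd11* (at least 552-fold), with 0 counts in YS, and of *Hexa* (1 count against 14129, a BM over YS ratio of 12326, counting interval 2212 to 486898). *Pycard* had 1 count in YS and 4131 in BM progenitors (adjusted p = 1.19e-07), and *Casp1* 255 and 2 (adjusted p = 4.49e-06). The libraries of the 2 groups do not overlap for these genes other than *Kit*, as chance gives for 10% of genes in 3 against 3 libraries. Log2 fold changes of *Lin28b* and *Grb10* were 8.88 (adjusted p = 2.38e-05) and 5.02 (adjusted p = 0.000581), of *Ngp*, *Fcnb* and *Lcn2* −4.18 (adjusted p = 1.40e-05), −4.37 (adjusted p = 1.52e-05) and −2.82 (adjusted p = 0.000315), of *S100a8* and *S100a9* −4.21 (adjusted p = 6.05e-06) and −4.21 (adjusted p = 8.18e-06), and of *Ly6c2* and *Sell* −3.95 (adjusted p = 5.28e-06) and −3.82 (adjusted p = 7.48e-05). Of 12740 genes tested in both fits, 139 were higher and 237 lower in YS at both stages, against 10.9 and 29.5 expected of independent lists, or 49.8% of the 755 called between unstimulated macrophages. The sign was opposite at the 2 stages for 19 genes. Without 1 library, the log2 fold change moved for *Lin28b* from 8.88 to 8.21 without BM progenitor 2, *Grb10* from 5.02 to 5.76 without BM progenitor 2 and *Stc2* from 11.86 to 13.46 without BM progenitor 3. It also moved for *Hexa* from −13.06 to −14.81 without YS progenitor 1, *Pycard* from −11.30 to −13.03 without YS progenitor 3 and *Casp1* from 6.86 to 6.25 and 9.20 without BM progenitor 2 and 3.

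From progenitors to macrophages, *Kit* and the proliferation gene *Mki67* fell and the macrophage receptor genes *Csf1r* and *Cx3cr1* rose in both origins. edgeR called 7992 genes in YS cells (4073 higher and 3919 lower in macrophages) and 7977 in BM cells (3969 and 4008). Log2 fold changes in YS and BM cells were −9.37 (adjusted p = 3.24e-08) and −7.82 (adjusted p = 7.45e-08) for *Kit*, −2.34 (adjusted p = 0.00340) and −3.03 (adjusted p = 0.000680) for *Mki67*, 10.00 (adjusted p = 1.43e-09) and 9.13 (adjusted p = 1.89e-09) for *Csf1r* and 8.72 (adjusted p = 1.46e-09) and 9.03 (adjusted p = 1.19e-09) for *Cx3cr1*. The paper describes *Runx1* as falling during maturation, measured by PCR relative to beta actin. Here *Runx1* rose by 1.45 (adjusted p = 0.00789) in YS and 1.85 (adjusted p = 0.00175) in BM cells. With the date as a block its values were −0.11 and −0.13 (adjusted p = 0.742, 4.31e-05 to 0.742 over its alternatives, and 0.796, 1.08e-05 to 0.796 over its alternatives). By the labels as read, macrophages and progenitors share 1 date in YS and none in BM, so with the block the BM value rests on YS libraries. The YS minus BM difference of the change was 4.02 (adjusted p = 0.000513) for *S100a8* and −1.55 (adjusted p = 0.182) for *Kit*. A call appeared without 1 library for *Kit* (in the YS minus BM difference of maturation, adjusted p = 0.0119 without unstimulated BM 2, 0.0119 to 0.585 over its alternatives). Single libraries moved the log2 fold change of *Mki67* from −2.34 to −3.24 without unstimulated YS 1.

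The granule genes *Mpo* and *Prtn3*, the eosinophil genes *Epx* and *Ear6* and the transcription factor gene *Gata2* were higher in unstimulated YS macrophages, and the monocyte genes *Klf4* and *Plac8* lower. Of 17 tested monocyte genes, YS macrophages had 3 lower (5 lower when adjusted over the list alone) unstimulated, 4 lower (1 higher and 7 lower alone) with IL4 and 2 higher and 10 lower (2 higher and 13 lower alone) with LPS. Among progenitors, where 17 were tested, YS cells had 5 lower (10 lower alone). Camera gave adjusted p = 0.00598 in unstimulated macrophages (lower, adjusted p = 0.248 with an estimated correlation, 0.00145 to 0.248 over its alternatives), 0.00388 in macrophages with IL4 (lower, adjusted p = 0.146 with an estimated correlation, 0.000643 to 0.146 over its alternatives) and 6.43e-05 in macrophages with LPS (lower). The same set gave adjusted p = 0.00139 in progenitors (lower, adjusted p = 0.130 with an estimated correlation, 2.96e-06 to 0.130 over its alternatives). *Klf4* had a log2 fold change of −2.52 (adjusted p = 0.000799) in unstimulated cells and *Plac8* one of −1.49 (adjusted p = 0.00782). Of 26 tested neutrophil genes, YS macrophages had 5 higher (6 higher alone) unstimulated, 3 higher (3 higher alone) with IL4 and 2 higher and 12 lower (2 higher and 17 lower alone) with LPS. In progenitors, YS cells had, of 27 tested, 1 higher and 15 lower (3 higher and 17 lower alone). As a set they gave adjusted p = 0.0136 in unstimulated macrophages (higher, adjusted p = 0.619 with an estimated correlation, 7.67e-06 to 0.619 over its alternatives), 0.762 in macrophages with IL4 and 6.43e-05 in macrophages with LPS (lower, adjusted p = 0.446 with an estimated correlation, 3.64e-07 to 0.446 over its alternatives). The set also gave adjusted p = 8.79e-11 in progenitors (lower, adjusted p = 0.287 with an estimated correlation, 2.65e-14 to 0.287 over its alternatives). Median and mean log2 fold change of this list differ in sign or from the test, −0.17 and 0.18 in macrophages with IL4 with a test upward. In the BM libraries of day 14 of month 1 their median deviated by −0.56, −0.29 and −0.77 log2 units (unstimulated, IL4, LPS). *Mpo* had 3.81 (adjusted p = 0.00414) and *Prtn3* 2.36 (adjusted p = 0.00726) in unstimulated cells, while with LPS *Cebpe* had −2.11 (adjusted p = 0.00151) and *Stfa2* −2.0 (adjusted p = 0.00356). Of 9 tested eosinophil genes, YS macrophages had 3 higher and 1 lower (6 higher and 2 lower alone) unstimulated, 2 higher and 2 lower (4 higher and 2 lower alone) with IL4 and 3 higher and 3 lower (5 higher and 3 lower alone) with LPS. Of the 8 tested in progenitors, YS cells had 1 lower (1 higher and 3 lower alone). The set test gave adjusted p = 0.0122 in unstimulated macrophages (higher, adjusted p = 0.503 with an estimated correlation, 0.00121 to 0.503 over its alternatives), 0.395 in macrophages with IL4 and 0.606 in macrophages with LPS. The set test then gave adjusted p = 0.654 in progenitors. The median of this list in the BM libraries of day 14 of month 1 deviated by −1.79, −1.21 and −2.49 log2 units (unstimulated, IL4, LPS). *Epx* had 5.38 (adjusted p = 0.00843) and *Ear6*, which has close paralogs, 4.93 (adjusted p = 0.00845). Of 3 tested mast cell and basophil genes, YS macrophages had 1 higher (1 higher and 1 lower alone) unstimulated, 1 higher (1 higher and 1 lower alone) with IL4 and 1 higher and 1 lower (1 higher and 2 lower alone) with LPS. YS progenitors had, of 7 tested, 4 lower (1 higher and 5 lower alone). In the only state with enough genes, camera gave adjusted p = 0.00569 in progenitors (lower, adjusted p = 0.130 with an estimated correlation, 3.08e-07 to 0.130 over its alternatives). Median and mean log2 fold change of this list differ in sign or from the test, −1.07 and 0.58 in unstimulated macrophages. *Gata2* had 4.18 (adjusted p = 0.000125) in unstimulated macrophages and −2.25 (adjusted p = 3.64e-05) in progenitors, and *Cpa3* −2.80 (adjusted p = 0.000256) in progenitors. Dropping 1 library shifted the log2 fold change of *Mpo* from 3.81 to 3.10 without unstimulated YS 2, *Epx* from 5.38 to 6.04 and 4.79 without unstimulated BM 1 and 3 and *Ear6* from 4.93 to 5.68 and 4.34 without unstimulated BM 1 and 3. Set calls changed for monocytes in unstimulated macrophages, adjusted p = 0.0687 without unstimulated YS 1 (0.00145 to 0.248 over its alternatives), neutrophils in unstimulated macrophages, adjusted p = 0.0894 without unstimulated BM 2 (7.67e-06 to 0.619 over its alternatives), eosinophils in unstimulated macrophages, adjusted p = 0.0585 without unstimulated YS 1 (0.00121 to 0.503 over its alternatives) and mast cells and basophils in progenitors, adjusted p = 0.0507 without YS progenitor 2 (3.08e-07 to 0.130 over its alternatives).

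Progenitor genes such as *Gfi1b* were higher in YS macrophages with IL4, the dendritic cell genes *Irf4* and *Batf3* lower, and few lymphocyte and erythroid genes had RNA enough to be tested in macrophages. Of 20 tested progenitor genes, YS macrophages had 5 higher (5 higher and 1 lower when adjusted over the list alone) unstimulated, 8 higher and 1 lower (9 higher and 1 lower alone) with IL4 and 5 higher and 2 lower (5 higher and 4 lower alone) with LPS. Among progenitors, where 22 were tested, YS cells had 2 higher and 2 lower (3 higher and 2 lower alone). The list as a set gave adjusted p = 0.258 in unstimulated macrophages, 9.34e-05 in macrophages with IL4 (higher) and 0.810 in macrophages with LPS. The same test gave adjusted p = 0.397 in progenitors. Median and mean log2 fold change of this list differ in sign or from the test, −0.07 and 0.80 in unstimulated macrophages with a test upward and −0.29 and 0.46 in macrophages with LPS with a test upward. *Gfi1b* had 3.94 (adjusted p = 0.000120) with IL4. Of 6 tested dendritic cell genes, YS macrophages had 1 lower (1 lower alone) unstimulated, 2 lower (2 lower alone) with IL4 and 1 higher and 1 lower (1 higher and 1 lower alone) with LPS. In progenitors, YS cells had, of 3 tested, none called with edgeR (1 higher at an unadjusted p under 0.05, 1 higher with DESeq2 and 1 higher with limma voom, 1 higher when adjusted over the list alone). For the set, camera gave adjusted p = 0.0953 in unstimulated macrophages, 0.000892 in macrophages with IL4 (lower) and 0.541 in macrophages with LPS. *Batf3* had −2.48 (adjusted p = 0.000588) and *Irf4* −2.95 (adjusted p = 0.00109) with IL4. Of 4 tested lymphocyte genes, YS macrophages had none called with edgeR (1 higher at an unadjusted p under 0.05, 1 higher with DESeq2 and 1 higher with limma voom, 1 higher when adjusted over the list alone) unstimulated, none called with edgeR (1 higher at an unadjusted p under 0.05, 1 higher with DESeq2 and 1 higher with limma voom, 1 higher when adjusted over the list alone) with IL4 and 2 higher (2 higher alone) with LPS. Of the 10 tested in progenitors, YS cells had 5 higher and 1 lower (6 higher and 2 lower alone). Their set test gave adjusted p = 0.175 in progenitors. *Dntt* and *Rag1* had 1.88 (adjusted p = 0.00541) and 1.79 (adjusted p = 0.00437) in progenitors. Of 3 tested erythroid genes, YS macrophages had none called with edgeR (1 higher at an unadjusted p under 0.05, 1 higher with DESeq2 and none with limma voom, 1 higher when adjusted over the list alone) unstimulated, none called with edgeR (1 higher at an unadjusted p under 0.05, none with DESeq2 and none with limma voom) with IL4 and none called with edgeR (1 higher at an unadjusted p under 0.05, none with DESeq2 and none with limma voom, 1 higher when adjusted over the list alone) with LPS. YS progenitors had, of 6 tested, 2 higher (3 higher alone). Tested as a set, they gave adjusted p = 0.0278 in progenitors (higher, adjusted p = 0.194 with an estimated correlation, 0.000439 to 0.194 over its alternatives). Of 6 tested megakaryocyte genes, YS macrophages had 1 lower (1 lower alone) unstimulated, none called with edgeR (1 lower at an unadjusted p under 0.05, none with DESeq2 and none with limma voom) with IL4 and none called with edgeR (1 lower at an unadjusted p under 0.05, 1 lower with DESeq2 and none with limma voom) with LPS. Among progenitors, where 9 were tested, YS cells had 2 higher and 3 lower (2 higher and 3 lower alone). Set tests gave adjusted p = 0.711 in unstimulated macrophages, 0.579 in macrophages with IL4 and 0.780 in macrophages with LPS. The set also gave adjusted p = 0.397 in progenitors. Median and mean log2 fold change of this list differ in sign or from the test, −0.02 and −0.24 in progenitors with a test upward. Of 3 tested genes of yolk sac endoderm and endothelium or of fibroblasts, YS macrophages had 1 lower (1 higher and 1 lower alone) unstimulated, 1 higher and 1 lower (1 higher and 1 lower alone) with IL4 and 1 higher (1 higher alone) with LPS. In progenitors, YS cells had, of 2 tested, 1 higher and 1 lower (1 higher and 1 lower alone). Of 8 tested Hox genes, YS macrophages had 2 higher and 2 lower (3 higher and 2 lower alone) unstimulated, 3 higher and 2 lower (4 higher and 2 lower alone) with IL4 and 1 higher and 2 lower (1 higher and 2 lower alone) with LPS. Of the 8 tested in progenitors, YS cells had 3 higher and 2 lower (4 higher and 2 lower alone). Camera found adjusted p = 0.676 in unstimulated macrophages, 0.277 in macrophages with IL4 and 0.917 in macrophages with LPS. The same test gave adjusted p = 0.273 in progenitors. Median and mean log2 fold change of this list differ in sign or from the test, 0.45 and 0.59 in macrophages with LPS with a test downward. *Hoxa9* had 196 counts in YS and 0 in BM progenitors, at least 74.9-fold higher. Of 4 tested fetal and imprinted genes, YS macrophages had 1 lower (2 lower alone) unstimulated, 1 lower (1 higher and 2 lower alone) with IL4 and 2 lower (2 lower alone) with LPS. YS progenitors had, of 7 tested, 4 higher and 2 lower (4 higher and 3 lower alone). As a set these gave adjusted p = 0.113 in progenitors. Of 4 tested sex-linked genes in macrophages and 4 in progenitors, edgeR called none between YS and BM in any of the 4 states, and none had an unadjusted p under 0.05 or a call with DESeq2 or limma voom. The set call changed for haematopoietic progenitors in unstimulated macrophages, adjusted p = 0.0393 without unstimulated YS 3 (0.0393 to 0.884 over its alternatives) and dendritic cells in unstimulated macrophages, adjusted p = 0.0393 without unstimulated YS 3 (0.000797 to 0.379 over its alternatives).

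Among genes of cell processes, the replication gene *Mcm3* was higher in YS macrophages with IL4 and with LPS, and the immediate early genes *Fos* and *Egr1* and the hypoxia genes *Vegfa* and *Bnip3* were lower with LPS. Of 38 tested cell cycle genes, YS macrophages had none called with edgeR (14 higher at an unadjusted p under 0.05, 1 higher with DESeq2 and 1 higher with limma voom) unstimulated, 7 higher (25 higher when adjusted over the list alone) with IL4 and 13 higher and 2 lower (24 higher and 2 lower alone) with LPS. Among progenitors, where 38 were tested, YS cells had none called with edgeR (1 higher at an unadjusted p under 0.05, none with DESeq2 and none with limma voom). As a set, camera gave adjusted p = 1.47e-05 in unstimulated macrophages (higher, adjusted p = 0.503 with an estimated correlation, 7.52e-09 to 0.503 over its alternatives), 4.90e-11 in macrophages with IL4 (higher, adjusted p = 0.261 with an estimated correlation, 4.87e-16 to 0.261 over its alternatives) and 9.56e-06 in macrophages with LPS (higher, adjusted p = 0.446 with an estimated correlation, 1.03e-08 to 0.446 over its alternatives). The same set gave adjusted p = 0.608 in progenitors. In the BM libraries of day 14 of month 1, the median of this list deviated by −1.05 log2 units with IL4 and −1.02 with LPS. Without them, a setting chosen after seeing the data, 1 gene was higher with IL4, and 4 were higher and 1 lower with LPS. *Mcm3* had 1.83 (adjusted p = 0.0123) with IL4 and 2.71 (adjusted p = 0.000630) with LPS. Of 23 tested cholesterol synthesis genes, YS macrophages had none called with edgeR (7 higher at an unadjusted p under 0.05, none with DESeq2 and none with limma voom) unstimulated, 1 higher (1 higher alone) with IL4 and 6 higher (8 higher alone) with LPS. In progenitors, YS cells had, of 23 tested, none called with edgeR (1 higher at an unadjusted p under 0.05, 1 higher with DESeq2 and 1 higher with limma voom). The set gave adjusted p = 0.00589 in unstimulated macrophages (higher, adjusted p = 0.503 with an estimated correlation, 0.000144 to 0.503 over its alternatives), 0.000892 in macrophages with IL4 (higher, adjusted p = 0.286 with an estimated correlation, 4.16e-06 to 0.286 over its alternatives) and 0.00332 in macrophages with LPS (higher, adjusted p = 0.395 with an estimated correlation, 3.04e-05 to 0.395 over its alternatives). The set also gave adjusted p = 0.273 in progenitors. *Dhcr24* had 2.02 (adjusted p = 0.00465) with LPS. Of 17 tested immediate early and heat shock genes, YS macrophages had 1 lower (1 lower alone) unstimulated, 1 higher (1 higher alone) with IL4 and 7 lower (8 lower alone) with LPS. Of the 16 tested in progenitors, YS cells had 1 higher (1 higher alone). This set gave adjusted p = 0.278 in unstimulated macrophages, 0.870 in macrophages with IL4 and 0.00214 in macrophages with LPS (lower, adjusted p = 0.211 with an estimated correlation, 0.000146 to 0.211 over its alternatives). The set test then gave adjusted p = 0.353 in progenitors. Median and mean log2 fold change of this list differ in sign or from the test, 0.09 and −0.15 in macrophages with IL4 with a test upward. *Fos* had −1.45 (adjusted p = 0.00181) and *Egr1* −2.24 (adjusted p = 0.00425) with LPS. Of 11 tested hypoxia genes, YS macrophages had 2 lower (3 lower alone) unstimulated, 2 lower (3 lower alone) with IL4 and 5 lower (1 higher and 8 lower alone) with LPS. YS progenitors had, of 11 tested, 1 higher and 1 lower (1 higher and 1 lower alone). Camera on this list gave adjusted p = 0.0935 in unstimulated macrophages, 0.0326 in macrophages with IL4 (lower, adjusted p = 0.342 with an estimated correlation, 0.00583 to 0.342 over its alternatives) and 0.000712 in macrophages with LPS (lower, adjusted p = 0.137 with an estimated correlation, 8.21e-05 to 0.137 over its alternatives). The same test gave adjusted p = 0.816 in progenitors. *Vegfa* had −2.97 (adjusted p = 0.00788) and *Bnip3* −1.38 (adjusted p = 0.000794) with LPS. Of 5 tested genes of MHC class II presentation, YS macrophages had 1 higher and 1 lower (1 higher and 1 lower alone) unstimulated, 1 higher and 1 lower (1 higher and 3 lower alone) with IL4 and 1 higher (1 higher alone) with LPS. Among progenitors, where 6 were tested, YS cells had 1 higher and 2 lower (1 higher and 2 lower alone). The test of the set gave adjusted p = 0.429 in unstimulated macrophages, 0.0719 in macrophages with IL4 and 0.780 in macrophages with LPS. The same set gave adjusted p = 0.630 in progenitors. Of 17 tested genes of the unfolded protein and integrated stress response, YS macrophages had 1 higher (2 higher alone) unstimulated, none called with edgeR (2 higher and 1 lower at an unadjusted p under 0.05, 1 lower with DESeq2 and none with limma voom) with IL4 and 1 higher (1 higher alone) with LPS. In progenitors, YS cells had, of 17 tested, 2 higher (2 higher alone). Their test as a set gave adjusted p = 0.0700 in unstimulated macrophages, 0.793 in macrophages with IL4 and 0.730 in macrophages with LPS. The set also gave adjusted p = 0.353 in progenitors. Of 78 tested ribosomal protein genes, YS macrophages had none called with edgeR (13 higher at an unadjusted p under 0.05, 1 higher with DESeq2 and none with limma voom) unstimulated, none called with edgeR (2 higher at an unadjusted p under 0.05, none with DESeq2 and none with limma voom) with IL4 and 2 higher (none alone) with LPS. Of the 79 tested in progenitors, YS cells had none called with edgeR (none at an unadjusted p under 0.05 or with DESeq2 or limma voom). The whole set gave adjusted p = 7.91e-05 in unstimulated macrophages (higher, adjusted p = 0.677 with an estimated correlation, 2.70e-13 to 0.858 over its alternatives), 0.00232 in macrophages with IL4 (higher, adjusted p = 0.768 with an estimated correlation, 4.53e-06 to 0.779 over its alternatives) and 0.000773 in macrophages with LPS (higher, adjusted p = 0.784 with an estimated correlation, 1.21e-07 to 0.784 over its alternatives). The set test then gave adjusted p = 0.397 in progenitors. Calls that 1 library decided were those of *Mcm3* (with IL4, adjusted p = 0.0677 without IL4 BM 3 and 0.0602 without IL4 YS 1, 0.000460 to 0.0677 over its alternatives) and *Vegfa* (adjusted p = 0.0506 without LPS BM 3, 5.13e-05 to 0.0506 over its alternatives). A single library moved the log2 fold change of *Vegfa* from −2.97 to −2.0 without LPS BM 3. Lists whose call changed were hypoxia in macrophages with IL4, adjusted p = 0.0532 and 0.0830 without IL4 BM 1 and 2 and 0.120 without IL4 YS 3 (0.00583 to 0.342 over its alternatives), MHC class II presentation in macrophages with IL4, adjusted p = 0.0274 without IL4 BM 1 and 0.0157 without IL4 YS 1 and 0.0407 with the date as a block (0.0157 to 0.478 over its alternatives), unfolded protein and integrated stress response in unstimulated macrophages, adjusted p = 0.0371 without unstimulated YS 1 (0.0248 to 0.503 over its alternatives), ribosomal proteins in unstimulated macrophages, adjusted p = 0.273 without unstimulated YS 3 and 0.189 with the date as a block (2.70e-13 to 0.858 over its alternatives), ribosomal proteins in macrophages with IL4, adjusted p = 0.101 without IL4 YS 1 and 0.779 with the date as a block (4.53e-06 to 0.779 over its alternatives) and ribosomal proteins in macrophages with LPS, adjusted p = 0.111 without LPS YS 1 and 0.244 with the date as a block (1.21e-07 to 0.784 over its alternatives).

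LPS raised RNA of *Cd14*, the LPS co-receptor gene, and of *Sqstm1*, an autophagy receptor gene, in both origins. The log2 fold changes with LPS in YS and BM were 2.42 (adjusted p = 4.05e-05) and 2.92 (adjusted p = 4.81e-06) for *Cd14*, with a difference of −0.50 (adjusted p = 0.911), and 2.02 (adjusted p = 1.44e-05) and 2.41 (adjusted p = 1.74e-06) for *Sqstm1*, with a difference of −0.39 (adjusted p = 0.910). Between YS and BM cultures with LPS, *Cd14* had −0.45 (adjusted p = 0.359), *Sqstm1* 0.20 (adjusted p = 0.615) and *Tlr4* −1.77 (adjusted p = 0.0207). The YS minus BM difference of the LPS response of *Tlr4* was −1.65 (adjusted p = 0.431). The proteins, which the paper measured, were not analysed here. Dropping 1 library ended the call of *Tlr4* (with LPS, adjusted p = 0.0571 and 0.0549 without LPS BM 1 and 3 and 0.0702 and 0.0692 without LPS YS 1 and 3, 0.00201 to 0.0705 over its alternatives). Omitting 1 library shifted the log2 fold change of *Tlr4* from −1.77 to −2.38 without LPS YS 2. In the fit with the date as a block, *Cd14* had a log2 fold change of −0.75 with LPS (adjusted p = 0.0134, 0.0134 to 0.985 over its alternatives). Once the BM libraries of day 14 of month 1 were left out, a setting chosen after seeing the data, the call ended for *Tlr4* with LPS (adjusted p = 0.0642, 0.00201 to 0.0705 over its alternatives).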
